# The epigenetic processes of meiosis in male mice are broadly affected by the widely used herbicide atrazine

**DOI:** 10.1186/s12864-015-2095-y

**Published:** 2015-10-30

**Authors:** Aurore Gely-Pernot, Chunxiang Hao, Emmanuelle Becker, Igor Stuparevic, Christine Kervarrec, Frédéric Chalmel, Michael Primig, Bernard Jégou, Fatima Smagulova

**Keywords:** Meiosis, Double-strand breaks, Gene-Chip, ChIP-Seq, H3K4me3, Atrazine

## Abstract

**Background:**

Environmental factors such as pesticides can cause phenotypic changes in various organisms, including mammals. We studied the effects of the widely used herbicide atrazine (ATZ) on meiosis, a key step of gametogenesis, in male mice.

**Methods:**

Gene expression pattern was analysed by Gene–Chip array. Genome-wide mapping of H3K4me3 marks distribution was done by ChIP-sequencing of testis tissue using Illumina technologies. RT-qPCR was used to validate differentially expressed genes or differential peaks.

**Results:**

We demonstrate that exposure to ATZ reduces testosterone levels and the number of spermatozoa in the epididymis and delays meiosis. Using Gene-Chip and ChIP-Seq analysis of H3K4me3 marks, we found that a broad range of cellular functions, including GTPase activity, mitochondrial function and steroid-hormone metabolism, are affected by ATZ. Furthermore, treated mice display enriched histone H3K4me3 marks in regions of strong recombination (double-strand break sites), within very large genes and reduced marks in the pseudoautosomal region of X chromosome.

**Conclusions:**

Our data demonstrate that atrazine exposure interferes with normal meiosis, which affects spermatozoa production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2095-y) contains supplementary material, which is available to authorized users.

## Background

Environmental factors can alter DNA methylation and epigenetic modifications in the germline [51, 90]. We studied the effects of the widely used herbicide atrazine (ATZ) on meiosis. In many countries, ATZ is the most common contaminant detected in rivers [19, 72, 92]. ATZ residues are even detected in soil and aqueous environments in countries where it has been banned [59, 102, 103]. Low levels of ATZ metabolites in pregnant women are associated with low birth weight [16, 61]. In mammals, ATZ is metabolized by several groups of xenobiotic-metabolizing enzymes. The metabolism of ATZ interferes with oxidative phosphorylation and cytochrome P450 function, resulting in decreased oxygen consumption [10, 14, 39, 47]. ATZ is known to alter reproductive processes in rodents [96, 101], reptiles [18], birds [104], goats [81], amphibians [28–30] and fish [63, 69]. ATZ targets many tissues, including the testes [67, 68, 101], ovaries [8, 17, 41, 52], brain [5, 7], liver [25, 36, 38, 78]. The effects of ATZ on reproduction have been extensively studied; however, the effect of ATZ on meiosis has not been elucidated.

Meiosis is the division of germ cells and is essential for the production of haploid gametes. In most organisms, homologous recombination (HR) is important for the proper segregation of chromosomes during meiosis. HR predominantly occurs in discrete areas of the genome known as recombination hotspots. Histone H3 trimethylation at lysine 4 (H3K4me3) by PRDM9 methyltransferase is indispensable for the proper formation of double-strand breaks (DSBs) throughout the genome, except in the pseudoautosomal region (PAR) of X chromosome [12]. Germ cells lacking PRDM9 are unable to repair DSBs at the pachytene stage of gametogenesis, and knock-out mice are infertile in both sexes [27, 53]. It has also been shown that environmental pollutants affect HR both in male and female. The first study illustrating the effects of environmental exposure on meiosis was the bisphenol A (BPA) treatment study, in which the authors showed that embryonic exposure to BPA causes meiotic anomalies, which lead to aneuploidy in adult female mice [34]. Importantly, meiotic effects in animals were induced by environmentally relevant doses of BPA [34]. BPA exposure of adult rat delays meiosis initiation and induces accumulation of meiotic DNA DSBs in the late meiotic stage [48]. In nematodes BPA exposure also results in impaired chromosome synapsis and disruption of meiotic double-strand break repair (DSBR) progression of C. elegans [4].

We hypothesized that ATZ may also alter meiosis because it reduces sperm number and changes testis morphology in animals [1, 101]. Here, we studied the mechanisms by which ATZ affects meiosis in mice. We showed that exposure to ATZ increases testosterone levels and reduces the number of spermatozoa in epididymis, causing a delay of meiosis. Using Gene-Chip and ChIP-Seq analysis of H3K4me3 marks, we found that a wide range of cellular functions, including GTPase activity, mitochondrial function and steroid-hormone metabolism, are affected by ATZ. Furthermore, histone H3K4me3 marks are enriched in treated mice in regions of strong recombination (DSB sites) within very large genes and reduced at the PAR region of the X chromosome. We therefore propose that ATZ disrupts normal meiosis.

## Results

### Experimental design

We treated adult male mice with ATZ at a concentration of 100 mg/l in water for three weeks and followed with two weeks without treatment to cover one full round of spermatogenesis (35 days). Given that mice drink approximately 5 ml of water per day, we estimate that the average intake of ATZ was approximately 25 mg/kg/day. This dose is relatively low compared to that used previously [1, 67, 96]. We chose this dose of ATZ because doses higher than 50 mg/kg/day are known to change the weight of internal organs and are considered as toxic [101]. To study the effect of ATZ on the first wave of spermatogenesis, we treated newborn animals from postnatal day 1 through day 20 dpp by administering ATZ suspended in oil to the lactating dams at a dose of 25 mg/kg/day.

### Low levels of atrazine do not affect testicular morphology and cell viability

After treatment, the mice were euthanized, and reproductive organs were dissected. We measured the organs and body weights of treated and control animals. We found that the body weight and reproductive organs (testes, epididymis and seminal vesicles) were not affected at this dose (data not shown). To evaluate morphological changes in seminiferous tubules caused by ATZ, we analyzed paraffin-embedded sections stained with hematoxylin and eosin and compared matching stages from treated and control animals. The morphological analysis did not reveal any significant changes in either the seminiferous tubules or the epididymis (Additional file 1: Figure S1 (A-D)). However, we could not exclude small changes in the proportion of cells, which are difficult to distinguish by this method. We verified cell populations by staining with propidium iodide (DNA-staining agent) and sorting by FACS and we comcluded that cell populations were not significantly affected by this treatment (Additional file 1: Figure S2 (A-E)). To examine whether the number of germ or Sertoli cells had changed, we immunostained testicular tissue with antibodies specific for undifferentiated spermatogonial stem cells (PLZF) and Sertoli cells (GATA1) (Additional file 1: Figure S3 (A-B)). We found that treatment did not significantly alter the number or proportion of those cell types (Additional file 1: Figure S3C). To evaluate the rate of apoptosis, we performed TUNEL assays using the *In Situ* Cell-Death Detection kit. We did not detect significant changes in the rate of apoptosis in adult ATZ-treated mice compared to control (Additional file 1: Figure S3D). Thus, treatment with a relatively low dose of atrazine does not affect organ weight or the cell populations within seminiferous tubules.

### Decreased sperm count and serum testosterone levels in ATZ-treated mice

One essential metric of reproductive state is the number of spermatozoa per epididymis. To evaluate the effect of ATZ, we counted spermatozoa in the epididymis of treated and control mice. We found that ATZ-treated mice had a significantly lower sperm count (68 %) than untreated animals (*p < 0.05; *n* = 10, Fig. 1a). To assess endocrine function after treatment, we measured serum levels of testosterone and follicle-stimulating hormone (FSH). We found that serum testosterone was 3.4 times lower in treated animals (*p < 0.05, *n* = 10), while the level of FSH was not significantly affected (*p* = 0.06, *n* = 10, Fig. 1b). Our data show that a relatively low dose of atrazine decreases sperm counts and serum testosterone levels.

**Fig. 1:**
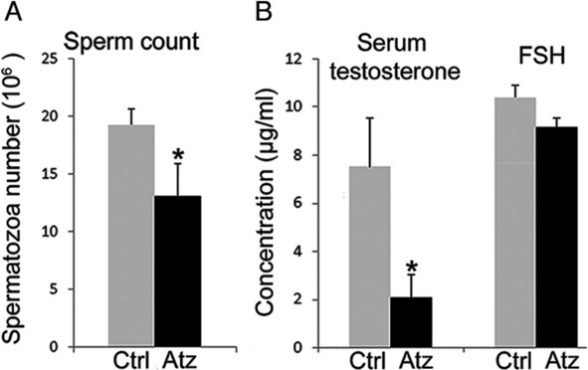
Low-dose ATZ treatment decreases spermatozoa numbers and testosterone levels. **a** The number of spermatozoa in the epididymis decreased. **b** The amount of testosterone in the serum decreased; *n* = 10/group; values are means +/−SD, while FSH was not significantly affected (*p < 0.05, *n* = 10/group, values are means +/−SD)

### Analysis of the synaptonemal complex reveals delayed meiosis

We hypothesized that a decrease in sperm count might reflect defects in meiotic progression or spermiogenesis. We thus asked whether ATZ negatively affects the meiotic stages of spermatogenesis. To analyze meiotic progression in treated mice, we performed surface spreads from testis tissue and analyzed synaptonemal-complex (SC) formation. The SC is formed exclusively during prophase 1 of meiosis, and its major role is to bring the chromosomes together [32]. Prophase I is subdivided into several sub-stages (leptotene, zygotene, pachytene, diplotene and diakinesis). We immunostained the surface cell spreads with antibodies against SYCP3 (marker of synaptonemal complex proteins) and γH2AX (stains chromatin at DSB sites) and then classified cells into meiotic substages (Fig. 2a) as previously described [50, 62], (see Materials and Methods for more details). During the leptotene phase, there is an increase in the number and intensity of γH2AX-positive domains throughout the nucleus. In the zygotene stages, the number of γH2AX domains and the intensity of γH2AX staining decreased, as the staining was concentrated over the chromatin. At the early pachytene stage, γH2AX had almost disappeared from the chromatin of the autosomes, but there were still some visible traces of marks on autosomes, and marks appeared to cover the sex chromosomes. At the late pachytene stage, γH2AX was detected only at the sex chromosomes. The proportions of prophase I substages detected in control mice were similar to those detected by other authors [13, 20]. However, we found that the number of early stage spermatocytes increased in ATZ-treated animals (2.4 times the number observed in the zygotene and 1.9 times that observed in the early pachytene stages), while the late stages decreased (1.8 times fewer than observed in the diplotene stages) (Pearson’s Chi-squared test, *p* < 2.2e-16) (Fig. 2b). In control mice, the largest fraction of spermatocytes was in the late pachytene stage, where γH2AX markers were detectable only in sex chromosomes (Fig. 2c). In ATZ-treated animals, the majority of spermatocytes showed patterns of γH2AX staining typical of early stages (Fig. 2c). We performed quantitative analysis of early pachytene cell fractions in control and treated mice, and we detected three major defects in ATZ-treated mice: (1) incomplete synapsing of one or two chromosomes, which was often detected together with the formation of branched chromosome structures; (2) sex-body defects (sex chromosomes with very long chromosomal axes (Additional file 1: Figure S4A). We found that the number of cells with incomplete synapses increased 3.1 times in treated cells compared to untreated cells, the number of cells with sex-chromosome defects increased 3.6 times (Additional file 1: Figure S4B).

**Fig. 2:**
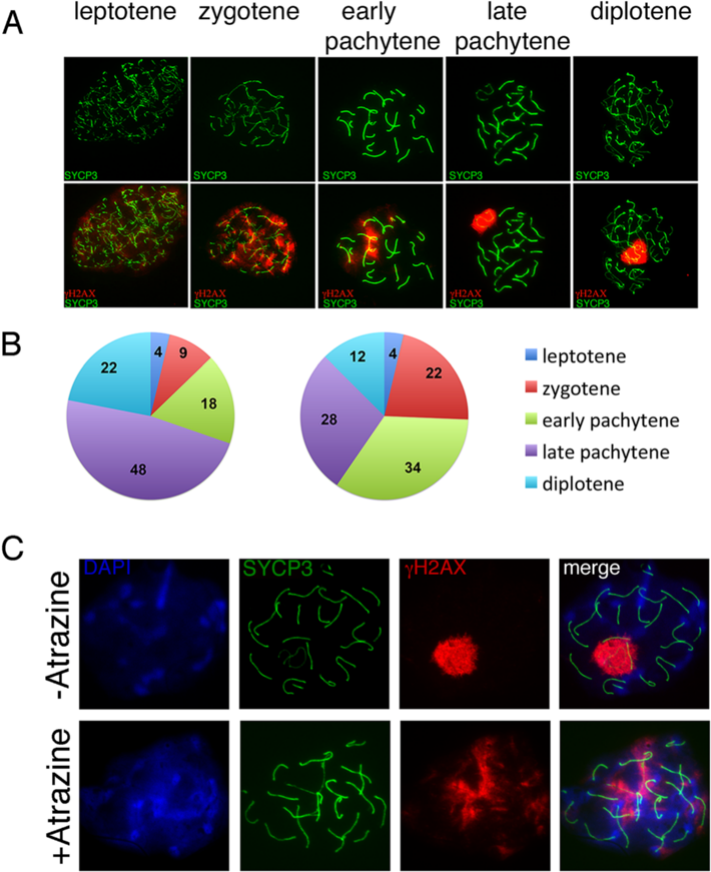
Atrazine causes delayed meiosis in mice. **a** γH2AX staining changes during meiotic prophase I substages. **b** The distribution of meiotic substages in control (left panel) and ATZ-treated (right panel) mice; 600 cells from control and treated mice were classified according to γH2AX and SYCP3 staining. Note that the number of spermatocytes in the zygotene and early pachytene stages is increased in ATZ-treated animals, while the number of spermatocytes in the late stages decreased. **c** Surface spreads from control and ATZ-treated testis stained with anti-γH2AX (red) and anti-SYCP3 (green) antibodies. In control mice, the majority of meiotic cells have γH2AX marks at the sex bodies only. In ATZ-treated mice, the majority of meiotic cells have γH2AX marks at many chromosomes

The performed analysis of immunostaining pattern of γH2AX marks helped us to evaluate the meiotic progression, however, we do not exclude the fact that our observation is not perfect due to the possibility that meiosis in some cells is deregulated and that the stages could not be defined exactly. Our analysis is designed to observe the general view of meiotic progress. We complete this finding by analyzing meiotic progress during the first wave of spermatogenesis (see section below).

Taken together, our data show that ATZ has an effect on meiotic progression and increases the number of synapsing defects.

### ATZ treatment delays meiotic progression due to persistence of DSBs

We next asked whether the increase in early stage meiotic cells occurred due to the persistence of DSBs breaks. Chromosomes undergo DSB formation at the leptotene-zygotene stage. At this stage, a maximal number of DSBs can be detected by staining surface spreads with an antibody against DMC1, which is a DNA-binding protein of DSBs. We found that the number of cells with DMC1 foci increased with ATZ treatment (Fig. 3a). Most of the cells positive for DMC1 in ATZ-treated animals had foci at the sex chromosomes. The increase in the number of DMC1-positive cells with treatment could be the result of inefficient repair of DSBs in sex chromosomes.

**Fig. 3:**
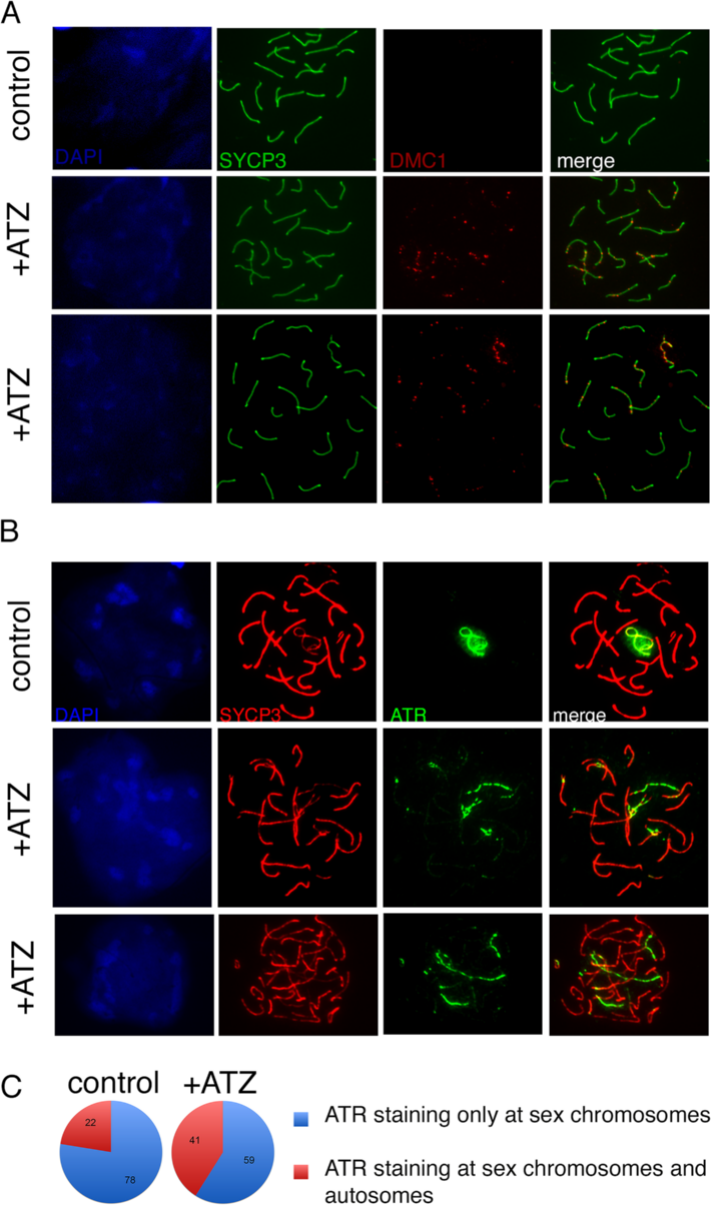
The proportions of DMC1- and ATR-positive cells increase upon treatment. **a** Spreads from control and ATZ-treated mice were stained with anti-DMC1 (red) and anti-SYCP3 (green). In control mice, the DSBs are repaired at this stage, such that no DMC1 foci are detectable. In ATZ-treated samples (middle and low panels), several DMC1 foci are detectable at the pachytene stage. **b** Spreads stained with anti-ATR (green) and anti-SYCP3 (red). In control mice, the ATR signal is detected in sex bodies only, while ATR staining is detected at several chromosomes in ATZ-treated mice. **c** Quantitative analysis of ATR staining. The spreads were costained with ATR and SYCP3 antibodies and classified according to pattern: sex body only (shown in blue) and sex body with staining of autosomal chromosomes (shown in red)

To further examine synapsing efficiency in ATZ-treated mice, we stained chromosomes with an antibody against ATR (ataxia telangiectasia and Rad3-related), a marker of asynapsed chromosomes and silenced chromatin [97] (Fig. 3b). ATR acts stage-specifically to regulate multiple aspects of mammalian meiotic silencing [75]. If asynapsis persists at the pachytene stage, ATR leads to the induction of repressive post-translational modifications and irreversible gene silencing over many megabases [75]. To analyze the role of ATR in ATZ-treated mice, we counted the number of cells that showed staining of ATR at the sex body only or that showed simultaneous ATR staining of both XY bivalents and autosomes. In ATZ-treated mice, there was 1.8 times more ATR staining of autosomes (Fig. 3c). Consistent with previous data on the role of ATR in chromatin silencing [75], our experiments showed that ATZ treatment increases the number of chromosomes with incomplete synapsing.

### Delayed meiotic progression and increased apoptosis in young prepubertal animals

To analyze the effect of the ATZ on meiotic progression during the first wave of spermatogenesis, we treated newborn males with ATZ. Young prepubertal animals have a higher proportion of cells at any given meiotic stage because the first wave of spermatogenesis is generally synchronous. The analysis of the testicular sections of treated animals revealed that the number of diplotene cells decreased 2.75 times compared to untreated animals, while the numbers of early pachytene and zygotene cells increased 1.9 times (Fig. 4a-c). These data are consistent with the results obtained from treated adult mice showing that ATZ has a profound effect on meiosis. As the first wave of spermatogenesis involves germ-cell apoptosis to regulate the number of germ cells under normal conditions [74], we assayed this process following ATZ treatment. ATZ treatment of young mice increased the number of apoptotic cells (Fig. 4d) compared to controls. The increased apoptosis rate in young mice is the result of an elevated number of germ cells with meiotic defects, which are eliminated during the first wave of spermatogenesis. Thus, ATZ exposure of young prepubertal mice causes a delay in meiosis similar to that observed in adult males.

**Fig. 4:**
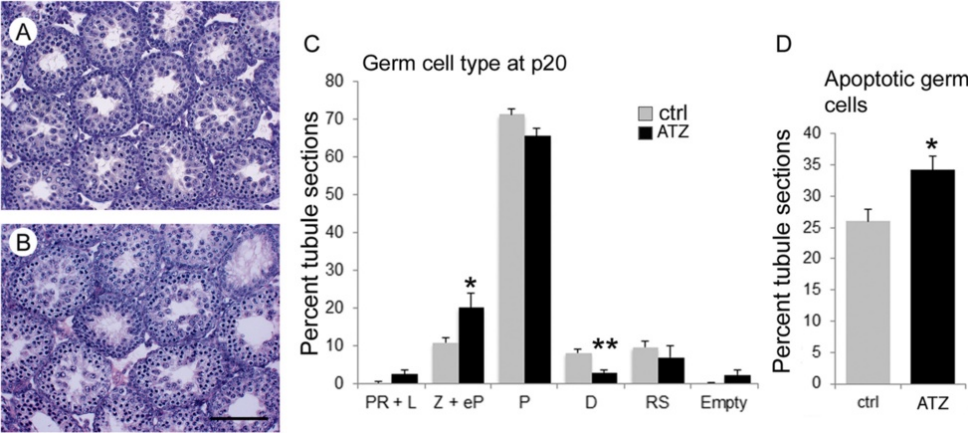
Atrazine delays meiosis in prepubertal mice. H&E straining of histological sections of **a** control and (**b**) ATZ-treated mice. The ATZ-treated mice have reduced numbers of cells in the seminiferous tubules. **c** The percentages of seminiferous tubule cross-sections in which preleptotene and leptotene (PR + L) cells, zygotene and early pachytene (Z + eP) cells, pachytene (P) cells, diplotene **d** spermatocytes and round spermatids (RS) represent the most advanced types of germ cells in control (grey bars) and ATZ-treated (black bars) testes at postnatal day 20. The percentage of empty tubules is also indicated. **d** TUNEL assays on testis histological sections from 20-day-old control and ATZ-treated mice. The results are presented as a percent of tubules containing apoptotic cells, and the data of at least five mice are plotted

### ATZ treatment affects the expression of genes involved in mitochondrial function, steroid-hormone function and GTPase activity

To assess how ATZ affects spermatogenesis at the molecular level, we performed a comparative analysis of gene expression using Gene-Chip analysis. 

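RNA from whole testes of C57BL/6J mice was measured on 6 Affymetrix mouse gene 2.0 st arrays, 3 for ATZ-treated and 3 for control samples. The treated males drank water with 100 mg/l of ATZ, close to 25 mg/kg of body weight per day, for 3 weeks and then had 2 weeks without ATZ, and their testes were taken at 10 weeks of age. A whole testis holds germ cells of every stage beside Sertoli, Leydig, peritubular and vascular cells, so each value is a mean over all of them. The authors summarized the arrays by robust multi-array average (RMA) in the Affymetrix Expression Console, which corrects the background, brings the probe intensities of all arrays to 1 distribution and gives 1 log2 value per probe set. The versions of both are not given. The values cover 41345 probe sets at 2 decimals. The median log2 value was 6.62, 6.63 and 6.69 on the ATZ arrays and 6.61, 6.6 and 6.64 on the control arrays. The annotation of the arrays gives 1 gene symbol to 23521 probe sets, several to 1814 and none to 16010. Of those without a symbol, 5333 carry the lowest identifiers of the array, below the first probe set with a symbol, and are called the unnamed block here. The unnamed block had a median log2 value of 5.0 and a median SD within a group of 0.387, while probe sets with 1 symbol had 7.36 and 0.134.
From these values, ATZ-treated and control samples were compared with the moderated test of limma, two-sided, and p-values were adjusted by Benjamini-Hochberg over all probe sets. Fold change is the ratio given by the difference of the group means of log2 values, and log2 changes are ATZ minus control. A gene is said to have risen or fallen only at an adjusted p under 0.05. For other genes the values are given, and whether they meet the criterion of the paper, a fold change of 1.5 or more with an unadjusted p under 0.05. Gene lists written before the data were examined were tested with camera of limma at a preset correlation of 0.01, with 1 probe set per gene, and again with a correlation estimated from the arrays. Some lists hold genes that the paper chose on these arrays, such as Star, Nd6, Tbx18, Lilrb4 and Ccl28. Those lists are not independent of that choice, and their tests were not repeated without these genes. Nothing in the labels says whether the 3 samples of a group are separate animals or pools, so the p-values measure only the spread between these samples. The smallest two-sided p that an exact permutation test can give for 3 arrays against 3 is 0.10. The number of arrays limits the precision of every value.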

Using a fold-change cutoff value of 1.5 and a *p-*value cutoff of <0.05, we identified 51 genes that were differentially expressed between ATZ-treated and control mice (Additional file 1: Figure S5). 

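Several genes of the Speer family, which encodes glutamate-rich proteins of the testis, were among those with the highest values in ATZ-treated relative to control samples. Among genes with a mean above the median of all probe sets, an unadjusted p under 0.05 and no overlap between the groups, the highest log2 change was 1.05 (standard error 0.08), for the probe set that the paper names Speer7-ps1 and the annotation Speer4cos. It measured 8.64 ± 0.05 (SD, n = 3) in ATZ-treated and 7.59 ± 0.045 (SD, n = 3) in control samples. Outside this family, the highest of these genes were Trim45, a ubiquitin ligase of the tripartite motif family, at 0.87 (standard error 0.13), Klk1b22, a kallikrein-related peptidase, at 0.82 (standard error 0.16), and the chemokine Ccl28 at 0.60 (standard error 0.14). Nps, the precursor of neuropeptide S, which is not among the differentially expressed genes that Table 2 lists, had a log2 change of 0.59 (standard error 0.16). At the low end of them stood Cstdc2, a gene of the cystatin family that the paper names 9230104L09Rik, at -0.88 (standard error 0.22), Mid1, a ubiquitin ligase that binds microtubules, at -0.79 (standard error 0.19), and Gm16677 at -0.75 (standard error 0.11). The receptor tyrosine kinase Erbb4 had -0.44 (standard error 0.12), Mtss2 -0.42 (standard error 0.15), 4931408D14Rik -0.49 (standard error 0.09), Gm17660 -0.46 (standard error 0.12) and 1700020N15Rik -0.63 (standard error 0.16).
Over all probe sets, 416 met the criterion of the paper, 232 higher and 184 lower in ATZ-treated samples. Of these, 268 lie in the unnamed block, 47 have 1 gene symbol, 12 have several and 89 have none outside the block. In the whole unnamed block, 412 probe sets have the same 6 values as another probe set. Counts of its probe sets can therefore hold 1 measurement more than once. No probe set had an adjusted p under 0.05 with limma, the smallest being 0.273 for Speer4cos, while 1652 had an unadjusted p under 0.05, where chance alone gives 2067.2. Tests of each probe set on its own also gave 0 at an adjusted p under 0.05, and limma with a variance trend and robust settings gave 2. Among 14252 genes with a mean above the median, 129 had an unadjusted p under 0.05, where chance gives 712.6, and 121 of them had no overlap between the groups, 55 higher and 66 lower. Without regard to p, 813 of these genes, or 5.7%, had no overlap, where chance gives 10%. Of the 46 probe sets in Table 2, which were chosen on these same arrays and are no independent evidence, all had the direction that the paper gives and 43 met the criterion.
The count of 416 was 50 among probe sets with a mean above the median of all probe sets, 51 among those with 1 gene symbol and 193 with a test of each probe set on its own. It was 656 without ATZ replicate 1, 699 without ATZ replicate 2 and 663 without control replicate 3, and 28 probe sets of Table 2 met the criterion without control replicate 2.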

The cellular heterogeneity of seminiferous tubules limits the sensitivity of this approach, as patterns of gene expression may vary by cell type. We confirmed differential expression by qPCR (Fig. 5a). 

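Tbx18, a T-box transcription factor, measured 6.95 ± 0.08 (SD, n = 3) in ATZ-treated and 7.58 ± 0.07 (SD, n = 3) in control samples. This is a log2 change of -0.62 (standard error 0.09, adjusted p = 0.878 from limma), and Tbx18 met the criterion of fold change and unadjusted p without each array in turn. Tbx18 is also a marker of peritubular cells, the contractile cells around the tubules. The paper chose Tbx18 on these arrays, so a list that holds it is not independent of that choice. Of 14 measured genes of peritubular myoid and smooth muscle cells, 11 had lower and 3 higher values in ATZ-treated samples, with a median log2 change of -0.07. Synpo2 and Pdgfrb, which are members of this list, both had a log2 change of -0.21 (standard errors 0.13 and 0.17). Tbx18 was lower with p-values adjusted over the list alone, and no member passed over all probe sets with limma, at 1 unadjusted p under 0.05. For this list the test gave an adjusted p of 0.0458 and an adjusted p = 0.727 with an estimated correlation, and without single arrays it ranged from 0.00185 to 0.862. The call was also lost with a replicate block (0.0511), a test of each probe set on its own, array weights, quantile normalization, centred arrays, a mean above the median of all probe sets and the probe set with the largest spread.
Fryl, a member of the furry family, is covered by a pair of probe sets. The one that the paper lists, 17448749, has no gene symbol in the annotation and measured 7.93 ± 0.32 (SD, n = 3) in ATZ-treated and 8.81 ± 0.35 (SD, n = 3) in control samples, a log2 change of -0.87 (standard error 0.23, adjusted p = 0.998 from limma). The probe set annotated as Fryl had a log2 change of -0.09 (standard error 0.10). Rrn3, an initiation factor of RNA polymerase I, had a log2 change of 0.64 (standard error 0.26) at the listed probe set, which also has no symbol, and -0.02 (standard error 0.11) at the annotated one. Its listed probe set measured 7.39 ± 0.51 (SD, n = 3) and 6.75 ± 0.21 (SD, n = 3), and the groups overlapped. The fold change of Rrn3 was 1.56, and 1.3 without ATZ replicate 2 and 1.46 without control replicate 3, which is under the criterion. It also missed the criterion without ATZ replicate 3 or control replicate 2, with a replicate block, with array weights, with arrays centred on their medians and with a test of each probe set on its own.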

Some differentially expressed genes (*Tbx18, Fry1, Rrn3*) were transcription factors, and their roles in spermatogenesis have not yet been elucidated. The expression of oxidative phosphorylation-related genes was increased (*Nd6, Cox18, Dhrs1*). These genes might be activated due to oxidative stress. 

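Nd6, a subunit of complex I encoded by mitochondrial DNA, measured 9.53 ± 0.89 (SD, n = 3) in ATZ-treated and 8.52 ± 0.23 (SD, n = 3) in control samples. Its log2 change was 1.01 (standard error 0.42, adjusted p = 0.998 from limma), with an unadjusted p of 0.051. ATZ replicate 2 stood at 10.51 and the other ATZ arrays at 8.79 and 9.28, and the fold change of 2.01 became 1.43 without ATZ replicate 2. Cox18, which helps to insert a subunit of cytochrome c oxidase into the inner membrane, had a log2 change of 0.77 (standard error 0.255) at the probe set listed in the paper, in the unnamed block, and -0.04 (standard error 0.10) at its annotated probe set. Dhrs1, a short-chain dehydrogenase, had 0.86 (standard error 0.23) at the listed probe set of the unnamed block and 0.07 (standard error 0.08) at the annotated one, which measured 12.81 ± 0.04 (SD, n = 3) in ATZ-treated samples. Dhrs1 met the criterion without each array in turn, and Cox18 missed it without ATZ replicate 2, ATZ replicate 3, control replicate 1 or control replicate 3 and with a test of each probe set on its own.
Of 10 measured genes that mitochondrial DNA encodes for the respiratory chain, 3 had higher and 7 lower values in ATZ-treated samples. ND4L had a log2 change of -0.14 (standard error 0.09), and ND5 and COX3 both had -0.07 (standard error 0.09). The median of this list was -0.03 and its mean 0.06, of opposite sign, and the list test, in the lower direction, gave an adjusted p of 0.542. Of 76 nuclear genes of the respiratory chain, 47 were above 0 and 29 below, with a median of 0.02 and an adjusted p of 0.436 in the higher direction. Atp5j2 had 0.26 (standard error 0.10) and Ndufa1 -0.26 (standard error 0.13). Of 33 genes of antioxidant defence, 13 were above 0 and 20 below, with a median of -0.03 and an adjusted p of 0.357 in the lower direction. Gpx1, a glutathione peroxidase, had -0.27 (standard error 0.17), and the quinone reductase Nqo1 -0.20 (standard error 0.16). No gene of these 3 lists passed over all probe sets or adjusted over the list alone with limma, and only Atp5j2 had an unadjusted p under 0.05. The nuclear list passed without ATZ replicate 3 (adjusted p = 0.0217, higher) and the antioxidant list without control replicate 3 (adjusted p = 0.0327, lower). The paper proposes oxidative stress as a possible cause of the activation of the 3 genes it names.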

Oxidative stress is the result of increased production of oxidizing species [11] caused by the metabolism of ATZ [80]. We confirmed that oxidative phosphorylation gene expression was associated with increased ROS by measuring hydrogen peroxide in the serum (Fig. 5b).

**Fig. 5:**
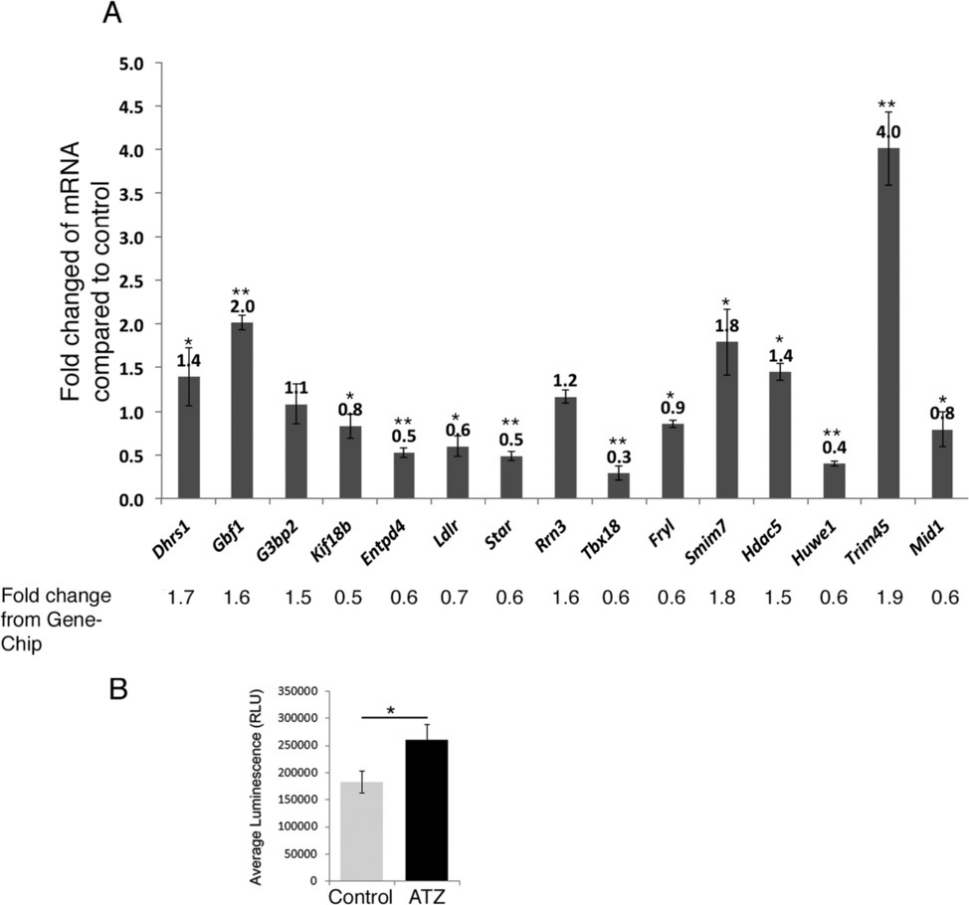
Atrazine affects mRNA transcription and increases production of hydrogen peroxide. **a** qPCR analysis of RNA samples was performed in three independent experiments. qPCR primer sequences for each gene are shown in the Materials and Methods. The data are presented as fold change in treated samples compared to the controls, *p < 0.05, **p < 0.01. **b** Hydrogen peroxide levels increase in the serum of treated animals. The measurement of hydrogen peroxide in the serum of at least three independent experiments is shown. The data are presented as average luminescence values, *p < 0.05

The transport of cholesterol across the mitochondrial membrane is a key rate-limiting step in the regulation of steroid-hormone biosynthesis [70, 71, 84]. 

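Star, the protein that moves cholesterol to the inner mitochondrial membrane, measured 10.42 ± 0.11 (SD, n = 3) in ATZ-treated and 11.06 ± 0.42 (SD, n = 3) in control samples. The log2 change was -0.64 (standard error 0.21, adjusted p = 0.998 from limma). Each ATZ array was below each control array, with control replicate 3 at 10.57 and the other controls at 11.3 and 11.31. Of 16 measured genes of Leydig cell steroidogenesis, 15 had lower values in ATZ-treated samples, with a median log2 change of -0.09. Hsd17b7, which also acts in cholesterol synthesis, had -0.31 (standard error 0.21), and Hsd3b1, which converts pregnenolone to progesterone, -0.28 (standard error 0.195). Hsd11b1, a marker of mature Leydig cells, was the 1 gene above 0, at 0.18 (standard error 0.09). None of the 16 passed over all probe sets or adjusted over the list alone with limma, and Star alone had an unadjusted p under 0.05. The list test gave an adjusted p of 0.0164 in the lower direction and an adjusted p = 0.727 with an estimated correlation. Star is in this list and was chosen by the paper on these arrays.
Markers of other cell types had lower values in the same samples. Over all genes, the median change was -0.03, -0.043 and -0.03 at mean log2 values of 7 to 8, 8 to 9 and 9 to 10. It was 0.057 at 5 to 6, and the list tests do not allow for this trend with brightness. Of 27 genes of Sertoli cells, 23 were below 0, with a median of -0.07, an adjusted p of 0.0142 and an adjusted p = 0.783 with an estimated correlation. Gata4 had -0.20 (standard error 0.105) and the FSH receptor Fshr -0.21 (standard error 0.16). Of 29 genes of spermatogonia, 21 were below 0, with a median of -0.10, an adjusted p of 0.0164 and an adjusted p = 0.727 with an estimated correlation. Crabp1 had -0.26 (standard error 0.16) and Etv5 -0.20 (standard error 0.14). No marker of either list passed with limma over all probe sets or adjusted over the list alone, and none had an unadjusted p under 0.05. By staining, the paper found no significant change in the numbers of Sertoli cells and undifferentiated spermatogonia.
Of 23 measured genes of cholesterol synthesis and uptake, 20 had lower and 3 higher values in ATZ-treated samples, with a median log2 change of -0.15. Lss, which closes the sterol ring, had -0.40 (standard error 0.18), Dhcr7, which makes cholesterol in the last step of its synthesis, -0.32 (standard error 0.18), the sterol sensor Insig1 -0.24 (standard error 0.15) and Sc5d -0.20 (standard error 0.13). None of the 23 passed over all probe sets or adjusted over the list alone with limma, and 0 had an unadjusted p under 0.05. The list test gave an adjusted p of 0.000597 and an adjusted p = 0.727 with an estimated correlation. Without single arrays that adjusted p ranged from 6.38e-08 to 0.0971, and the call was lost without control replicate 2.
The fold change of Star was 0.643 and missed the criterion without ATZ replicate 3 at 0.671, without control replicate 1 at 0.699 and without control replicate 2 at 0.701, and with a test of each probe set on its own. Without single arrays the adjusted p of the Leydig list ranged from 4.58e-05 to 0.712, that of the Sertoli list from 0.00024 to 0.758 and that of spermatogonia from 0.00439 to 0.671, each highest without control replicate 2, where the Sertoli test turned to the higher direction. With all arrays kept, the call of the Leydig list was lost with array weights (0.076) and with a test of each probe set on its own (0.0541). The calls of the Sertoli list and of spermatogonia were lost with array weights (0.143 and 0.136) and with a mean above the median of all probe sets (0.0894 and 0.062), and that of spermatogonia also with the probe set with the largest spread (0.129).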

We found decreased levels of mRNAs encoding *Star,* a major protein responsible for cholesterol transport. The level of *Ldlr* (low-density lipoprotein receptor) also decreased, which affects cholesterol metabolism [35]. Other target genes included small GTPase regulatory proteins, such as *G3bp2*, *Nmt1*, *Sar1a* (Ras GTPase signaling), *Xpo7* (Ran GTPase, RNA export), *Gbf1,* and *Arfgef1* (Arf GTPase protein trafficking). 

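Each of the 6 genes has a probe set that the paper lists for it and at least 1 further probe set annotated with the gene symbol. At the listed probe sets, the log2 change was 0.64 (standard error 0.21) for G3bp2, 0.66 (standard error 0.18) for Nmt1, which attaches myristate to proteins, and 0.64 (standard error 0.19) for Sar1a, which starts the COPII coat. It was 0.65 (standard error 0.14) for the nuclear exporter Xpo7, 0.76 (standard error 0.27) for Gbf1 and 0.68 (standard error 0.105) for Arfgef1, both exchange factors of Arf proteins. The listed probe sets of Nmt1, Sar1a, Xpo7, Gbf1 and Arfgef1 lie in the unnamed block, and that of G3bp2 has no symbol either. The genes that the paper assigns to them could therefore not be checked. At the brightest annotated probe set, the log2 change was -0.11 (standard error 0.12) for G3bp2, 0.03 (standard error 0.075) for Nmt1, -0.11 (standard error 0.09) for Sar1a, -0.14 (standard error 0.13) for Xpo7, -0.08 (standard error 0.08) for Gbf1 and -0.03 (standard error 0.08) for Arfgef1. The adjusted p from limma was 0.903 for the listed probe set of Arfgef1 and 0.998 for the other 11 values. Arfgef1 met the criterion without each array in turn, and each of the other 5 missed it without 2 of the arrays, always among ATZ replicate 3 and the controls. With array weights G3bp2, Sar1a and Gbf1 missed it too, and with a test of each probe set on its own G3bp2 and Gbf1. The paper also gives qPCR primers for G3bp2 and Gbf1, and its qPCR values were not analysed here.
Of 78 measured regulators of Arf, Sar, Ran and Ras GTPases, 52 had lower and 26 higher values in ATZ-treated samples, with a median log2 change of -0.05. Over all genes, the median was -0.043 at a mean log2 value of 8 to 9 and -0.013 at 10 to 11. G3bp1, the paralog of G3bp2, had -0.21 (standard error 0.12), Rapgef1 and Iqsec2 both -0.14 (standard errors 0.08 and 0.085), and Rasgrf2 0.20 (standard error 0.10). None of the 78 passed over all probe sets or adjusted over the list alone with limma, and 0 had an unadjusted p under 0.05. As a group they had an adjusted p of 0.0138 in the lower direction and an adjusted p = 0.727 with an estimated correlation. Without single arrays that adjusted p ranged from 0.00286 to 0.341, and the call was lost without ATZ replicate 3 or control replicate 2. It was also lost with array weights (0.0557), quantile normalization (0.0767) and a mean above the median of all probe sets (0.0529).

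**Figure D1:**
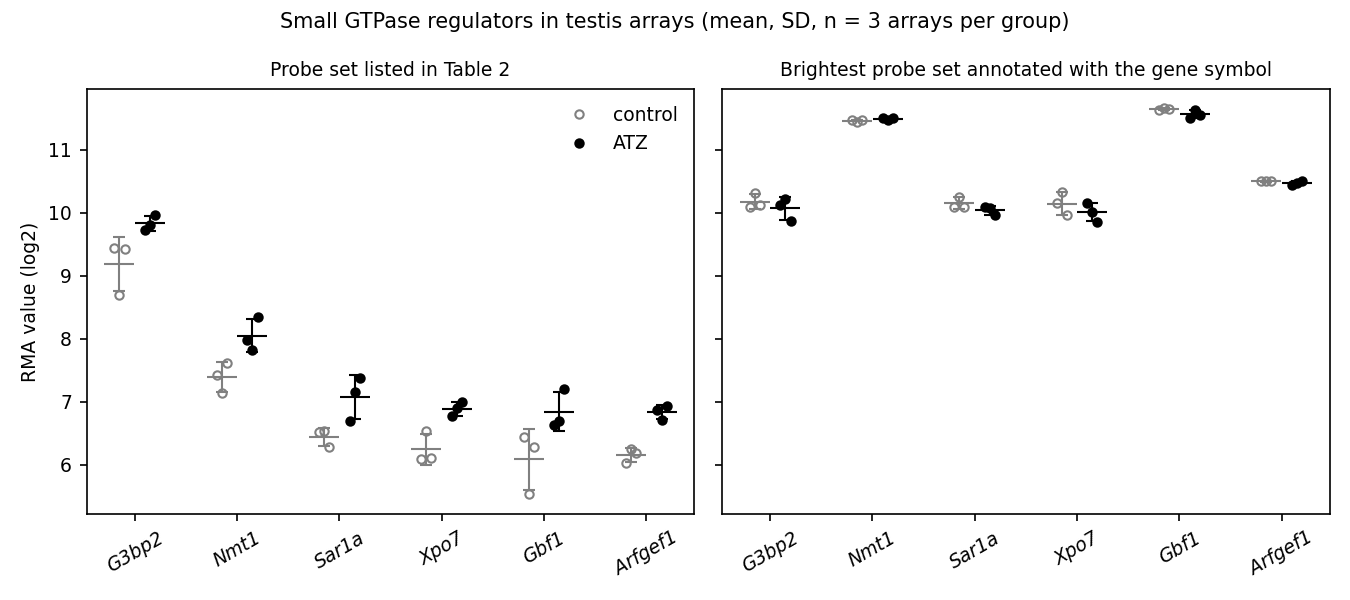
RMA values (log2) of 6 small GTPase regulators in 3 control (open) and 3 ATZ (filled) arrays, with the mean and SD, at the probe set listed in Table 2 (left) and at the brightest probe set annotated with the gene symbol (right). ATZ arrays lie above control arrays on the left, with log2 changes of 0.64 to 0.76, and the annotated probe sets on the right changed between -0.14 and 0.03. The probe sets on the left have no gene symbol in the annotation and are named by the paper.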

ARF1 GTPase is also required for the maintenance of mitochondrial functionality and dynamics [3].

We performed the analysis by using fold change cut-off value ≥2. 

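Entpd4, a nucleotide phosphatase of the Golgi and lysosomes, had the largest change of the genes the paper names. Its listed probe set measured 6.28 ± 0.155 (SD, n = 3) in ATZ-treated and 7.58 ± 0.09 (SD, n = 3) in control samples, a log2 change of -1.30 (standard error 0.11, adjusted p = 0.273 from limma). Speer7-ps1 had a fold change of 2.07. A probe set that the annotation assigns to Speer4e and Gm17019 and the paper to Gm17019 had a log2 change of 1.07 (standard error 0.195) and a fold change of 2.1. The probe set that the paper names Speer4e had 0.99 (standard error 0.12) and a fold change of 1.98, and Cstdc2 had a fold change of 0.542. A second probe set for Xpo7, in the unnamed block, had 1.10 (standard error 0.38), and its groups overlapped. Gm9758 had 0.80 (standard error 0.22) at a probe set that it shares with other genes.
The Speer family was the gene list with the smallest p at the preset correlation. Of 22 measured members, 15 had higher and 7 lower values in ATZ-treated samples, with a median log2 change of 0.15. Speer8-ps1 had 0.82 (standard error 0.24), Speer4d 0.73 (standard error 0.155), Speer4b 0.67 (standard error 0.21), Speer4c 0.58 (standard error 0.11) and Gm10354 0.49 (standard error 0.11). With p-values adjusted over the list alone 8 were higher and 0 lower, none passed over all probe sets with limma, and 9 had an unadjusted p under 0.05. The list test gave an adjusted p of 7.95e-08 and an adjusted p = 0.396 with an estimated correlation. Several members were chosen by the paper on these arrays, so the list is not independent evidence of its direction, and members share sequence. Of 32 genes of round spermatids, 19 were above 0 and 13 below, with a median of 0.01 and an adjusted p of 0.736.
Over all probe sets, 52 had a fold change of 2 or more with an unadjusted p under 0.05, 22 higher and 30 lower, and 40 of them lie in the unnamed block. Where only probe sets with a mean above the median of all probe sets were tested, the count was 4 and the adjusted p was 0.0219 for Speer4cos (Speer7-ps1) and 0.0303 for Entpd4. It was 3 among probe sets with 1 symbol, 24 with a test of each probe set on its own, 82 with array weights and 78 to 133 without single arrays.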

The short list includes 9 differentially expressed genes (*Entpd4, Kif18b, 9230104L09Rik, ND6, Acsm2, Speer7-ps1, Speer4e, Xpo7, Gm17019*) (Additional file 1: Table S1). These are genes, which play role in anti-oxidative stress response (*ND6*), xenobiotic metabolism (*Acsm2*), cell division (*Kif18b*), and cell death (*Entpd4*) pathways.

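Acsm2, a medium-chain acyl-CoA synthetase, measured 8.84 ± 0.74 (SD, n = 3) in ATZ-treated and 7.88 ± 0.23 (SD, n = 3) in control samples at the probe set listed in the paper, which has no symbol. The log2 change was 0.96 (standard error 0.36, adjusted p = 0.998 from limma), while the probe set annotated as Acsm2 had 0.17 (standard error 0.13) at a mean of 5.53 in ATZ-treated samples. Kif18b, a kinesin of the mitotic spindle, measured 6.68 ± 0.37 (SD, n = 3) and 6.03 ± 0.13 (SD, n = 3) at its listed probe set in the unnamed block, a log2 change of 0.65 (standard error 0.19). Its annotated probe set had -0.02 (standard error 0.11) at a mean of 10.9 in ATZ-treated samples. Kif18b belongs to the list of pachytene and diplotene spermatocytes, of which 16 of 34 genes were above 0 and 18 below, with a median of -0.01, a mean of 0 and an adjusted p of 0.941 in the lower direction. No probe set has Entpd4 as its 1 symbol. The 4 probe sets that the annotation gives to both Entpd4 and its paralog Entpd4b, looked up after one of their values was seen, had log2 changes of -0.54 (standard error 0.08), -0.58 (standard error 0.08), -0.74 (standard error 0.10) and -0.84 (standard error 0.10). They had adjusted p-values from 0.809 to 0.903 from limma, and the last 2 met the criterion.
Of 39 measured genes of apoptosis and p53 targets, 15 had higher and 24 lower values in ATZ-treated samples, with a median log2 change of -0.03. The death-promoting Bcl2l11 (Bim) had -0.26 (standard error 0.09) and the protective Bcl2 -0.28 (standard error 0.13). The p53 target Bbc3 (Puma) had 0.20 (standard error 0.10) and the death ligand Fasl 0.25 (standard error 0.16). Tested as a group, they had an adjusted p of 0.297 in the lower direction. None of the 39 passed over all probe sets or adjusted over the list alone with limma, and only Bcl2l11 had an unadjusted p under 0.05. Without ATZ replicate 2 the fold change of Acsm2 was 1.46, under the criterion, and that of Kif18b 1.38. Acsm2 also missed the criterion without each control replicate in turn, with a replicate block and with a test of each probe set on its own.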

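Among 62 measured genes of xenobiotic metabolism, 29 had higher and 33 lower values in ATZ-treated samples, with a median log2 change of -0.015. Cyp3a13, a cytochrome P450 of drug oxidation, measured 4.69 ± 0.05 (SD, n = 3) in ATZ-treated and 4.29 ± 0.055 (SD, n = 3) in control samples, a log2 change of 0.39 (standard error 0.08, adjusted p = 0.998 from limma). The flavin monooxygenase Fmo1 had -0.21 (standard error 0.095), the glutathione transferase Gsta3 -0.30 (standard error 0.14) and the acyl-CoA synthetase Acsm5 -0.19 (standard error 0.10). Cyp3a13 alone had an unadjusted p under 0.05, and no gene passed with limma over all probe sets or adjusted over the list alone. The list test gave an adjusted p of 0.421 in the lower direction. Of 29 lists tested, 14 passed at an adjusted p under 0.05 with the preset correlation and 0 with an estimated correlation, where the smallest adjusted p was 0.273. The fry test, which asks whether the genes of a list move together without comparing them with other genes, gave 1 call.

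**Figure D2:**
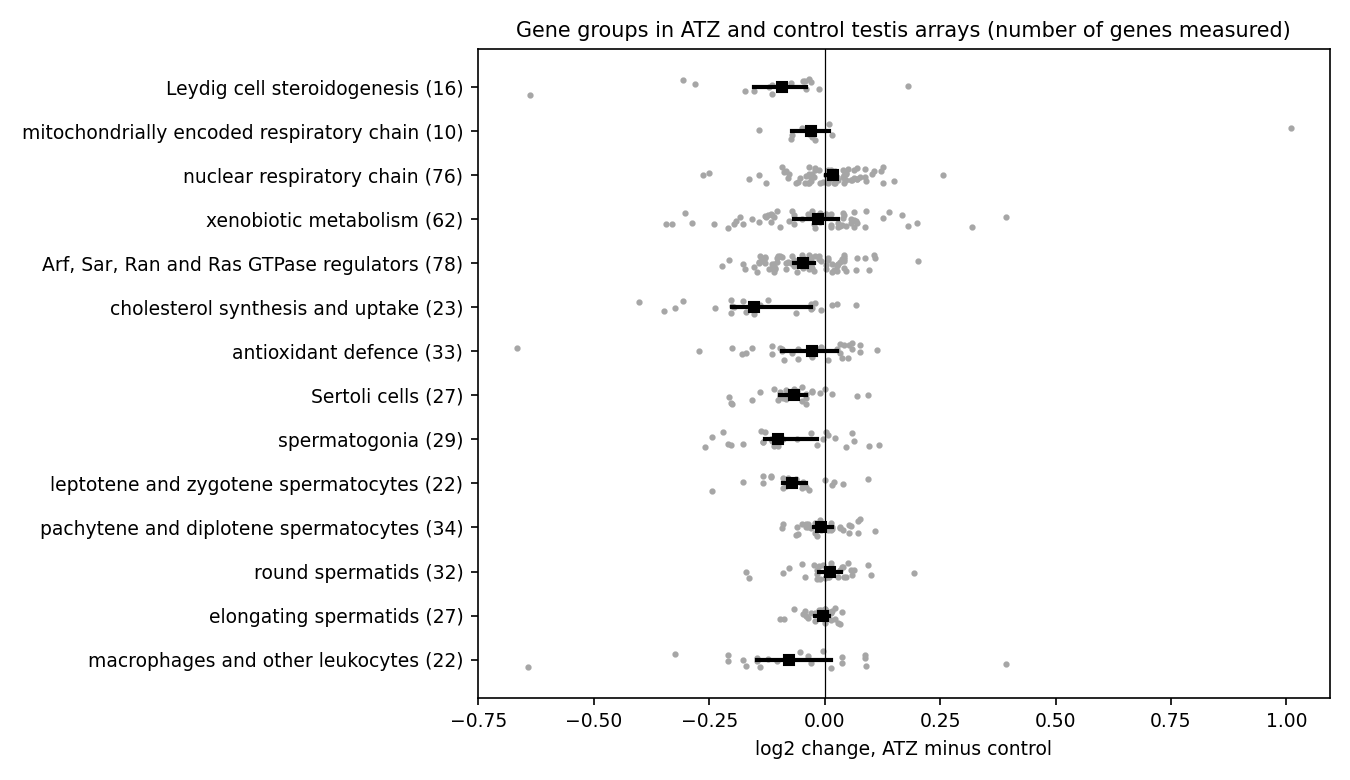
Log2 changes (ATZ minus control, 3 arrays each) of the genes of 14 lists. Each grey point is a gene, and black squares with bars are the median with its 95% bootstrap interval. The medians lie between -0.15 for cholesterol synthesis and uptake and 0.02 for the nuclear respiratory chain.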

Gene-ChiP analysis revealed that ATZ treatment affects many cellular processes, including steroid-hormone metabolism, oxidative phosphorylation and xenobiotic metabolism.

### Genome-wide sequencing reveals global changes in H3K4me3 marks following ATZ treatment

H3K4me3 is a pivotal mark of active chromatin because it acts as a platform for the binding of multiple histone acetyltransferases, histone demethylases and nucleosome-remodeling complexes [44, 100]. As H3K4me3 marks are essential for meiosis, we asked whether treatment with ATZ affects these marks. To this end, we analyzed the genome-wide distribution of H3K4me3 marks in testis tissue. We found that 823 peaks were changed (Fig. 6a and Additional file 1: Files S1 and S2); of these, 799 peaks were increased in ATZ-treated mice, and only 24 were reduced. We confirmed the randomly chosen differential peaks by ChIP-QPCR (Additional file 1: Figure S6) (see Materials and Methods for details).

**Fig. 6:**
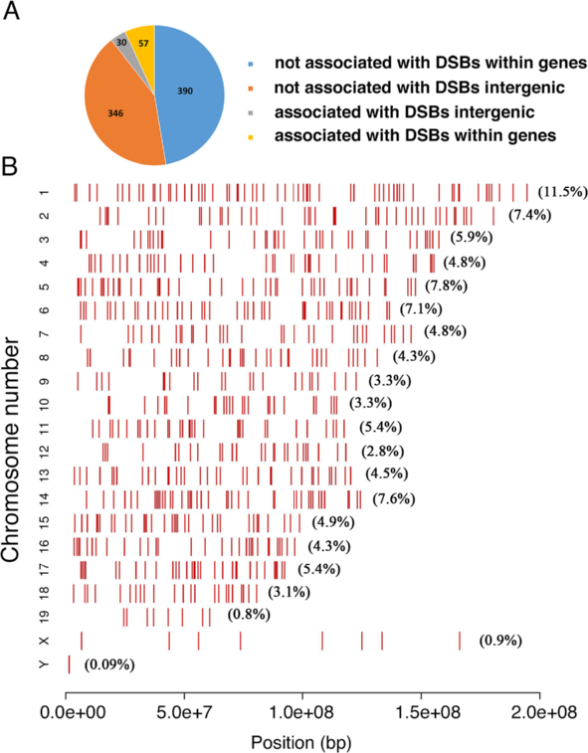
Atrazine globally affects the distributions of H3K4me3 peaks. **a** The distribution of differential H3K4me3 peaks within genic and intergenic regions. The differential peaks were identified as described in the Material and Methods section; the genic regions are sequences located within genes (sequence within gene +/− 1 kb), while the intergenic regions are places that do not overlap the genic regions. The majority of differential peaks are located in the genic regions. **b** The genome-wide distribution of differential H3K4me3 peaks in treated samples: the X-axis shows the chromosome coordinates; the Y-axis shows the chromosome number, and the red bars show the positions of the differential peaks on the chromosomes. The number of peaks per chromosome correlates with chromosome length; the longest, chromosome 1, has the greatest number of differential peaks (numbers in brackets indicate the percent of differential peaks located within a chromosome)

Among the differential H3K4me3 marks, 447 were located within coding genes (within gene +/−1 kb); this comprised only 54 % of total altered peaks, almost half of which were located in intergenic regions (Fig. 6a). 25.3 % of differential peaks are located within TSSs. Large numbers of peaks were located far from transcription start sites, suggesting that distally located elements, such as enhancers and ncRNA, are affected and may contribute to gene regulation. We compared the differential peaks to known ncRNA maps and found 180 peaks overlapping ncRNA (Additional file 1: File S3). The functions of most ncRNAs have yet to be elucidated.

Because endocrine function is affected in ATZ-treated animals, we asked whether H3K4me3 peaks changed in the vicinity of steroidogenesis genes or genes regulating steroid-hormone function. Both increased and decreased numbers of H3K4me3 sites were found in different parts of the *Ncoa2* gene (responsible for steroid-dependent gene activation): H3K4me3 marks were reduced at exon 2 and increased near the TSS region in treated animals (Fig. 7a); expression of the latter gene was downregulated. We found increased H3K4me3 marks in *Cyp19a1*, also known as aromatase (Fig. 7b). The number of H3K4m3 marks was also decreased within the *Star* gene (Fig. 7c), a finding in agreement with the microarray data (Additional file 1: Figure S5). Because STAR activity is essential for steroid-hormone biosynthesis, decreased H3K4me3 marks and *Star* transcription suggest that the function of STAR in steroid-hormone metabolism is modified in ATZ-treated animals.

**Fig. 7:**
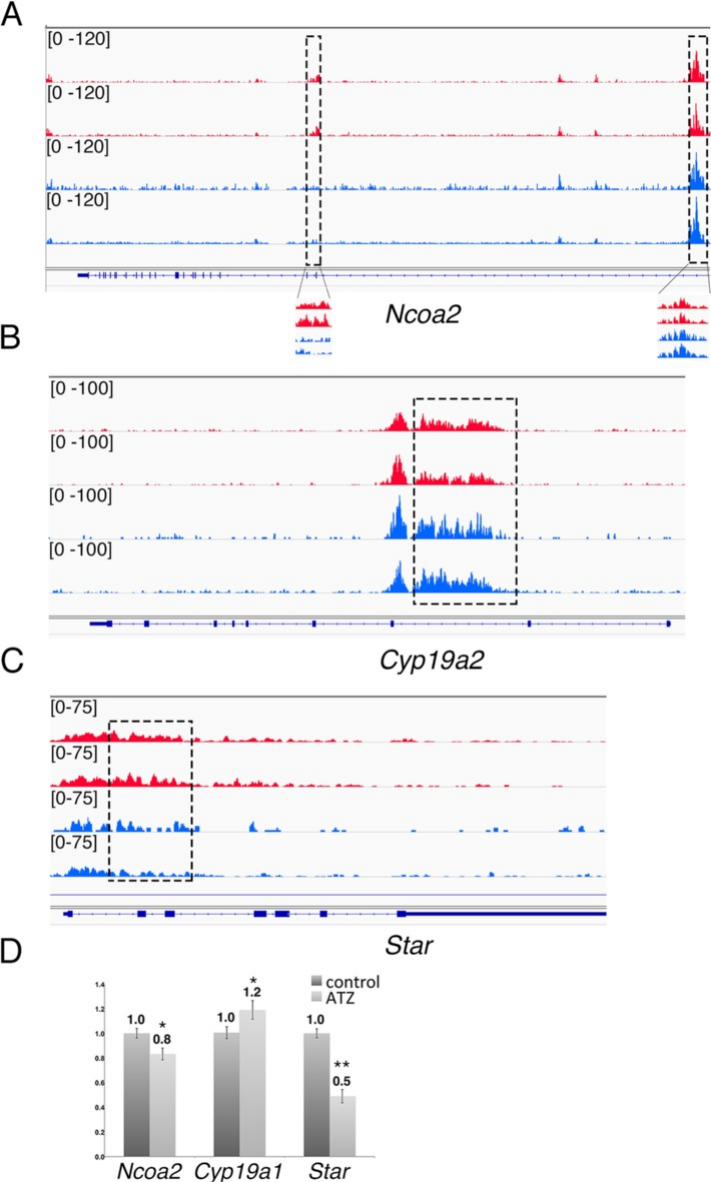
ATZ affects the number of H3K4me3 marks and mRNA levels of genes involved in androgen signaling and testosterone metabolism. **a** The differential H3K4me3 peaks in the *Ncoa2* gene (there are two regions with changes in H3K4me3 marks outlined in boxes), **b** *Cyp19a1* gene and **c** *Star* gene. The Y-axis presents the plotted values of tags at each position after normalizing to all reads in the same dataset (intensity range shown on the left side of the plot); the X-axis shows the schema of the gene; rectangles are exons, and lines are introns. Note that the differential regions are located within genes. The H3K4me3 profiles from control biological replicates are shown in red, and those from ATZ-treated mice are in blue. For illustration, the “Integrative Genomic Viewer” (IGV) software version 2.3.36 was used. **d** qPCR analysis of the *Ncoa2*, *Cyp19a1*, and *Star* genes. qPCR analysis of RNA samples was performed in three independent experiments. Primer sequences for each gene are shown in the Materials and Methods section. The data are presented as fold change in treated samples compared to controls, *p < 0.05, **p < 0.01

Subsequently, we asked whether differential H3K4me3 regions were located near genes that share common biological functions. We chose the subset of differential peaks within +/−1 kb genes and performed functional annotation using DAVID software (details and parameters of analysis in Material and Methods section). We identified seven significantly enriched Gene Ontology (GO) clusters (Table 1).

**Table 1:** The Gene Ontology (GO) clusters identified by DAVID

Cluster 1	Enrichment Score: 3.18	Count	*P*_Value
GO:0030695	GTPase regulator activity	16	1.10E-04
GO:0060589	nucleoside-triphosphatase regulator activity	16	1.30E-04
GO:0051056	regulation of small GTPase mediated signal transduction	12	1.90E-04
GO:0005085	guanyl-nucleotide exchange factor activity	9	8.40E-04
GO:0046578	regulation of Ras protein signal transduction	9	2.50E-03
GO:0005096	GTPase activator activity	8	1.50E-02
Cluster 2	Enrichment Score: 2.23	Count	*P*_Value
GO:0008104	protein localization	21	1.80E-03
GO:0015031	protein transport	17	1.00E-02
GO:0045184	establishment of protein localization	17	1.10E-02
Cluster 3	Enrichment Score: 2.02	Count	*P*_Value
GO:0005856	cytoskeleton	28	3.70E-03
GO:0043232	intracellular non-membrane-bounded organelle	39	1.50E-02
GO:0043228	non-membrane-bounded organelle	39	1.50E-02
Cluster 4	Enrichment Score: 1.81	Count	*P*_Value
GO:0045185	maintenance of protein location	4	5.50E-03
GO:0051235	maintenance of location	4	8.80E-03
GO:0032507	maintenance of protein location in cell	3	3.00E-02
GO:0051651	maintenance of location in cell	3	4.10E-02
Cluster 5	Enrichment Score: 1.71	Count	*P*_Value
GO:0015629	actin cytoskeleton	9	8.20E-03
GO:0030054	cell junction	14	1.50E-02
GO:0005912	adherens junction	6	1.70E-02
GO:0070161	anchoring junction	6	2.90E-02
GO:0016323	basolateral plasma membrane	6	4.80E-02
Cluster 6	Enrichment Score: 1.62	Count	*P*_Value
GO:0043167	ion binding	67	2.10E-02
GO:0043169	cation binding	66	2.40E-02
GO:0046872	metal ion binding	65	2.80E-02
Cluster 7	Enrichment Score: 1.52	Count	*P*_Value
GO:0006508	proteolysis	24	7.50E-03
GO:0019941	modification-dependent protein catabolic process	13	3.30E-02
GO:0043632	modification-dependent macromolecule catabolic process	13	3.30E-02
GO:0009057	macromolecule catabolic process	15	4.50E-02
GO:0051603	proteolysis involved in cellular protein catabolic process	13	4.50E-02
GO:0044257	cellular protein catabolic process	13	4.70E-02

The most significant GO cluster contained GTPase regulatory activity genes. Most of these genes are related to small Ras GTPase and Arf GTPase signal transduction regulators. Arf1 is required for vesicle transport [64] and mitochondrial homoeostasis [3]. Other enriched clusters include protein transport, maintenance of protein localization, cell junctions, and metal-ion binding (Table 1, clusters 1–6). Enriched cluster 7 contains genes regulating apoptosis and the DNA-damage response. We performed functional annotation of genes located upstream and downstream of ncRNA (Additional file 1: Table S3). We found that differential peaks overlapping ncRNA were surrounded by genes encoding proteins involved in adherens junctions and phagocytosis. Sertoli cells are responsible for the phagocytic elimination of apoptotic spermatogenic cells during normal and pathological conditions [58] suggesting that ATZ may increase the function of phagocytosis.

By using fold change cut-off value ≥2 we found that 45 genomic loci have differential H3K4me3 marks (Additional file 1: Table S2). 7 peaks are located within TSS of some genes (*Speer4d, Dynlt1b, Trim45, Plcb4, Loxl2, Ank3*), 38 peaks are far from TSS of any genes, suggesting the marks at distally located promoters, enhancers and non-coding RNAs are deregulated. The differential peaks are located within genomic regions nearby genes of spermatogenesis function (*Speer* family*, Synb, Ncoa2, Pabpc1, Ropn1, Dhh*); cell adhesion and motility (*Ank3, Pcdhb3, Dynlt1b, Syt17, Stxbp6*); transcription regulation and signaling (*Trim45, Vgll3, Hhat, Plcb4, Nps, Hgf*); oxidoreductase *(Loxl2, Cyp4f18)*, cell cycle and cell death (*Nedd1, Sgol2b, Entpd4*). The analysis confirms that ATZ damage spermatogenesis function most likely due to metabolism of ATZ.

Our data show that ATZ changes the number of H3K4me3 marks in genes with a wide range of important cellular functions.

### Comparison of ChIP-Seq and Gene-Chip data reveal common genes related to GTPase regulation, mitochondrial function and steroid-hormone levels

ChIP-seq and Gene-Chip have different sensitivities. The ChIP-Seq method is very sensitive; it involves integrating a large number of short sequencing reads. Compared to RNA sequencing, the Gene-ChiP assay is less sensitive in detecting genes with very low expression and is less accurate in detecting highly expressed genes [107]. To compare the two datasets, we calculated the averaged signal values of ChIP-Seq peaks at the TSS of differentially expressed genes. 

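Array changes could be set beside a ChIP-seq fold of the paper for 40 of the 46 probe sets. The 6 without one are those of Nd6, 9230104L09Rik, Klk1b22, Ccl28, Lilrb4 and Gm5859. Klk1b22 measured 10.42 ± 0.31 (SD, n = 3) in ATZ-treated and 9.60 ± 0.05 (SD, n = 3) in control samples, and Ccl28 9.11 ± 0.17 (SD, n = 3) and 8.51 ± 0.19 (SD, n = 3). Lilrb4, an inhibitory receptor of myeloid cells that the annotation names Lilrb4a, had a log2 change of -0.64 (standard error 0.13, adjusted p = 0.998 from limma). Gm5859 had -0.83 (standard error 0.14) at a probe set without a symbol. Of 22 measured genes of macrophages and other leukocytes, 15 had lower and 7 higher values in ATZ-treated samples, with a median of -0.08. The chemokine Ccl8 had -0.32 (standard error 0.16) and the lysozyme Lyz1 0.39 (standard error 0.17). Lilrb4a was lower with p-values adjusted over the list alone, and no member passed over all probe sets with limma, at 1 unadjusted p under 0.05. The adjusted p of this list was 0.0524 in the lower direction and ranged without single arrays from 4.58e-05, without control replicate 3, to 0.862, without control replicate 2, where the test turned to the higher direction. With a replicate block the list passed, at an adjusted p of 0.0175 in the lower direction.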

We found that 31 genes were present (Table 2) in both datasets, while six differential genes identified by Gene-Chip had no H3K4me3 peaks either because they were encoded by mitochondrial DNA or because no peaks were identified near the TSS. All differentially expressed GTPase-regulating genes had altered H3K4me3 marks, suggesting that the transcription of genes was mediated via epigenetic modifications of histones. However, 13 differential genes had no changes in H3K4me3 marks at their TSS; the expression of mRNA from these genes could be modulated by other mechanisms, such as distally located enhancers, epigenetic mechanisms and ncRNA. Thus, atrazine induces epigenetic modifications at the TSS of the majority of differentially expressed genes.

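The ChIP-seq fold that the paper gives is 1.2 for G3bp2, Gbf1 and Arfgef1, 1.1 for Nmt1 and Sar1a and 1.4 for Xpo7, each in the direction of the array change at the probe set listed in Table 2. On the arrays, the listed probe set of Arfgef1 measured 6.84 ± 0.11 (SD, n = 3) in ATZ-treated and 6.16 ± 0.11 (SD, n = 3) in control samples, that of Xpo7 6.89 ± 0.11 (SD, n = 3) and 6.25 ± 0.245 (SD, n = 3), and that of Nmt1 8.05 ± 0.265 (SD, n = 3) and 7.39 ± 0.24 (SD, n = 3). The annotated probe set of Arfgef1 measured 10.48 ± 0.035 (SD, n = 3) in ATZ-treated and 10.50 ± 0.006 (SD, n = 3) in control samples. The samples behind the ChIP-seq folds were not analysed here, and the errors of these folds are not known.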

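In Table 2, 4 of the 40 genes with a ChIP-seq fold have a fold of exactly 1 at the 1 decimal printed by the paper. On the arrays, the listed probe set of Hdac5, a histone deacetylase, had a log2 change of 0.73 (standard error 0.29), and that of Psap, the precursor of the saposins, 0.80 (standard error 0.21). The ubiquitin ligase Huwe1 had -0.70 (standard error 0.23), and Pkd1, which encodes polycystin, -0.57 (standard error 0.22) with a fold change of 0.672. The adjusted p from limma was 0.998 for all 4. At the annotated probe sets the log2 change was -0.14 (standard error 0.11) for Hdac5, 0.03 (standard error 0.115) for Psap, -0.15 (standard error 0.09) for Huwe1 and -0.05 (standard error 0.13) for Pkd1. A further 9 genes had a ChIP-seq fold on the other side of 1 than the array change. Of these, Mid1 has the highest ChIP-seq fold of the paper, 1.5.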

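Genes of the Speer family held the 4 highest H3K4me3 folds of Table 2, and their listed probe sets had higher values in ATZ-treated samples. Of the 36 genes with a ChIP-seq fold other than 1, 27 had an array change in the same direction and 9 in the opposite one. Among genes higher in ATZ-treated samples this was 21 of 22, and among genes lower in ATZ-treated samples it was 6 of 14. Most of these ChIP-seq folds are above 1, also for 8 of the 14 lower genes. The same direction is thus easier to reach for higher genes, and the counts do not allow for this. Gm16677 and Tbx18 are lower in both, with ChIP-seq folds of 0.6 and 0.8 in the paper, while Eif5, Cpsf7 and Eftud2 are lower on the arrays and have ChIP-seq folds of 1.2.
Across the 40 genes, the array log2 change and the log2 of the ChIP-seq fold had a Pearson r of 0.53 (permutation p = 0.00023, adjusted p = 0.00098) and a Spearman rho of 0.44 (permutation p = 0.0056, adjusted p = 0.011), two-sided, with Benjamini-Hochberg adjustment over 14 relations. This is a correlation across genes, which are not independent replicates and were chosen on these arrays. Without the 7 probe sets of the Speer family, r was 0.39 (permutation p = 0.02, adjusted p = 0.035) and rho 0.15 (permutation p = 0.4, adjusted p = 0.43). In groups chosen after seeing the data, the 22 probe sets outside the unnamed block had an r of 0.76 (permutation p = 1e-05, the smallest that these permutations can give, adjusted p = 0.00014) and a rho of 0.72 (permutation p = 0.00015, adjusted p = 0.00098). The 18 in the unnamed block had an r of -0.25 (permutation p = 0.32, adjusted p = 0.37) and a rho of -0.51 (permutation p = 0.032, adjusted p = 0.05). The 22 outside the block include the 7 of the Speer family, and the other 15 were not tested alone. Block and family can therefore not be told apart in this contrast. Within the 24 genes higher in ATZ-treated samples, r was 0.71 (permutation p = 0.00037, adjusted p = 0.001) and rho 0.39 (permutation p = 0.061, adjusted p = 0.085). Within the 16 lower genes, r was 0.28 (permutation p = 0.3, adjusted p = 0.37) and rho -0.07 (permutation p = 0.79, adjusted p = 0.79). From the genes shared by both datasets, the paper concludes that ATZ alters H3K4me3 at the start sites of most of its differentially expressed genes.

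**Figure D3:**
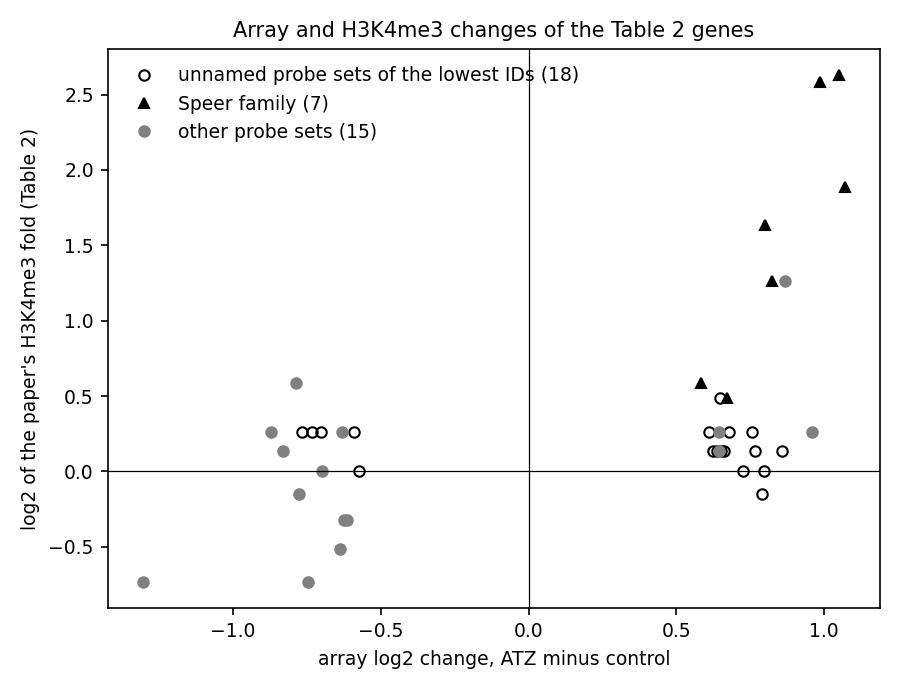
Array log2 change (ATZ minus control, 3 arrays each) on the horizontal axis and log2 of the H3K4me3 fold that the paper gives on the vertical axis, for 40 genes of Table 2. The 7 probe sets of the Speer family (triangles) lie at the upper right, and the 18 of the unnamed block (open circles) lie near 0 on the vertical axis on both sides.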

**Table 2:** The Gene-Chip and ChIP-seq agreement

Affymetrix ID	Official gene name	FC Gene Chip	FC Chip-Seq	Official gene symbol, full description
17550548	*Acsm2*	2.1	1.2	Acyl-coa synthetase medium-chain family member 2
17205319	*Cox18*	1.8	1.1	cytochrome c oxidase assembly protein 18
17200441	*Dhrs1*	1.7	1.1	Dehydrogenase/reductase (SDR family) member 1
17205257	*Gbf1*	1.6	1.2	Golgi-specific brefeldin A-resistance factor 1
17202563	*MrpL27*	1.5	1.2	Mitochondrial ribosomal protein L27
17205437	*Arfgef1*	1.6	1.2	ADP-ribosylation factor guanine nucleotide-exchange factor 1
17201149	*Xpo7*	1.5	1.4	Exportin 7; similar to Ran-binding protein 16
17308165	*Entpd4*	0.4	0.6	Ectonucleoside triphosphate diphosphohydrolase 4
17449641	*G3bp2*	1.5	1.2	Gtpase activating protein (SH3 domain) binding protein 2
17308149	*Gm16677*	0.6	0.6	Predicted gene 16677
17548436	*Gm17019*	2.1	3.7	Predicted gene 17019
17203369	*Sar1a*	1.6	1.1	SAR1 gene homolog A (S. Cerevisiae)
17515315	*Ldlr*	0.7	0.8	Low density lipoprotein receptor
17500195	*Star*	0.6	0.7	Steroidogenic acute regulatory protein
17201763	*Nmt1*	1.6	1.1	N-myristoyltransferase 1
17203277	*Psma1*	1.5	1.1	Proteasome (prosome, macropain) subunit, alpha type 1
17453132	*Psph*	0.6	0.9	Phosphoserine phosphatase
17323063	*Rrn3*	1.6	1.1	RRN3 RNA polymerase I transcription factor homolog (yeast)
17445634	*Gm9758*	1.8	3.1	Spermatogenesis associated glutamate (E)-rich protein 4e
17446524	*Speer4b*	1.6	1.4	Spermatogenesis associated glutamate (E)-rich protein 4b
17445689	*Speer4c*	1.5	1.5	Spermatogenesis associated glutamate (E)-rich protein 4e
17445673	*Speer4e*	2	6	Spermatogenesis associated glutamate (E)-rich protein 4e
17434884	*Speer7-ps1*	2.1	6.2	Spermatogenesis associated glutamate (E)-rich protein 7, pseudogene 1
17434864	*Speer8-ps1*	1.8	2.4	Spermatogenesis associated glutamate (E)-rich protein 8, pseudogene 1
17529481	*Tbx18*	0.6	0.8	T-box18
17201539	*Kif18b*	1.6	1.1	Kinesin family member 18B
17401007	*Trim45*	1.9	2.4	Tripartite motif-containing 45
17535269	*1700020N15Rik*	0.6	1.2	RIKEN cdna 1700020 N15 gene
17201329	*Ccdc103*	0.6	1.2	Coiled-coil domain containing 103
17207313	*Cpsf7*	0.7	1.2	Cleavage and polyadenylation specific factor 7
17201293	*Eftud2*	0.6	1.2	Elongation factor Tu GTP binding domain containing 2
17206471	*Eif5*	0.6	1.2	Similar to Eukaryotic translation initiation factor 5
17448749	*Fryl*	0.6	1.2	Furry homolog-like (Drosophila)
17208347	*Hdac5*	1.5	1	Histone deacetylase 5
17538773	*Huwe1*	0.6	1	HECT, UBA and WWE domain containing 1
17546762	*Mid1*	0.6	1.5	Similar to midline 1
17207105	*Pkd1*	0.7	1	Polycystic kidney disease 1 homolog
17202313	*Psap*	1.7	1	Prosaposin
17204631	*Smim7*	1.8	0.9	Small integral membrane protein 7
17438319	*Tmem165*	0.6	1.1	Transmembrane protein 165
17392600	*9230104L09Rik*	0.5	ND	RIKEN cdna 9230104 L09 gene
17290163	*Ccl28*	1.6	ND	Chemokine (C-C motif) ligand 28
17413061	*Gm5859*	0.5	ND	Similar to 4933409K07Rik protein
17477347	*Klk1b22*	1.8	ND	Kallikrein 1-related peptidase b22
17233226	*Lilrb4*	0.6	ND	Glycoprotein 49 A; leukocyte immunoglobulin-like receptor, subfamily B, member 4
17532649	*Nd6*	2.3	ND	NADH dehydrogenase subunit 6

### Regions showing altered epigenetic marks are enriched at the *Nr5a2*-binding site

To address whether regulatory DNA motifs are present within regions containing altered epigenetic marks, we used MEME-ChIP [49], which is designed to discover motifs in large sets of DNA sequences. We analyzed the summits of 100-bp sequences within differential peaks. Parameters and details are described in the Materials and Methods. We found a significantly enriched motif among the differential peaks. We compared this motif with known motifs using TomTom [93] and found that part of the discovered motif sequence was significantly similar to the *Nr5a2-*binding site (Fig. 8). Recent work showed that ATZ activates NR5A receptors via phosphorylation and increases cAMP production and PI3K signaling [91]. To further understand the involvement of NR5A2 in the transcriptional regulation of ATZ-treated mice, we performed a functional annotation of genes located near presumed *Nr5a2*-binding sites in ATZ-treated mice. We found enrichment of genes with enzyme inhibitor activity (*Cst13, Cst8, Cst9, Spock3*) and genes encoding proteins involved in the immune response (*Ptprc, Cd55, Daf2*), locomotory behavior (*Nrp2, Ccl21c, Ccl21b, Gm1987, Klhl1*) and lipoprotein metabolism (*Apol10a, Apol9a, Apol7b*) (see also Additional file 1: Table S4).

**Fig. 8:**
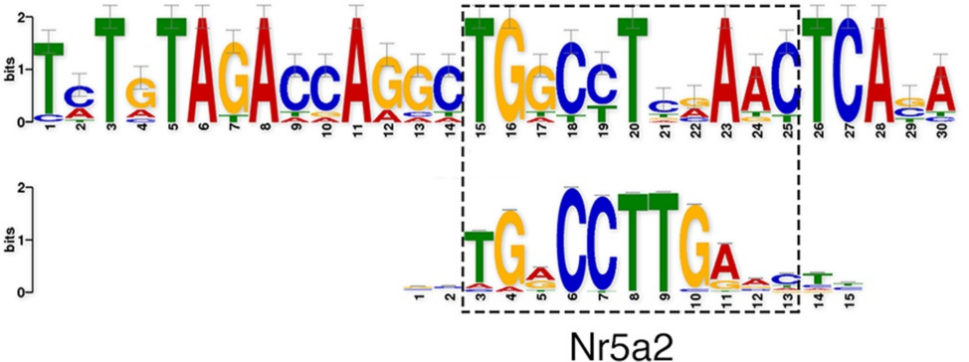
The motif discovered by MEME-ChIP. The top image is a statistically over-represented sequence within the differential peaks discovered by MEME-ChIP [49]. The bottom image is the consensus sequence within the motif discovered by MEME-ChIP. This consensus sequence significantly resembles an *Nr5a2*-binding site

Our data show that *Nr5a2*-binding sites are significantly enriched in differential peaks in ATZ-treated testes tissue, suggesting an important role for NR5A2 in the transcriptional network of ATZ- treated mice.

### ChIP-Seq reveals deregulation of H3K4me3 marks associated with DSBs

We compared the altered distribution of H3K4me3 peaks observed in our study to a published DSB-hotspot maps of the C57BL/6 J mouse strain [12, 86]. H3K4me3 marks within 87 regions were elevated in genomic regions overlapping DSB hotspots (Fig. 6a). Fifty-seven of these H3K4me3 peaks were located within genes. Most of the differential H3K4me3 peaks were associated with the strongest DSB hotspots (Fig. 9a).

**Fig. 9:**
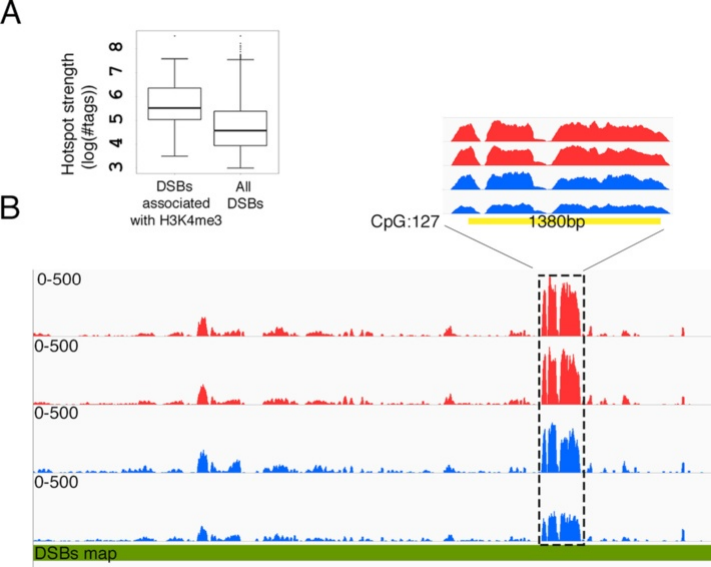
Differential peaks are associated with DSB regions. **a** The association of differential H3K4me3 peaks with the hottest DSB hotspots. The DMC1 tags associated with differential H3K4me3 peaks were extracted from published datasets [12, 86], and intensity values were calculated and presented as log(#tags) on the left plot. The right plot is the intensity of all DSB hotspots signal from the whole dataset [86]. The median signal of DSB peaks associated with differential H3K4me3 peaks was higher than the median signal of all DSBs hotspots, suggesting that differential trimethylation peaks in ATZ-treated mice are associated with the strongest hotspots. **b** The PAR region in ATZ-treated mice has a decreased number of H3K4me3 marks. The DSB map was downloaded from GEO from a previously published work [86]. Plots from controls are in red, plots from treated samples are in blue, and the CpG island is shown in yellow

It is remarkable that H3K4me3 marks at the PAR region of X chromosomes were decreased in ATZ-treated mice (Fig. 9b). This region of PAR contains a CpG island with 127 CpGs.

Interesting, altered H3K4me3 peaks associated with DSBs were located within very large mouse genes (Table 3). *Erbb4* and *Nrxn1* are known to contain common fragile sites (CFS) [88], which are regions of profound genomic instability [45]. Many breakpoints are enriched in AT stretches, which affect replication efficiency by forming secondary structures that stall progression of the replication fork [106]. We examined the AT content in genes and found increased AT content and AT stretches (Table 3).

**Table 3:** The altered H3K4me3 peaks are overlapping with DSB sites in very large genes

Gene	Length (Mb)	Number of DSBs within gene	The highest DSB Signal value within genes	AT content	number of AT stretches
*Erbb4*	1.1	6	15133	64 %	8
*Nrxn1*	1.1	10	2606	63 %	10
*Hs6st3*	0.7	14	2210	59 %	2
*Cntnap5b*	0.7	5	2909	62 %	6
*Hpse2*	0.6	3	3502	60 %	0
*Gmds*	0.5	5	1961	61 %	1
*Dennd1a*	0.5	6	12226	58 %	0

Our data show that ATZ treatment affects H3K4me3 marks at genomic regions overlapping DSBs regions, including PAR and very large genes.

## Discussion

The objective of this study was to investigate the effects of ATZ in meiosis, which is essential for the production of normal gametes. We used atrazine for our study because it is widely distributed; it is the most common pollutant in the environment and is still in use in many countries. Mice were treated with doses lower than those used in many other studies but exceeding the authorized limits. We chose this dose to determine whether it can alter molecular events underlying gametogenesis, although it does not trigger apoptosis or cause obvious changes in testicular morphology. We treated mice for three weeks to cover the period from entry into meiosis until the diplotene stage of prophase I. Specifically, we analyzed meiotic progression, RNA expression and the distribution of genome-wide histone H3K4me3 marks.

### The effects of ATZ on mitochondria and steroid-hormone metabolism

One of the reasons why ATZ is toxic to the testis is its effect on mitochondrial function. Our data suggest that the testicular cells of exposed mice suffer from impaired mitochondrial function, a result consistent with the findings of previous studies [43, 55, 82, 94]. Rats chronically exposed to ATZ have swollen mitochondria with disrupted cristae [47]. Many studies have demonstrated that the oxidative stress induced by atrazine causes increased activity of the antioxidant enzymes superoxide dismutase, catalase, glutathione peroxidase, and glutathione-s-transferase, increasing the production of ROS [2, 39, 85].

We found that exposure of mice to a relatively low dose of ATZ led to diminished testosterone levels. Decreased testosterone can be explained by impaired cholesterol metabolism and increased activity of aromatase CYP19A1, which converts testosterone to estradiol. We found an increase in the level of C*yp19a1* mRNA and increased numbers of H3K4me3 marks in this gene. The increase in CYP19A1 activity after ATZ exposure has been demonstrated in many studies [22, 31, 77, 91]. It was suggested that ATZ activates CYP19A1 via NR5A-receptor binding [23]. There are *Nr5a1*-binding sites in the *Cyp19a1* promoter. However, Pezzi et al. proposed that NR5A2 plays an important role in the regulation of *Cyp19a1* expression in Leydig cells [66]. We also found a putative binding site for NR5A2 within altered H3K4me3 peaks in *Cyp19a1*. Our data support the hypothesis that NR5A2 plays an essential role in activating CYP19A1. It has been suggested that the stimulatory effects of ATZ on the NR5A receptor subfamily (*Nr5a1* and *Nr5a2*) are mediated by receptor phosphorylation, amplification of cAMP and PI3K signaling [91]. These authors proposed that hormone networks are altered in many species exposed to ATZ via the convergence of NR5A activity and cAMP signaling [91]. We found enrichment of several putative NR5A sites near genes encoding proteins involved in the immune response and lipoprotein metabolism. Recent work has shown that the silencing of *Nr5a2* in colon cancer cell lines affects signal transduction, GTPase activity, cholesterol transport, and apolipoprotein expression [9]. We propose that NR5A2 regulates a number of cellular pathways and promotes transcriptional network activation under pathological conditions.

### Effects of ATZ exposure on meiosis and recombination

Specifically, we found increased numbers of cells in the early stages (zygotene and pachytene) of meiosis in ATZ-treated mice. We also detected increased numbers of cells with DMC1 foci on the sex chromosomes. Chromatin at DSB sites contains a special environment near PRDM9-binding motifs, which are nucleosome-depleted [6]. PRDM9-modified nucleosomes create an environment for DNA repair machinery [6]. We suggest that DSB hotspots serve as sensitive targets of DNA-damaging reagents because of their open chromatin structure and enrichment with repeated elements. We found an increase in H3K4me3 at DSB sites associated with strong hotspots, probably reflecting inefficient DSB repair at strong DSB hotspots or repression of HR. If recombination goes wrong way it will be suppressed by cellular mechanisms. Recently, it was found that the helicase *Srs2* in yeast [99], antirecombinase RTEL-1 in *C. elegans* [105], and human *PARI* [54] suppress inappropriate recombination, which is highly toxic to cells as a source of genomic rearrangements.

The disrupting effect of ATZ is most striking at the sex chromosomes. Recombination at sex chromosomes occurs at 40-Mb-long pseudoautosomal regions of X and Y-chromosomes. Recombination at the PAR region differs significantly between sexes: in males, this region has the highest recombination rate [26]. PAR has a different chromatin structure; PAR DNA occupies unusually long chromosomal axes [42], which may play a role in accessibility to DNA damaging factors. DSB formation and repair at PAR is a limiting step in meiosis [42]. ATZ can modulate DSB machinery at PAR. The toxic effect of ATZ on sex chromosomes was previously shown in *Drosophila*, in which it significantly increased X-linked recessive lethality and X or Y loss after treatment by larval feeding [56]. It is also important that the H3K4me3 peak at PAR includes a CpG island, a region where DSB repair could be affected due to chromatin silencing and reduced access to DNA repair machinery [60].

Altered H3K4me3 peaks are associated with DSBs in large genes, such as *Erbb4* and *Nrxn1*. Within human analogues of these genes, there are sites of breakage. Common fragile sites (CFS) are highly conserved between species, and these regions are often enriched in structural variants, including duplications and retrotransposon elements [45]. DNA damage at CFS arises due to exogenous factors, including UV and ionizing radiation, chemotherapy and reactive oxygen species [37]. Exposure to pesticides results in increased susceptibility of fragile sites to breakage in workers exposed to pesticides [57, 79].

It is possible that we failed to detect a set of DSBs not associated with recombination because a set of DSBs induced by ATZ is absent from published datasets. Future work will address this possibility.

In summary, our data elucidates the molecular mechanisms underlying ATZ’s negative effect on meiosis. Importantly, we found a number of effects at the molecular level at a stage in which no morphological changes are detectable.

## Conclusions

In this study, we demonstrated that ATZ affects meiosis in adult and young prepubertal animals. ATZ affects recombination during meiosis and many cellular processes, leading to a decrease in the number of spermatozoa in mice. In addition, the technical approaches used in this research will facilitate the design of studies aimed at understanding the effects of environmental toxicants on reproduction.

## Methods

### Animals and atrazine exposure

All animal procedures were performed according to the guidelines for animal models in research defined by the Ethics Committee and approved by the Ministry of France (reference project number is 01861.02). All experiments were performed by A.G.P. or F.S, who are qualified for laboratory animal care and use. The C57BL/6 J mouse strain was used. Five-week-old adult mice were treated for three weeks with atrazine at a concentration of 100 mg/l in drinking water. The amounts consumed were measured daily, with the ATZ uptake corresponding to nearly 25 mg/kg/days (average uptake 5 ml/day). After three weeks of treatment followed by two weeks without treatment, mice were euthanized, and reproductive organs were dissected. At least five independent experiments were performed with at least six-to-ten animals in each group. Young prepubertal mice were treated from postnatal day 1 until day 20 by administering oil or atrazine suspended in oil to their mothers at a dose of 25 mg/kg/day with at least four animals in each group. The mice were euthanized, and the testes and epididymis were used for analysis.

### Testosterone and FSH quantification

Serum was collected from ketamine/xylazine-anaesthetized adult animals by terminal cardiac exsanguination and aliquots were stored at −20 °C. Testosterone levels in the serum were assayed in duplicate using a commercial radioimmunoassay (RIA) based on competitive binding with I125-labeled testosterone (Immunotech, Beckman Coulter, Villepinte, France), according to the manufacturer’s recommendations. FSH measurements were conducted according a standard protocol provided by a FSH measurement kit (KA2330, Abnova, Walnut CA, USA). In each hormone measurement, the data from at least 10 treated and control animals were averaged and plotted, and the results were expressed in nanograms per milliliter.

### Analysis of histology, apoptosis and numbers of germ cells/Sertoli cells

For the histological analysis, testis samples were fixed in Bouin’s solution and embedded in paraffin. Histological sections (5-μm thick) were stained with hematoxylin and eosin (H&E). The percentage of affected seminiferous tubules was established by counting the H&E-stained cross-sections of seminiferous tubules from the testes of at least three animals. The staging of cells in seminiferous tubes was performed according to an established method [76], with analysis of at least 600 tubule sections. For immunohistochemistry (IHC), the animals were perfused, and the testes were fixed for 24 h in 4 % (wt/vol) paraformaldehyde (PFA) and then embedded in paraffin. For the detection of apoptotic cells, TUNEL assays were performed using the *In Situ* Cell-Death, Fluorescein (Roche Diagnostics, France). For IHC, 5-μm-thick testis sections were incubated overnight at 4 °C with goat anti-PLZF diluted at 1:500 and rat anti-GATA1 diluted at 1:50. The sections were all counterstained with 0.001 % (vol/vol) 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) and mounted in Vectashield (Vector Laboratories, UK).

### Hydrogen peroxide measurement

Measurement of hydrogen peroxide was carried out with the ROS-Glo^TM^H_2_O_2 _Assay kit (Promega, Madison, WI), according to the manufacturer’s instructions. Briefly, 80 μl of serum from adult control and ATZ-treated mice were mixed with 20 μl of H_2_O_2_ substrate and held for 6 h at 37 °C. Then, 100 μl of ROS-Glo^TM^ detection solution was added and incubated for 20 min at room temperature, and relative luminescence was measured in a plate reader.

### Cells sorting by flow cytometry

Germ cells were isolated from control and ATZ-treated testis tissue. The testis cells were subjected to collagenase and DNAse treatment and purified by FACS, as described previously [73]. The dispersed cells were fixed in 1 % (wt/vol) buffered PFA for 20 min at 4 °C and permeabilized in a solution of 0.2 % (wt/vol) saponin containing propidium iodide to label the DNA. The cells were sorted at concentration of 1×10^6^ cells/ml on FACSCalibur cell-sorting machine. The data were analyzed by CellQuestPro software, which was provided with the machine.

### Spermatozoa count

Spermatozoa counts were conducted according to an established protocol [98]. Briefly, the mice were euthanized, and the epididymis was dissected, rapidly frozen in liquid nitrogen and stored at −80 °C until the sperm heads were counted as follows. The organ was first cut with a scalpel into several fragments and homogenized in 50 ml 0.15 M NaCl containing 0.005 % (vol/vol) Triton X-100 (Sigma). After homogenization with three rounds of sonication (12 kHz), an aliquot of the cell suspension was loaded onto a Malassez hemocytometer, and spermatozoa heads were counted. The data from at least ten controls or ATZ-treated animals were averaged and plotted; a *t*-test was then conducted using Excel software.

### Quantitative PCR and microarray experiments

Total RNA was prepared using TRIzol reagent (Life Technologies). Reverse transcription of total RNA was performed using QuantiTect Reverse Transcription (Qiagen) according to the manufacturer’s instructions. Quantitative PCR was performed using the ABI 7500 real-time PCR system. Relative expression values were calculated with ABI SDS software version V2.0.5. The primer sequences used in this research are indicated below. Duplicates of at least three independent experiments were used. Statistical significance was assessed by Student’s *t* test. For Affymetrix microarray experiments, RNA samples were converted to single-stranded biotin-labeled DNA, according to the GeneChip whole-transcript terminal labeling user’s manual, and hybridized to an Affymetrix Gene-Chip mouse gene 2.0 st array. The RNA amplification, biotin labeling and hybridization, washing and scanning were carried out according to Affymetrix protocols. Differentially expressed genes were detected using AMEN software [15] with a fold-change cutoff value of 1.5 and a *p*-value <0.05. The qPCR-quantification Chip-Seq experiments were carried out as previously described [87]. Equal amounts of ChIP and input DNA were taken for PCR. Quantitative PCR was performed using the ABI 7500 real-time PCR system. The copy number for each locus was calculated with ABI SDS software version V2.0.5 using a standard curve. Enrichments were estimated as a ratio of copy number in ChIP samples to the copy number in the input sample. The averaged values of enrichment of at least three treated samples were compared, plotted and expressed as fold change.

The following primers were used for qPCR analysis:

**Table:** 

Gene symbol	5′-- > 3′, forward	5′-- > 3′,reverse
*Dhrs1*	CTGTTCGAGCAAGTAGATCGG	CATAAGTAGTGGCCTCTGAGTC
*Gbf1*	GGTGCAAGTCCCAGGATAAA	GCAGGGTATGCATCAGGTCT
*G3bp2*	TAACAGTGGACAGCCTGAGAG	CATCTTCTGACTCTTCATCAAGTTCTG
*Kif18b*	CCCAGCGACAATACTCCCTG	CCTGAAGACTTAGACTCGGAACAC
*Entpd4*	AAGCTGCCAAGGATTACTGTG	TTTGTAGGTGACAGGAAAGGAG
*Ldlr*	AGGTGTGAAGATATTGACGAGTG	TGAAGAGCAGATAGCCTATGGA
*Star*	TCTCTGCTTGGTTCTCAACTGG	AAACACCTTGCCCACATCTG
*Rrn3*	ACATCATATTGAGATTGCCCTGGT	AGAATCTGAAACATCTATGCCACCT
*Tbx18*	GGGAGGAACAGAATGGGTTTGG	CAGGTGAGGATGTGTAGCAGG
*Fryl*	GATCGCAGTCACCAGGAGCA	AAACACAACGGAGGGATTCTTGG
*Smim7*	AACTTTCCATTCTCCTGCCT	GCCTGAACTTAGACTTGACCC
*Hdac5*	GCATTCTACAACGATCCCTCTG	CACCACTGTCCTGAAGGCTG
*Huwe1*	GCAGAGAACCTCAAGTCAACCA	GCTAAGATCCCGAACAACTCCT
*Trim45*	GCTTTAACGGTAGACCACCTG	CTTCTGTCGCCTATGAGCCTG
*Mid1*	GAAGACCAACAGTCAGCCGT	GAACACGTTGCCAGCCACTC
*Ncoa2*	AAGGCGAAGATTTGCAGTCC	TGTCCAGTGAAGTGATCTTGCC
*Cyp19a1*	CTCATTATCAGCAAGTCCTCAAGCA	TAAAGAAAGGGCGAATTGTTCTCCA
*Star*	TCTCTGCTTGGTTCTCAACTGG	AAACACCTTGCCCACATCTG
Genomic differential peaks coordinates	5′-- > 3′, forward	5′-- > 3′, reverse
chr2a: 57117256-57119105	GCAGATTTACCGCTAGAGAAGGA	CCAAGGGACAGAAGGGAAAGG
chr2b:126752438-126754410	CTTGCTGTGATGTAACAATGCCTG	AGTACCTCTTGCTGAATGAATGTG
chr4:96197763-96198380	AGAGGATAATTACCCTGTACTACCC	GTTCCTTTCTCTGTCTTCAATTCC
chr6a:116626598-116627142	AGGAAGAGGACAAAGGTGGA	CAGGAAGATAAGAAGGTGAGAAGG
chr6b:72197660-72199094	ATTCATGCTTCCCTTCGCCT	TAACACCTACCAGAGCCAACC
chr7:104792205-104794646	TTAATCAGGTGCTCCCTTAAGTCAG	TGAAACAATCACCTGTCTACACCA
chr8:74543719-74544319	CAAGTAAGGGTGGGAGGTGAG	AATGGATGAGGCAACAGTATGAC
chr9:54029137-54032749	CCTGATCTTGAAATGAACCCTACCA	TACACTGTCCACTGTCTCCTCTG
chr13a:120278317-120279418	CCTGCAGAATGCCCAGATTAAA	CCTAAGTAAACCTGAGGTGGACT
chr13b:32360875-32361606	TTGGTTGGTTGATTGGTTGGT	CAGTACGAGTTCTCCTTCTATCCT
chr16:93262599-93264142	CTTAGAACTGGCTTGAGGTGTTGG	TGTGGAGAGGAGTGTGCTTTCAG
chr17a:6429542-6429778	TCTGAGGGAAGAGTAAGACATTTG	CGTGGCTTCAGAGTCTTTACTT
chr17b:91256505-91257806	ACACCTTGGCCTGAATTTGTC	GCACACTTTCAATTTCTCTGACC
chr19:36992713-36994298	CGAATGAAGGCTACGGATGAG	CCTGCTAACTGAGAACACTGG
chrX:166434738-166436029	GCAGTCACTCATGTCATCCC	GTCGCTATGAGTGACTGCTG
chrY:1425238-1426447	CTCTTGATTTGTCTCCTAATTCTCC	CCTCTGTCCCTTTATATGAACC
chr5:143665170-143665301	CACCCATCGCCAAAACTCTTCATCCT	CGCACAGTGCAGCATTTTTTTACC

All Affymetrix microarray data from this study are available and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus under the following numbers:

**Table:** 

Sample name	Title	Accession number
ATZ_1	Atrazine_treated	GSM1561768
ATZ_2	Atrazine_treated	GSM1561769
ATZ_3	Atrazine_treated	GSM1561770
Ctrl_1	Control	GSM1561771
Ctrl_2	Control	GSM1561772
Ctrl_3	Control	GSM1561773

### Antibodies

The following commercial antibodies were used: goat anti-DMC1 (sc-8973, C-20), goat anti-ATR (sc-1887, N19), mouse anti-SYCP3 (sc-74569, d-1), rat anti-GATA1 (sc-265) antibodies from Santa Cruz. Rabbit anti-H3K4me3 (07–473), from Millipore, rabbit anti-SYCP3 (ab15093) from Abcam, rabbit anti-γH2AX from Trevigen (4411-PC-100) and goat anti-PLZF (AF2944) from R&D systems. Secondary HRP antibodies were purchased from Jackson Laboratories. Fluorescent secondary Alexa antibodies were purchased from Invitrogen.

### Meiotic surface spreads

The seminiferous tubules were chopped in PBS. The cells were then released from the tubules by pipetting and were filtered through a 40-μm cell strainer (Falcon). The cells were pelleted and washed with PBS. The resulting pellet was resuspended in 0.5 % (wt/vol) NaCl, added to glass slides, and allowed to adhere for 10–15 min. The slides were fixed in 2 % (wt/vol) paraformaldehyde with 0.03 % (wt/vol) SDS for 3 min, then 2 % (wt/vol) paraformaldehyde for 3 min and then washed four times in 0.4 % (vol/vol) Photo-Flo 200 (Kodak) for 1 min and air-dried. For quantification of the different γH2AX staining patterns, spermatocyte preparations were analyzed from at least four ATZ-treated mice and controls; at least 600 nuclei were classified according to the criteria described in the text or figure legend. For quantification of the different ATR staining patterns, at least 100 nuclei were classified according to the criteria described in the text or figure legend. We also performed surface spreads as described in a previous study [65] and compared the two methods by analyzing the proportions of cells in different substages. The methods yielded similar results.

### Meiotic prophase I substage analysis

Analysis of the meiotic substages was performed according to previous studies [50, 62].

### Immunofluorescence

The slides were incubated with blocking solution (1 % (vol/vol) donkey serum, 0.3 % (wt/vol) BSA, and 0.005 % (vol/vol) Triton X-100 in PBS) for 20 min at 37 °C in a humidity chamber. The primary antibodies were diluted in blocking buffer and incubated under the same conditions for 1 h. After two 5-min washes in 0.4 % (vol/vol) Photo-Flo/PBS solution, the slides were blocked for an additional 5 min and incubated with secondary antibodies for 20 min at room temperature. The slides were washed twice with 0.4 % (vol/vol) Photo-Flo in PBS, rinsed twice with 0.4 % (vol/vol) Photo-Flo, and allowed to air dry. The images were taken using an AxioImager microscope equipped with an AxioCam MRc5 camera and AxioVision software version 4.8.2 (Zeiss, Le Pecq, France) with a 63X objective lens.

### Chromatin immunoprecipitation and high-throughput sequencing

Chromatin immunoprecipitation was conducted as previously described [12, 87], with small modifications. Testes were fixed for 10 min in 1 % (wt/vol) formaldehyde. After quenching, the tissue was homogenized, filtered through a 40-μm cell strainer, and washed in the following buffers: 1) PBS (twice); 2) 0.25 % (vol/vol) Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH8; 3) 0.2 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH8. Cells were lysed in 1.5 ml of the lysis buffer (1 % (wt/vol) SDS, 10 mM EDTA, and 50 mM TrisCl pH8) with a complete protein-inhibitor cocktail (Roche), and the chromatin was sheared to ~500 bp by sonication. The sample was dialyzed against ChIP buffer (0.01 % (wt/vol) SDS, 1.1 % (vol/vol) Triton X-100, 1.2 mM EDTA, 16.7 mM TrisHCl, 167 mM NaCl). Chromatin was incubated with appropriate antibodies overnight at 4 °C with Dynabead beads (10002D, Invitrogen). The beads were washed in the following buffers: 1) 0.1 % (wt/vol) SDS, 1 % (vol/vol) Triton X-100, 2 mM EDTA, 20 mM TrisHCl, 150 mM NaCl; 2) 0.1 % (wt/vol) SDS, 1 % (vol/vol) Triton X-100, 2 mM EDTA, 20 mM TrisCl pH8, 500 mM NaCl; 3) 0.25 M LiCl, 1 % (vol/vol) Igepal, 1 mM EDTA, 10 mM TrisCl, pH8, 1 % (wt/vol) deoxycholic acid; 4) TE (twice). The chromatin was eluted by 1 % (wt/vol) SDS, 0.1 M NaHCO3 pH9 at 65 °C, and crosslinking was reversed at 65 °C for 5 h. The DNA was deproteinized for 2 h with proteinase K and purified with a MinElute Reaction Clean-Up kit (QIAGEN). The DNA concentration was measured with a Quantus Fluoremeter (E6150, Promega) using the Quantiflor dsDNA system, (E2670, Promega). The libraries were prepared from 50 ng of ChiP and input material using the NEBNext Ultra DNA library Prep Kit for Illumina (NEB #E7370S). The library selection was conducted using excision fragments from a 2 % (wt/vol) agarose gel including GelGreen stain (Gentaur, 41005); 180–220 bp fragments were excised using a Dark Reader transilluminator (Clare Chemical research, Dr-46B). An Illumina Hiseq1500 Genome Analyzer was used to perform massively parallel 50-bp sequencing in Single End mode. We sequenced two biological replicates per condition in multiplexing mode. The reads were demultiplexed and passed through quality control, at which point reads shorter than 50 nucleotides were removed. FastQ files were generated at a genomic platform in Rennes, France.

### Peak calling and differential-peak finding

Between 71 and 97 millions tags were derived from anti-H3K4me3 ChIP and input. The resulting sequences were quality filtered with the Sickle program [40] with –q33 and mapped back to the mouse mm9/NCBI37 genome using Bowtie 1.0.0 with seed length 20. The results were visualized in the Integrative genomics viewer IGV version 2.3.36 [95]. Only tags that passed the quality filter and mapped uniquely to the genome were used. ChIP enrichment was further verified using CHANCE [21]. The H3K4me3 mark peaks were identified using MACS 2.0.1 [24] with two biological replicate samples, including corresponding input, shift-size window 73 bp, no model, with *p*-value threshold <10^−5^. Two biological replicates for each condition were analyzed independently. The set of peaks was verified at an irreproducible discovery rate (IDR) of 0.05 % [46] to confirm that the samples were sufficiently similar to be used in the analysis. The number of mapped reads was multiplied by a scale factor to normalize the total number of reads in different samples. To compare the H3K4me3 CHIP datasets of ATZ-treated and control samples, differential peak calling was performed using several steps. First, from all the peaks called above, we selected the peaks that were reproducible in both datasets in the same condition. From the dataset of selected peaks, we kept only peaks with average expression values above the 5 % quantile; last, we selected the peaks with fold changes above 1.5 and FDR <5 %. Statistical significance was calculated using a Limma test [89]. Annotation of significant differential peaks was performed by CEAS [83]. All sequencing data from this study are publicly available and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus.

The following samples from ChIP seq data were deposited at GEO:

**Table:** 

Sample name	Title	Accession number
ATZ_1	Atrazine_treated	GSM1563221
ATZ_2	Atrazine_treated	GSM1563222
Input	Atrazine_treated	GSM1563225
Ctrl_1	Control	GSM1563223
Ctrl_2	Control	GSM1563224
Input	Control	GSM1563226

### Gene Ontology (GO) term analyses

Gene Ontology (GO) term analyses were performed using DAVID v6.7 [33] with enrichment thresholds ease 0.05, kappa index 3. Functional classification was performed with the same subset of the gene list with parameter kappa similarity 5 and initial group number 5.

### Meme-ChiP motif search

For the analysis, we used the summits of 100-bp sequences from differential peaks, excluding DSB-associated peaks. Motif finding was performed with MEME-ChIP [49] following default parameters. Identified motifs were compared with known motifs using TomTom [93] with a *q* - value  less than 0.003.

All sequencing and Gene-Chips data from this study are publicly available and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus, GO number: GSE 64037.

## Additional file

Additional file 1: **Supplementary material.** (PDF 2459 kb)

## Abbreviations

DSB: Double-strand DNA break
PAR: Pseudoautosomal region
ATZ: Atrazine

# Supplementary material for: The epigenetic processes of meiosis in male mice are broadly affected by the widely used herbicide atrazine
**Source:** BMC Genomics. 2015 Oct 30;16:885. doi: 10.1186/s12864-015-2095-y
**Supplement:** Supplementary file 1 — Supplementary material.

Table S1

Differentially expressed genes in ATZ treated testes, cut-off value ≥ 2

Gene Name	FC	Gene full name/ function
<i>Entpd4</i>	0.4	Ectonucleoside triphosphate diphosphohydrolase 4, role in salvaging of nucleotides, localizes to lysosomal/autophagic vacuoles
<i>Kif18b</i>	0.5	Kinesin family member 18B, role in spindle formation during mitosis
<i>9230104L09Rik</i>	0.5	RIKEN cDNA 9230104L09 gene, cysteine proteinase inhibitor
<i>ND6</i>	2.3	NADH dehydrogenase subunit 6, oxidative phosphorylation Complex I
<i>Acsm2</i>	2.1	Acyl-CoA synthetase medium-chain family member 2, xenobiotic/medium-chain fatty acid:CoA ligase
<i>Speer7-ps1</i>	2.1	Spermatogenesis associated glutamate (E)-rich protein 7, pseudogene 1
<i>Speer4e</i>	2.0	Spermatogenesis associated glutamate (E)-rich protein 4e
<i>Xpo7</i>	2.0	Exportin 7, Ran GTPase binding, nuclear transport receptor
<i>Gm17019</i>	2.1	Predicted gene 17019

Table S2

Differential H3K4me3 peaks, cut-off value ≥ 2

chr	start	end	FC	Nearest genes	Function
chr1	13214621	13215994	0.2	<i>Ncoa2</i>	Gene encodes nuclear receptor coactivator 2, which aids in the function of nuclear hormone receptors, gene is essential for mouse reproductive function
chr14	69909210	69910543	0.3	<i>Synb</i>	The protein plays a major role in placental development and trophoblast fusion and essential for reproduction
chr14	69943852	69944785	0.4	<i>Entpd4</i>	This gene encodes a member of the apyrase protein family, which may play a role in salvaging nucleotides from lysosomes and contribute cell death
chr15	36579531	36580059	0.5	<i>Pabpc1</i>	Pabpc1 protein may plays role in translational regulation of gene expression during spermatogenesis
chr16	65839556	65839983	0.5	<i>Vgll3</i>	Vgll3 expression is associated with a tumor suppressor phenotype in epithelial ovarian cancer, plays role in transcription regulation
chr16	34657682	34658027	0.5	<i>Ropn1</i>	Ropporin, a sperm-specific binding protein of rhophilin, that is localized in the fibrous sheath of sperm flagella
chr14	70008610	70009670	0.5	<i>Loxl2*</i>	This gene encodes a member of the lysyl oxidase gene family, cell growth control. LOXL2 promotes tumor progression possibly by activating multiple signal pathways, oxidoreductase
chr10	69070299	69070962	0.5	<i>Ank3*</i>	Ankyrins play key roles in activities such as cell motility, activation, proliferation, contact, and the maintenance of specialized membrane domains
chr19	25724428	25725066	0.5	<i>2610016A17Rik</i>	RIKEN cDNA 2610016A17 gene
chr5	15217817	15218108	6.2	<i>Speer7-ps1</i>	Spermatogenesis associated glutamate (E)-rich protein 4C, opposite strand transcript
chr5	14936867	14937118	6.0	<i>Speer4e</i>	Spermatogenesis associated glutamate (E)-rich protein 4e
chr5	14977994	14978281	5.7	<i>Speer8-ps1</i>	Spermatogenesis associated glutamate (E)-rich protein 8, pseudogene 2
chr5	14978623	14978993	4.8	<i>Speer8-ps1</i>	Spermatogenesis associated glutamate (E)-rich protein 8, pseudogene 1
chr13	120278317	120279418	4.1	<i>Gm7120</i>	predicted gene 7120
chr5	15124816	15125295	3.5	<i>Speer4d*</i>	Spermatogenesis associated glutamate (E)-rich protein
chr17	6494046	6494217	3.4	<i>Tmem181b-ps</i>	Transmembrane protein 181B, pseudogene
chr5	15125523	15125706	3.2	<i>Speer4d</i>	Spermatogenesis associated glutamate (E)-rich protein 4D
chr5	14914917	14915152	3.1	<i>Gm9758</i>	Predicted gene 9758
chr5	15032099	15032493	2.9	<i>Gm17019</i>	Predicted gene 17020
chr17	6491637	6491975	2.5	<i>Tmem181b-ps</i>	Transmembrane protein 181B, pseudogene
chr18	37463167	37463871	2.8	<i>Pcdhb3</i>	Pcdhb3 may play a critical role in the establishment and function of specific cell-cell connections, cell adhesion
chr5	14936238	14936480	2.6	<i>Speer4e</i>	Spermatogenesis associated glutamate (E)-rich protein 4e
chr17	6429542	6429778	2.6	<i>Dynl1b*</i>	Dynl1b plays a key role in the dynein-independent function of Tctex-1
chr1	194608391	194608626	2.5	<i>Hhat</i>	Skinny hedgehog encodes an enzyme that acts within the secretory pathway to catalyze amino-terminal palmitoylation of 'hedgehog'
chr5	14937599	14937829	2.5	<i>Speer4e</i>	Spermatogenesis associated glutamate (E)-rich protein 4e
chr5	14976373	14976907	2.5	<i>Speer8-ps1</i>	Spermatogenesis associated glutamate (E)-rich protein 8, pseudogene 1
chr3	100723591	100731489	2.5	<i>Trim45*</i>	The encoded protein may function as a transcriptional repressor of the mitogen-activated protein kinase pathway
chr5	14944534	14944797	2.4	<i>Speer8-ps1</i>	Spermatogenesis associated glutamate (E)-rich protein 8, pseudogene 1
chr17	6492231	6492684	2.4	<i>Tmem181b-ps</i>	Transmembrane protein 181B, pseudogene
chr8	73608544	73608886	2.3	<i>1700026F02Rik</i>	RIKEN cDNA 1700026F02 gene
chr15	98721379	98721524	2.3	<i>Dhh</i>	Desert Hedgehog/Patched 1 signaling specifies fetal Leydig cell fate in testis organogenesis, combinatorial expression of the paracrine factor Dhh and nuclear transcription factor Sf1 is required for Leydig cell development
chr2	135536752	135537192	2.3	<i>Plcb4*</i>	Plcb4 has a role in phosphatidylinositol phospholipase C activity
chr8	66190792	66191168	2.2	<i>Sgol2b</i>	Shugoshin like 2b (S. pombe) may play role in cell cycle
chr8	74543719	74544319	2.2	<i>Cyp4f18</i>	Cyp4f18 is necessary for omega oxidation of leukotriene B4 in neutrophils, oxidoreductase activity
chr5	15031093	15031323	2.2	<i>Gm17019</i>	Predicted gene 17019
chr7	142450407	142451206	2.2	<i>Nps</i>	Nps plays role GPCR signalling
chr7	125554914	125555453	2.2	<i>Syt17</i>	Syt17 (Synaptotagmin XVII) play role in transporter activity
chr17	6493079	6493317	2.2	<i>Tmem181b-ps</i>	Transmembrane protein 181B, pseudogene
chr17	6475846	6476233	2.2	<i>Tmem181b-ps</i>	Transmembrane protein 181B, pseudogene
chr5	16072354	16072830	2.1	<i>Hgf</i>	Hepatocyte growth factor regulates cell growth, cell motility, and morphogenesis by activating a tyrosine kinase signaling cascade after binding to the proto-oncogenic c-Met receptor
chr10	92038881	92039318	2.1	<i>Nedd1</i>	Nedd1 play role in cell cycle
chr4	37196302	37197507	2.0	<i>Lingo2</i>	Lingo2 play role in early development
chr8	68941877	68942087	2.0	<i>March1</i>	March1 is a member of membrane-bound E3 ubiquitin ligases
chr12	46228758	46229166	2.0	<i>Stxbp6</i>	Stxbp6 plays role in vesicle-mediated transport, phosphatidylinositol-4,5-bisphosphate binding
chr14	44121518	44121728	2.0	<i>Gm10375</i>	Predicted gene 10375

* Peaks are located within TSS

Table S3

Functional classification of genes located nearby ncRNAs

GO term number	GO term name	Genes are in cluster	P-Value
GO:0005912	adherens junction	<i>Ptprc, Tln2, Dlg5, Flnb</i>	0.004
GO:0006909	phagocytosis	<i>Cdc42se2, Elmol1, Elmod1</i>	0.010
GO:0046907	intracellular protein transport	<i>Slc25a13, Erbb2ip, Stam, Arfip1, Tnpol, Hook3</i>	0.056
GO:0005743	mitochondrial inner membrane	<i>Nat8b, Fech, Slc25a13, Au042651</i>	0.064
GO:0006468	protein amino acid phosphorylation	<i>Irak4, Ptprc, Ick, Csnk1e, 4921509C19Rik, Pim1</i>	0.05

Table S4

Functional annotation of genes with putative Nr5a2 binding site

Go Term number	GO term name	Genes are in cluster	P-Value
GO:0004857	enzyme inhibitor activity	Cst13, Cst8, Cst9, Spock3	0.04
GO:0002253	activation of immune response	Ptpnc, Cd55, Daf2	0.03
GO:0007626	locomotory behavior	Nrp2, Ccl21c, Ccl21b, Gm1987, Klhl1	0.05
GO:0042157	lipoprotein metabolic process	Apol10A, Apol9A, Apol7B	0.03

Fig. S1

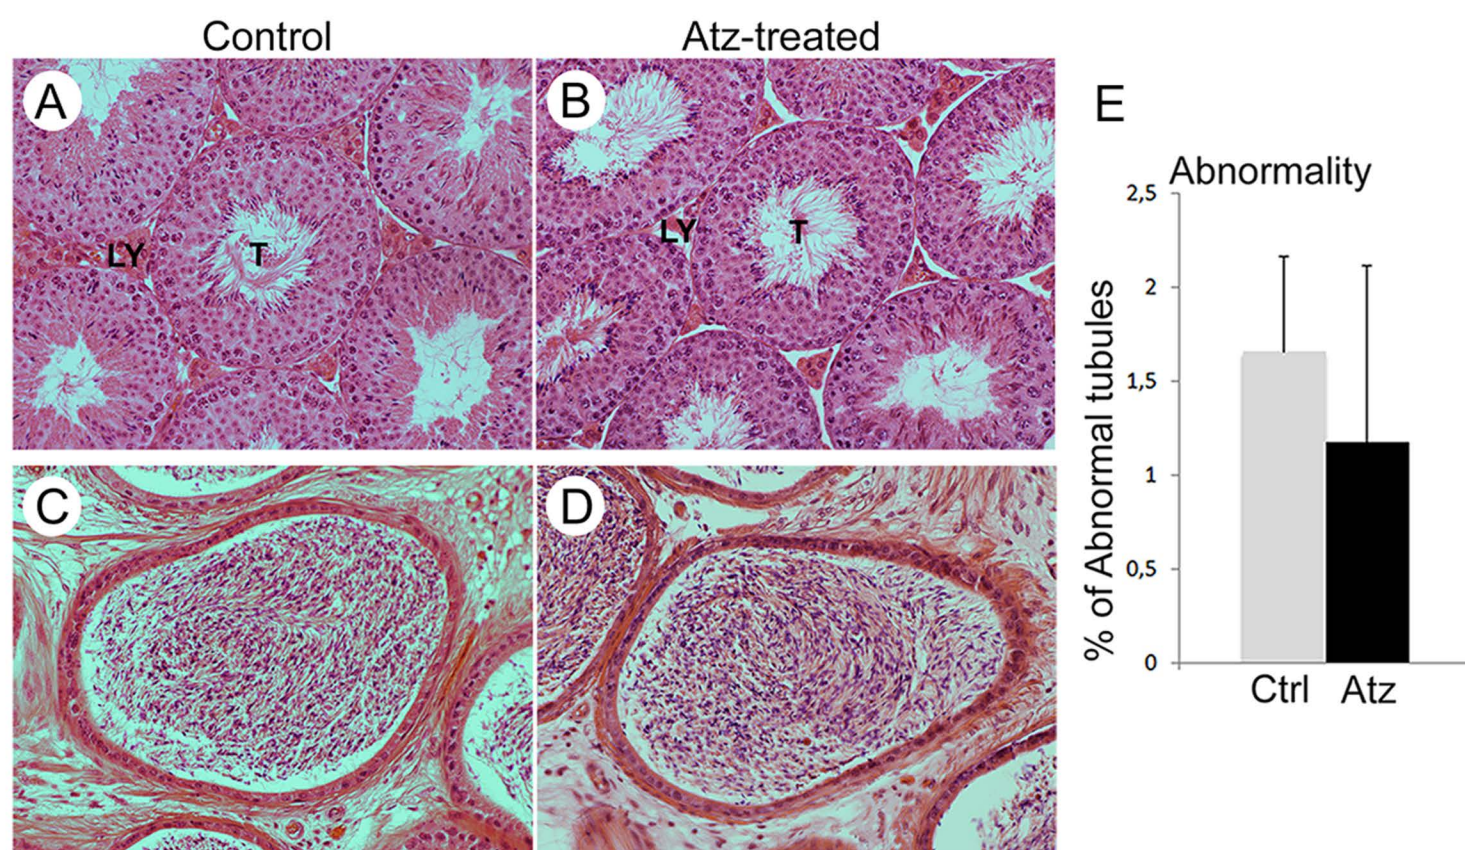

Fig. S1. Low-dose ATZ treatment doesn't affect the morphology of reproductive organs. A-D, Histological H&E stained sections of testis (A-B) and epididymis (C,D), (E) The percentage of abnormal tubules sections in ATZ-treated mice compared to the control. The abnormal tubules correspond to the sections where one or more germ cell layers were missing.

Fig. S2

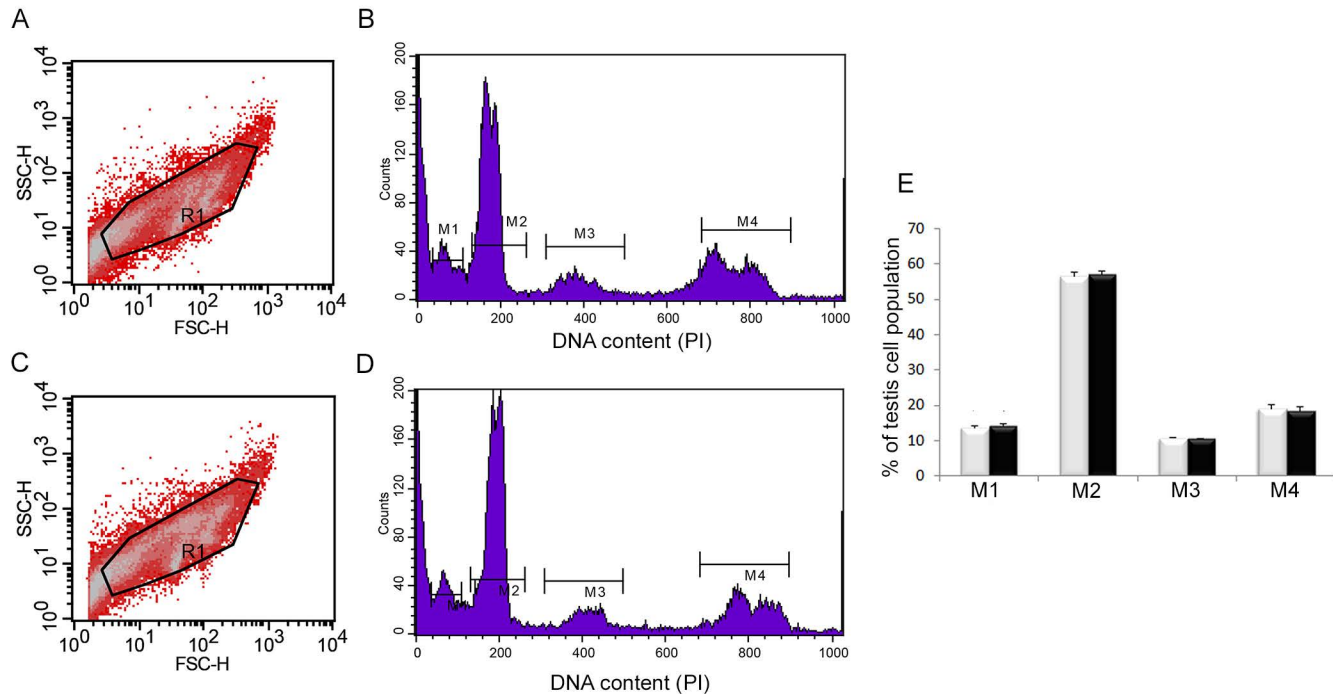

Fig. S2. Low-dose of atrazine doesn't affect cells population in seminiferous tubules. (A-D) The example of flow cytometric analysis of germ cells from (A-B) control and (C-D) treated mice. The same populations of cells were analyzed for each sample. The DNA content of cells was evaluated by propidium iodide incorporation (PI), four populations of cells were detected: M1, spermatozoa, M2, haploid cells, M3, diploid cells and M4, tetraploid cells (meiotic cells). (E) A quantitative analysis of each cell types; n=10.

Fig. S3

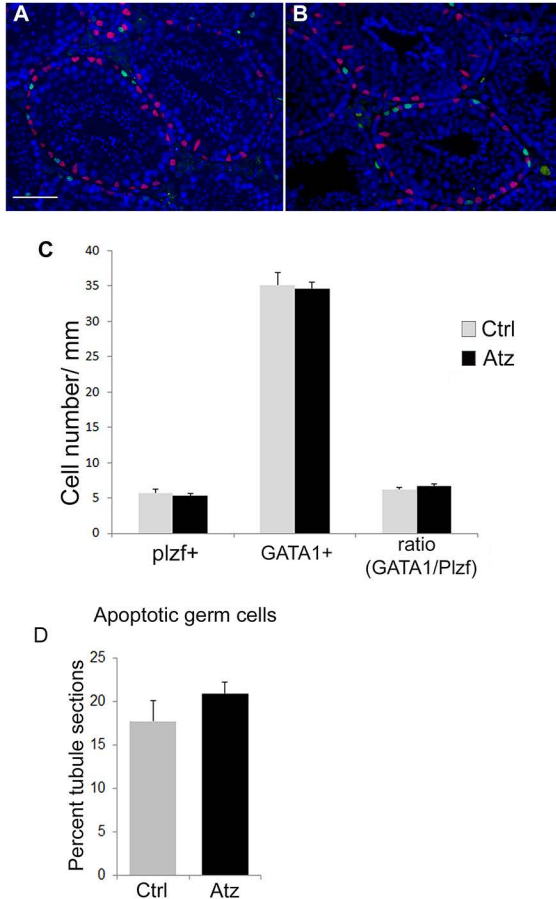

Fig. S3. Atrazine at low-dose doesn't affect the numbers of the undifferentiated spermatogonia and Sertoli cells. (A-B) Histological sections of (A) control and (B) ATZ-treated testes. Undifferentiated spermatogonia were labeled with anti-PLZF antibody (in green), Sertoli cells were labeled with anti- GATA1 (in red) antibodies (C) Labeled Sertoli and spermatogonia cells were counted at stage VII, the contours of each tubule section were measured using the Image J software. The data show the number of cell counts per millimeter of tubule circumference, scale bar: 50 μ m. (D) The TUNEL assays of testes sections. The results of at least 4 experiments were counted and presented as the percent of tubules containing apoptotic cells.

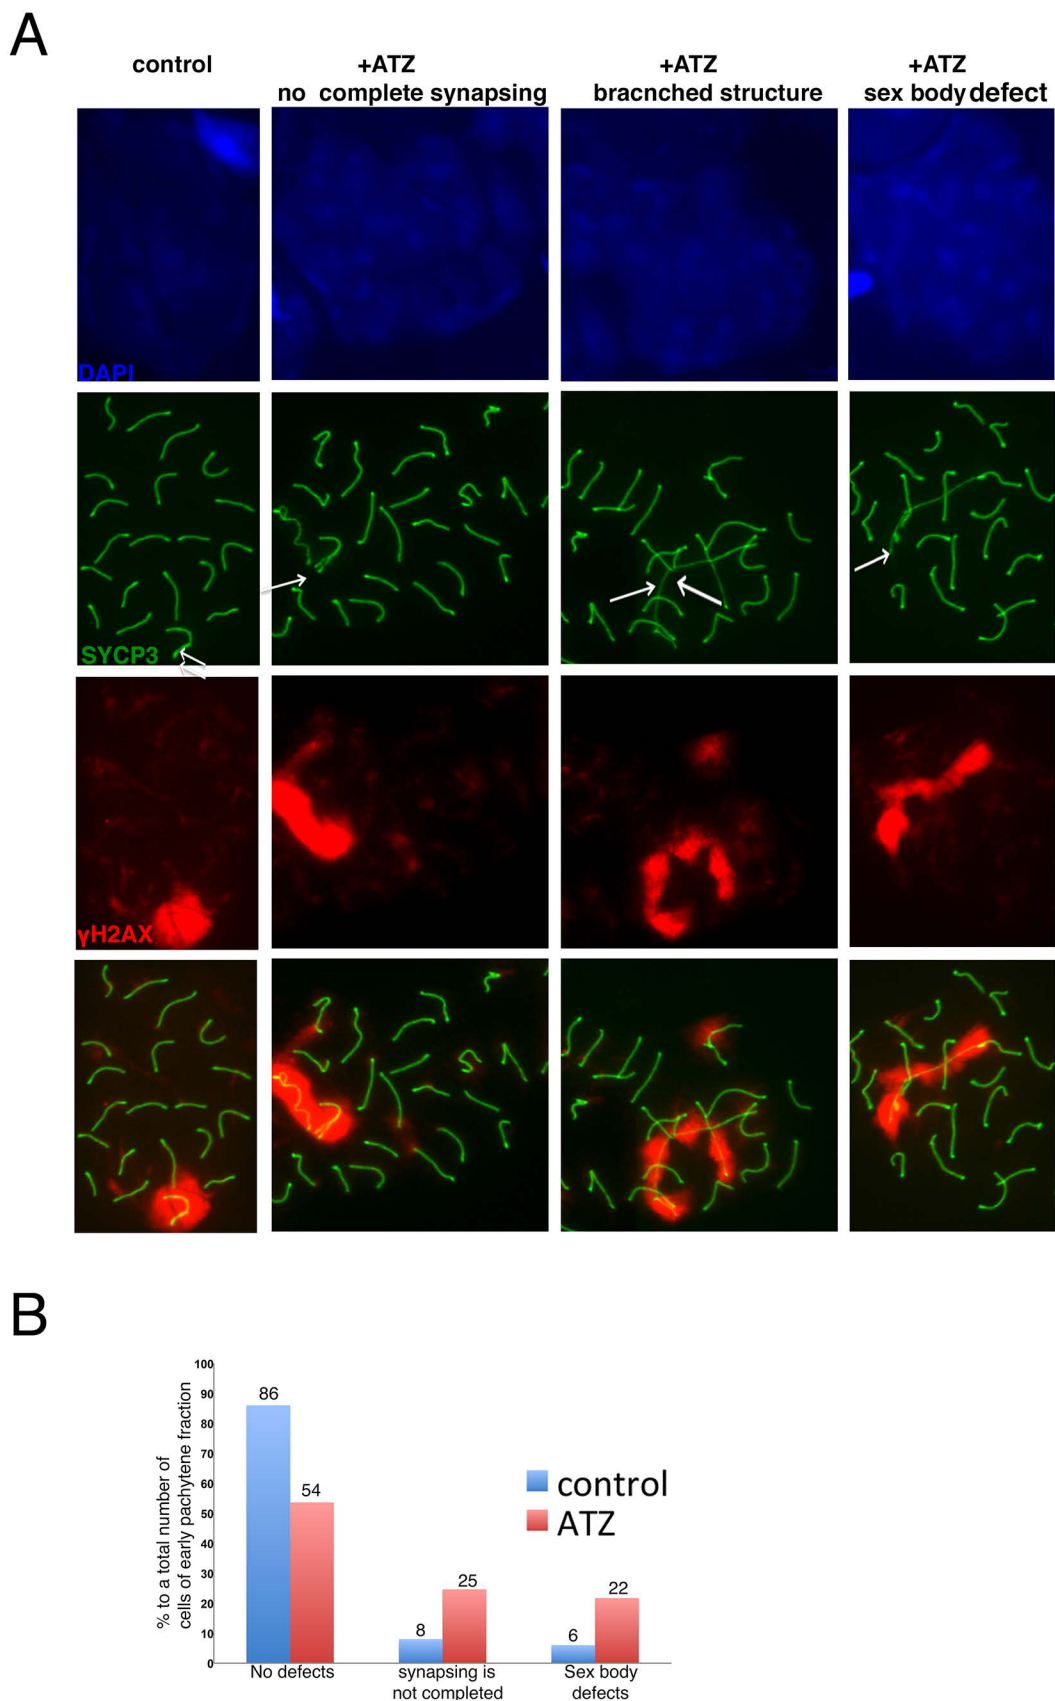

Fig. S4. Atrazine affects the chromosomes synapsing. (A) The analysis of γ H2AX and SYCP3 pattern of early pachytene staining: In control samples γ H2AX staining is weak at autosomal chromosomes but strong at sex body (first panel), in treated mice there is increase of cells with defects (1) single unsynapsed chromosomes, which show strong γ H2AX staining at autosomes (second panel), (2) there is the increase of cells with branched structures (third panel), (3) sex body has a long axes. (B) The distribution of defects was estimated in 100 cells at early pachytene stage from four independent experiments.

Fig.S5

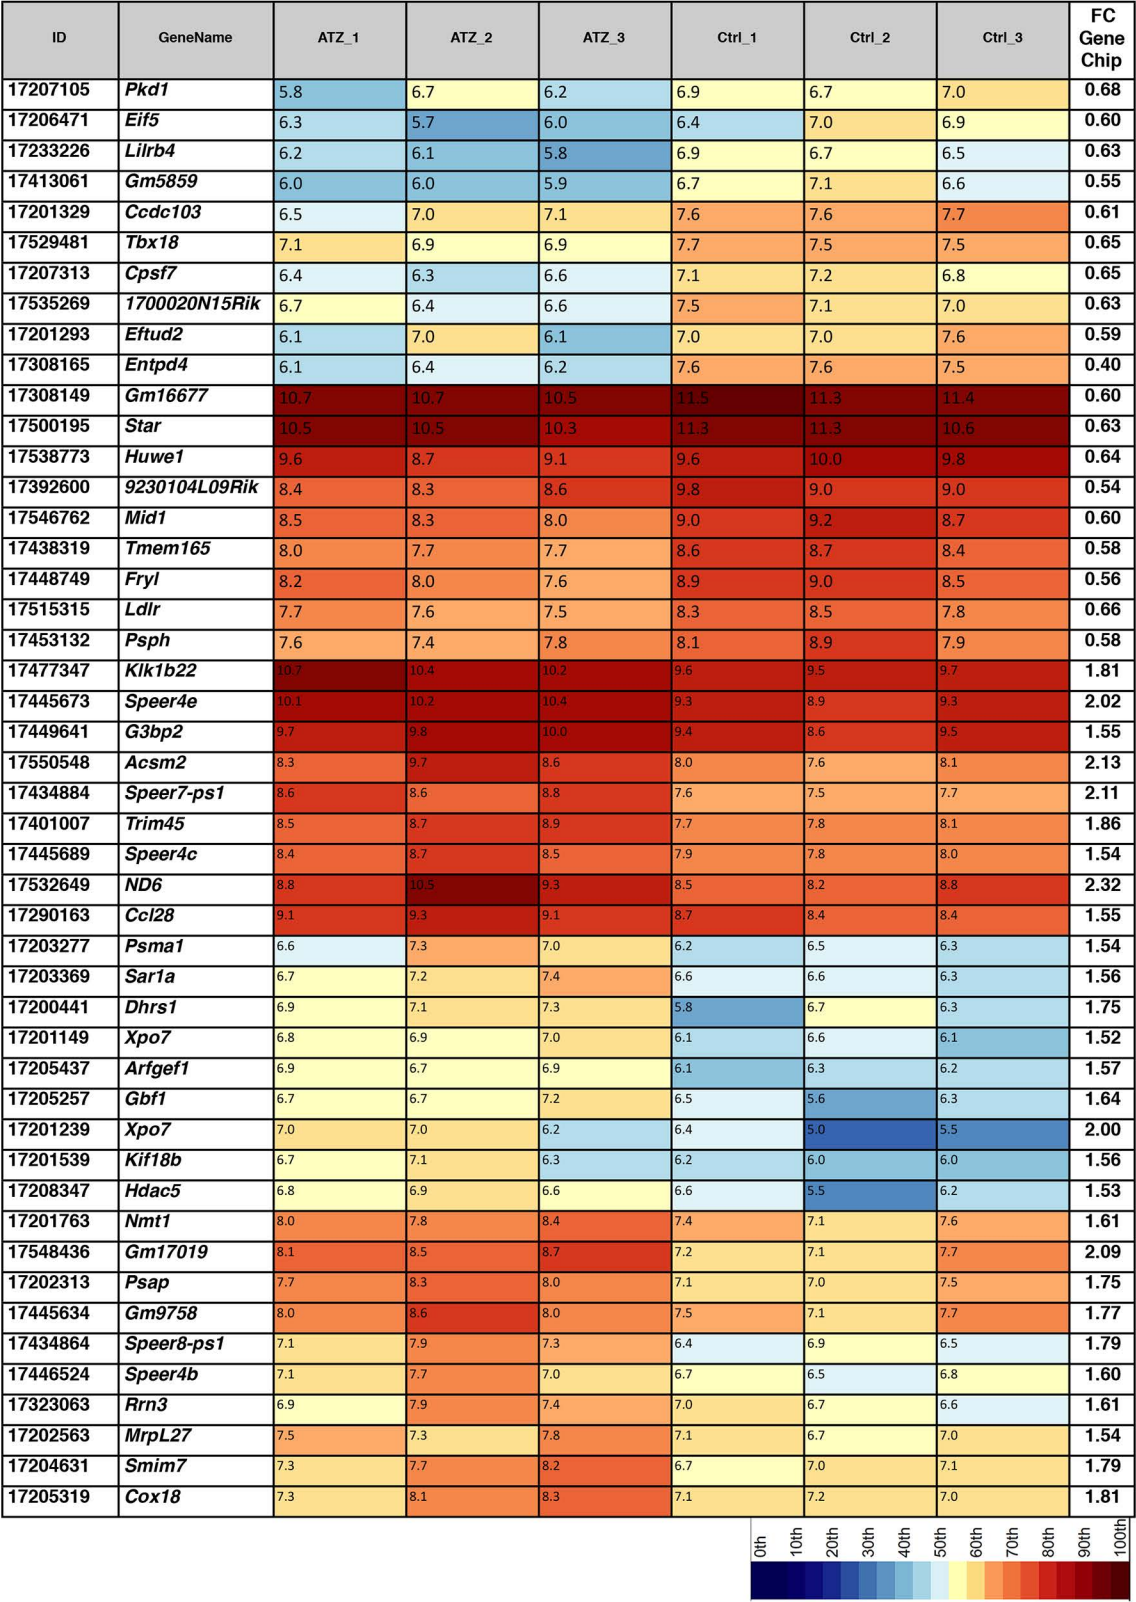

Fig. S5. Atrazine affects the genes expression. The differentially expressed genes were identified by Gene-Chip method. The first column shows the Affymetrix ID number, the second column shows the official gene symbols. The log2 scale of GeneChip values is given for ATZ or control samples. The fold changes of gene expression are shown in a last column.

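Each row of Fig. S5 is 1 probe set of the array, and its columns hold the log2 value of 1 array each. A difference of 1 between 2 columns is a 2-fold difference in signal. The fold change in the last column is on the linear scale, so values below 1 are genes with lower signal in ATZ-treated samples, such as Tmem165, which measured 7.77 ± 0.20 (SD, n = 3) in ATZ-treated and 8.60 ± 0.19 (SD, n = 3) in control samples. Recomputed from the 6 arrays, 36 of the 46 array folds of Table 2 equal the ratio of the group means of linear values at 1 decimal, and 32 equal the ratio from the means of log2 values. The largest gap to the ratio of linear means was 0.08. Several identifiers stand for probe sets to which the annotation of the arrays gives no gene symbol. Of the 46 in Table 2, 18 lie in the unnamed block, 10 have no symbol outside it, 15 have 1 symbol and 3 have several. For 28 of the genes the arrays hold another probe set with the gene symbol. The median log2 change in the direction of the paper was 0.74 at the listed probe sets of these genes and 0.03 at the brightest annotated ones, from -0.14 for Hdac5 to 0.75 for Mid1. Mid1 is also the 1 gene whose other annotated probe set met the criterion, a count that was 0 without control replicate 1 or 2 and 2 without control replicate 3.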

Fig.S6

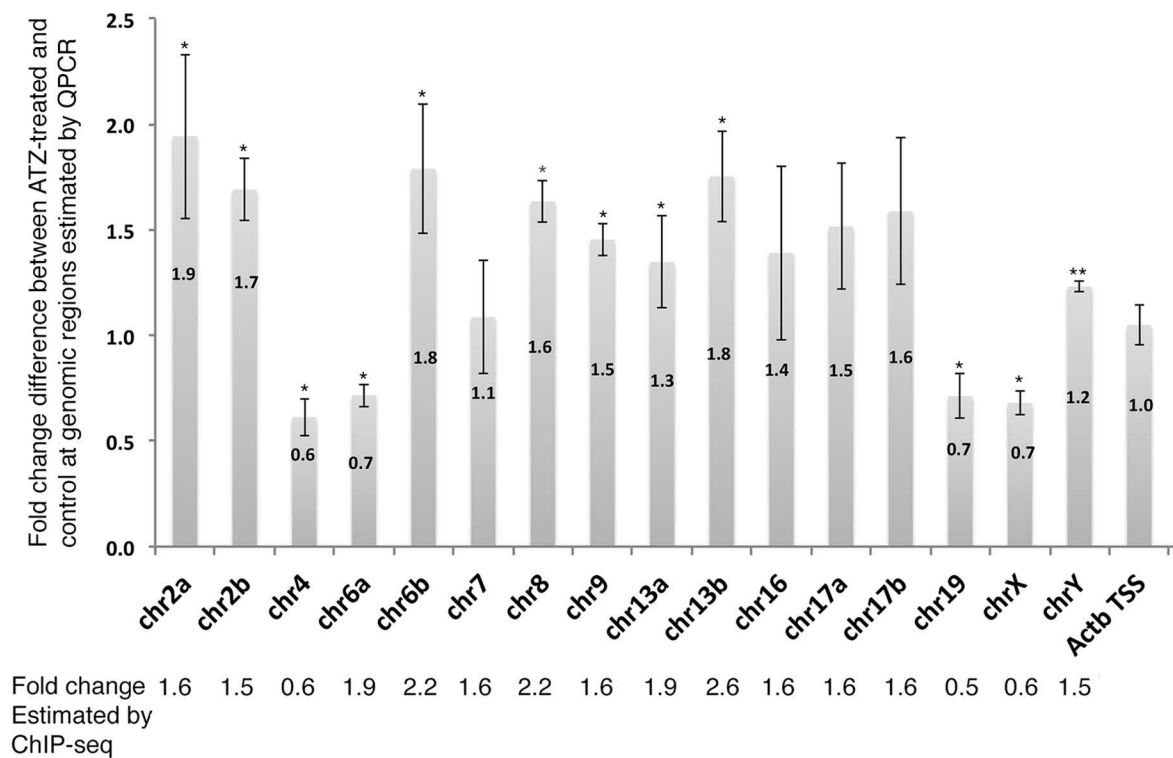

Fig. S6. ChIP-qPCR confirmation of identified differential H3K4me3 peaks. ChIPs were performed from 3 biological replicates of control and treated testes (details in Materials and Methods section). The equal amounts of DNA of ChIP and Input material were taken for qPCR. The ChIP efficiency was estimated by performing qPCR analysis of enrichment of promoters DNA of ActB, housekeeping gene, and as negative control the region of genome with absence any H3K4me3 signal was used. The enrichment of *Actb* is similar in both sets of samples and there is no enrichment of negative region (data not shown). ChIP-qPCR was performed as described in Materials and Methods section. Enrichments were estimated as a copy numbers in ChIP samples compared to the copy numbers in the input samples. The averaged values of enrichment of at least three treated samples were compared, plotted and expressed as fold change.

Supplementary file 1. Differential H3K4me3 peaks are not associated with DSBs									
Chromosome	Start	End	Fold_Change	H3K4me3_Accumulated	H3K4me3_Within_genes	H3K4me3_nearest_upstream_gene	Distance_to_nearest_upstream_gene	H3K4me3_nearest_downstream_gene	Distance_to_nearest_downstream_gene
chr5	15217817	15218108	6.2	ATZ	Speer7-ps1	4930572O03Rik	54940	4930519H02Rik	151638
chr5	14936867	14937118	6.0	ATZ	Speer4e	Gm9758	21978	Speer8-ps1	8176
chr5	14977994	14978281	5.7	ATZ	Speer8-ps1	Speer4e	39519	Gm17019	50669
chr5	14978623	14978993	4.8	ATZ	NA	Speer8-ps1	82	Gm17019	49957
chr1	13214621	13215994	4.2	cont	Ncoa2	Prdm14	97377	Tram1	338789
chr5	15124816	15125295	3.5	ATZ	Speer4d	Gm17019	91809	4930572O03Rik	32811
chr17	6494046	6494217	3.4	ATZ	NA	Tmem181b-ps	43904	Dynlt1f	106579
chr5	15125523	15125706	3.2	ATZ	Speer4d	Gm17019	92516	4930572O03Rik	32400
chr5	14914917	14915152	3.1	ATZ	NA	Gm9758	28	Speer4e	18479
chr14	69909210	69910543	3.0	cont	Synb	Slc25a37	6050	Gm16677	37221
chr5	15032099	15032493	2.9	ATZ	Gm17019	Speer8-ps1	53558	Speer4d	92424
chr18	37463167	37463871	2.8	ATZ	Pcdha4-g<br>Pcdhb3	Pcdhb2	5899	Pcdhb4	3238
chr14	69943852	69944785	2.7	cont	NA	Synb	31496	Gm16677	2979
chr5	14936238	14936480	2.6	ATZ	Speer4e	Gm9758	21349	Speer8-ps1	8814
chr17	6429542	6429778	2.6	ATZ	Dynlt1b	Dynlt1a	112068	Tmem181b-ps	8372
chr5	14937599	14937829	2.5	ATZ	Speer4e	Gm9758	22710	Speer8-ps1	7465
chr3	100723591	100731489	2.5	ATZ	Trim45	Vtcn1	22746	Ttf2	11294
chr1	194608391	194608626	2.5	ATZ	NA	Hhat	10978	1700065J18Rik	59273
chr17	6491637	6491975	2.5	ATZ	NA	Tmem181b-ps	41495	Dynlt1f	108821
chr5	14976373	14976907	2.5	ATZ	Speer8-ps1	Speer4e	37898	Gm17019	52043
chr5	14944534	14944797	2.4	ATZ	NA	Speer4e	6059	Speer8-ps1	497
chr17	6492231	6492684	2.4	ATZ	NA	Tmem181b-ps	42089	Dynlt1f	108112
chr15	98721379	98721524	2.3	ATZ	NA	Rheb1	9534	Dhh	1934
chr8	73608544	73608886	2.3	ATZ	NA	1700026F02Rik	57890	Haus8	166137
chr2	135536752	135537192	2.3	ATZ	NA	9630028H03Rik	127796	Plcb4	30374
chr17	6493079	6493317	2.2	ATZ	NA	Tmem181b-ps	42937	Dynlt1f	107479
chr8	66190792	66191168	2.2	ATZ	NA	Spock3	354899	Gm4975	212323
chr5	15031093	15031323	2.2	ATZ	Gm17019	Speer8-ps1	52552	Speer4d	93594
chr7	142450407	142451206	2.2	ATZ	NA	1700120G07Rik	62722	Nps	9096
chr15	36579531	36580059	2.2	cont	NA	Pabpc1	40803	Ywhaz	119957
chr16	65839556	65839983	2.2	cont	Vgll3	Chmp2b	276614	Cadm2	815683
chr17	6475846	6476233	2.2	ATZ	NA	Tmem181b-ps	25704	Dynlt1f	124563
chr7	125554914	125555453	2.2	ATZ	Syt17	4930583K01Rik	165849	Itpril2	73173
chr5	16072354	16072830	2.1	ATZ	Hgf	Cacna2d1	192025	Speer4f	909110
chr16	34657682	34658027	2.1	cont	Ropn1	Kalrn	143569	Ccdc14	32675
chr14	70008610	70009670	2.1	cont	Loxl2	Entpd4	23811	R3hcc1	87441
chr10	69070299	69070962	2.1	cont	Ank3	Cdk1	254639	Ccdc6	488907
chr8	68941877	68942087	2.0	ATZ	March1	BC030870	1288441	Tma16	58158
chr4	37196302	37197507	2.0	ATZ	NA	Lingo2	297525	1700009N14Rik	2199819
chr14	44121518	44121728	2.0	ATZ	NA	1700001F09Rik	95174	Gm10375	58564
chr19	25724428	25725066	2.0	cont	NA	Dmrt3	26017	2610016A17Rik	20558
chr10	85270633	85270855	2.0	ATZ	NA	Btbd11	147596	Pwp1	63721
chr11	11385440	11385926	2.0	ATZ	NA	Zbp	23018	4930415F15Rik	3343
chr19	36992713	36994298	2.0	cont	Fgfbp3	Tnks2	24746	Btaf1	6271
chr16	3542341	3542982	2.0	ATZ	NA	NA	NA	Olf161	49416
chr6	72197660	72199094	1.9	ATZ	NA	Atoh8	12089	Sftpb	54148

chr5	86337839	86338066	1.9	ATZ	NA	Epha5	1491432	Cenpc1	102984
chr5	89172263	89172670	1.9	ATZ	Mob1b	Grsf1	67067	Dck	21368
chr16	12757420	12757654	1.9	ATZ	NA	Shisa9	486423	1700003L19Rik	53829
chr17	6489260	6489496	1.9	ATZ	NA	Tmem181b-ps	39118	Dynlt1f	111300
chr1	50163539	50163765	1.9	ATZ	NA	Slc39a10	3253185	Tmeff2	820602
chr17	80513489	80513760	1.9	ATZ	NA	Hnrpll	51815	Galm	13051
chr7	138757178	138757585	1.9	ATZ	NA	Bub3	41766	Gpr26	400558
chr3	145364044	145365224	1.9	ATZ	NA	Cyr61	51095	Ddah1	56432
chr13	106679224	106679563	1.9	ATZ	NA	Htr1a	441011	Ipo11	904956
chr13	37806834	37809620	1.9	ATZ	NA	Ly86	295929	Rreb1	108287
chr15	61847741	61849545	1.9	ATZ	NA	Myc	25825	Pvt1	19997
chr4	14721166	14721604	1.9	ATZ	Lrrc69	Slc26a7	172241	Otud6b	15048
chrX	125046743	125046996	1.9	ATZ	NA	4921511C20Rik	1116313	4930558G05Rik	539064
chr6	112602449	112602734	1.9	ATZ	Rad18	Oxtr	162647	Srgap3	65232
chr9	122560789	122561878	1.9	ATZ	NA	9530059O14Rik	71024	Mir138-1	30116
chr2	103328416	103330526	1.9	ATZ	NA	Cat	3106	Abtb2	75941
chr16	93262599	93264142	1.9	ATZ	NA	Runx1	436288	1810053B23Rik	79819
chr14	103513557	103515202	1.9	ATZ	Mycbp2	Fbxl3	14831	SceI	397356
chr15	25337053	25337643	1.9	ATZ	Basp1	Cdh18	1932880	Gm5468	6304
chr1	134121907	134122204	1.9	ATZ	Lemd1	Mir135b	27146	Klhdc8a	72999
chr5	11256119	11256449	1.9	ATZ	NA	Gm6455	385311	Speer1-ps1	83959
chr2	60618485	60619430	1.9	ATZ	Mir684-1<br>Rbms1	Itgb6	57825	Gm13582	183003
chr17	38059443	38060367	1.9	ATZ	NA	Olfr127	17979	Olfr128	146
chr10	105801438	105802642	1.8	ATZ	NA	Ccdc59	516872	Ppfia2	104724
chr14	102641288	102642068	1.8	ATZ	NA	Lmo7	307378	Kctd12	733730
chr8	119526236	119526479	1.8	ATZ	Pkd1l2	Gcsh	8887	Bcmo1	93286
chr16	11106589	11107457	1.8	ATZ	Txndc11	Snn	31511	Zc3h7a	29230
chr11	30471470	30471863	1.8	ATZ	Acyp2	4930505A04Rik	99641	Psme4	199912
chr4	102815586	102817300	1.8	ATZ	Mier1	Wdr78	28682	Slc35d1	27023
chr7	28522343	28523104	1.8	ATZ	Zfp60	C030039L03Rik	30842	Gm10046	27588
chr1	132317624	132318013	1.8	ATZ	Daf2	Thsd7b	201769	Cd55	17594
chr2	156217533	156217700	1.8	ATZ	2900097C17Rik	Cnbd2	16159	Epb4.111	29088
chr2	171059519	171060824	1.8	ATZ	NA	Dok5	354244	1700028P15Rik	721555
chr17	6476411	6476645	1.8	ATZ	NA	Tmem181b-ps	26269	Dynlt1f	124151
chr9	77655868	77656207	1.8	ATZ	NA	Gclc	13572	Elov15	108965
chr14	96282579	96283239	1.8	ATZ	NA	4921530L21Rik	585	Klhl1	221245
chr15	57833085	57834200	1.8	ATZ	Fam83a	Wdr67	31462	9130401M01Rik	19627
chr14	57070152	57070756	1.8	ATZ	Rnf17	Atp12a	62764	Cenpj	74842
chr2	21991213	21991801	1.8	ATZ	NA	Gpr158	239044	Myo3a	157329
chr14	69953593	69956310	1.8	cont	Entpd4<br>Gm16677	Synb	41237	Loxl2	52973
chr1	138500886	138501281	1.8	ATZ	NA	Kif14	72798	Zfp281	20197
chr17	88602063	88602668	1.8	ATZ	NA	Gm4832	71607	Foxn2	237384
chr5	14945193	14945946	1.8	ATZ	Speer8-ps1	Speer4e	6718	Gm17019	83004
chr16	38407586	38408059	1.8	ATZ	Pla1a	Popdc2	29284	Adprh	37420
chr12	102287546	102288352	1.8	ATZ	Smek1	Ccdc88c	20353	D130020L05Rik	32309
chr7	126889145	126890054	1.8	ATZ	NA	Thumpd1	24866	Acsn3	14383
chr1	13352269	13352932	1.8	ATZ	Ncoa2	Prdm14	235025	Tram1	201851
chr14	72768642	72769553	1.8	ATZ	NA	4930434J06Rik	448397	Fndc3a	168207
chr3	35840290	35840911	1.8	ATZ	NA	Dcun1d1	8402	Mccc1	17320
chr5	104941675	104942629	1.8	ATZ	BC005561	Pkd2	6837	D930016D06Rik	12125

chr17	83847965	83848917	1.8	ATZ	Eml4	Pkdcc	223556	Cox7a2l	52340
chr14	104397145	104397593	1.8	ATZ	4930432J09Rik	Ednrb	153452	Pou4f1	463948
chr3	148175723	148176498	1.8	ATZ	NA	Ttll7	1530009	Lphn2	302052
chr3	89564549	89566063	1.8	ATZ	Chrnrb2	Adar	7172	Ube2q1	11468
chr5	47783319	47783794	1.8	ATZ	NA	Lcorl	1534540	Slit2	590600
chr18	27139320	27140251	1.8	ATZ	NA	Celf4	1226836	4930474G06Rik	1578414
chr13	19530318	19530677	1.8	ATZ	NA	Stard3nl	42697	Epdr1	152900
chr2	169065091	169066880	1.8	ATZ	NA	1700017J07Rik	260685	Tshz2	392266
chr11	49195710	49197180	1.8	ATZ	NA	Olfr1390	40739	Olfr1389	46749
chr18	80450663	80451116	1.8	ATZ	NA	Hsbp1l1	6822	Pqlc1	868
chr7	65025550	65026024	1.8	ATZ	Gabrb3	Gabra5	260171	Atp10a	887548
chr3	35597128	35598415	1.8	ATZ	NA	Gm6639	32043	Atp11b	54645
chr4	42087908	42088257	1.8	cont	4933409K07Rik	Gm13308	274498	Gm1987	142786
chr13	74684021	74684602	1.8	ATZ	NA	Zfp825	52623	Erap1	92718
chr17	6429271	6429489	1.8	ATZ	Dynlt1b	Dynlt1a	111797	Tmem181b-ps	8661
chr8	51601691	51602594	1.8	ATZ	NA	Gm2516	100248	Aga	2994462
chr6	34731741	34732540	1.8	ATZ	Agbl3	Cald1	6272	Tmem140	80606
chr14	69900581	69904584	1.8	cont	Slc25a37	Nkx3-1	87866	Synb	3871
chr7	68117865	68118774	1.8	ATZ	NA	Snrpn	832760	B230209E15Rik	555522
chr9	113617811	113618749	1.8	ATZ	NA	Pdcd6ip	434	Clasp2	31842
chr18	77094514	77095422	1.8	cont	Skor2	Smad2	623113	Ier3ip1	73344
chr11	73506782	73507813	1.8	ATZ	Zfp735	Olfr384	89760	Olfr389	82076
chr6	57428835	57429249	1.8	ATZ	NA	Vmn1r20	46239	Ppm1k	27247
chr6	57426415	57427090	1.8	ATZ	NA	Vmn1r20	43819	Ppm1k	29406
chr7	46667691	46667977	1.8	ATZ	Gm5114	Gm21276	147787	Zfp939	36911
chr14	97450641	97451506	1.8	ATZ	NA	Klhl1	532388	Dach1	734560
chr2	101000357	101002460	1.8	ATZ	NA	Lrrc4c	3528536	B230118H07Rik	398478
chr6	52857336	52860198	1.8	ATZ	Jazf1	Tax1bp1	140563	Gm4872	310960
chr2	65106788	65107361	1.8	ATZ	Mir684-1	Cobll1	30105	Slc38a11	47329
chr17	38040471	38040854	1.8	ATZ	Olfr127	Olfr126	51973	Olfr128	19659
chr8	126329483	126330677	1.7	ATZ	Rab4a	6030466F02Rik	65642	Ccsap	34067
chr1	138469744	138470787	1.7	ATZ	NA	Kif14	41656	Zfp281	50691
chr15	14388872	14390787	1.7	ATZ	NA	Cdh6	1285478	Cdh9	2317069
chr14	104437127	104438748	1.7	ATZ	NA	4930432J09Rik	10768	Pou4f1	422793
chr6	135609075	135610578	1.7	ATZ	NA	Emp1	275884	Grin2b	69245
chr11	101983975	101985159	1.7	ATZ	NA	Pyy	14885	Nags	21668
chr5	144412066	144413482	1.7	ATZ	Cyth3	Fam220a	86673	Usp42	57713
chr12	114782407	114783417	1.7	ATZ	Adam6a	Adam6b	52361	Zfp386	2502518
chr9	5120690	5122480	1.7	ATZ	NA	Gria4	324456	Casp1	176037
chr3	84183136	84183927	1.7	ATZ	4930565D16Rik	Trim2	74439	Fhdc1	62191
chr12	70166635	70167966	1.7	ATZ	NA	Gm17821	1396377	Rps29	90743
chr6	49439913	49440484	1.7	ATZ	NA	Stk31	20412	Npy	332244
chr11	84013887	84014648	1.7	ATZ	Acaca	Gm11437	32909	Aatf	221710
chr19	57644795	57645770	1.7	ATZ	NA	6720468P15Rik	57517	Atrnl1	39754
chr2	168023061	168024440	1.7	ATZ	Adnp	E130018N17Rik	43048	Dpm1	10108
chr8	131552476	131552963	1.7	ATZ	Ccdc7	Itgb1	294997	1700008F21Rik	38071
chr13	86706309	86707209	1.7	ATZ	NA	Cox7c	519909	Edil3	2253868
chr6	100072847	100075871	1.7	ATZ	NA	Prok2	396461	Rybp	102688
chr11	43090622	43091789	1.7	ATZ	NA	Atp10b	14835	Mir146	96110
chr6	47072868	47073123	1.7	ATZ	Cntnap2	Tpk1	3456694	Cul1	331200
chr7	31948073	31948979	1.7	ATZ	Gm10640	Gramd1a	12004	Scgb1b2	126559
chr5	15510247	15511699	1.7	ATZ	Cacna2d1	4930519H02Rik	120663	Hgf	547669

chr15	80650055	80652695	1.7	ATZ	Tnrc6b	Fam83f	119200	Mir5113	117774
chr1	37614857	37617687	1.7	ATZ	NA	Mgat4a	21753	2010300C02Rik	50834
chr7	48288116	48289359	1.7	ATZ	Gm4884	4930433I11Rik	37913	Gm5592	250338
chr13	48621523	48622032	1.7	ATZ	NA	Zfp169	12718	Mirlet7d	9349
chr13	3607049	3608474	1.7	ATZ	BC016423	Gdi2	41542	Asb13	24804
chr2	113125638	113127207	1.7	ATZ	Tmco5b	Ryr3	255150	Fmn1	40686
chr2	113927143	113929560	1.7	ATZ	Aqr	C130080G10Rik	39905	Zfp770	89637
chr13	103930028	103930674	1.7	cont	Mast4	Cd180	433317	Srek1	601021
chr18	67708306	67709050	1.7	ATZ	Spire1	Slmo1	68071	Cep76	68001
chr4	58560065	58561619	1.7	ATZ	Lpar1	Mir3095	106095	Olfr267	236032
chr5	39697186	39697578	1.7	ATZ	NA	Clnk	429254	4930513D17Rik	155410
chr6	79098702	79099811	1.7	ATZ	NA	Gm20362	112839	Gm20594	668214
chr10	104751393	104753044	1.7	ATZ	Tmtc2	Gm20765 Gm2	1117817	Gm15663	258563
chr15	9083841	9086297	1.7	ATZ	Lmbrd2	Skp2	13634	Ugt3a1	123287
chr15	3808941	3809403	1.7	ATZ	NA	Ghr	275711	Fbxo4	104161
chrX	55981083	55981440	1.7	ATZ	NA	Zic3	691276	4930550L24Rik	183198
chr12	87588060	87588790	1.7	ATZ	Gpatch2l	Gm805	52008	Esrrb	113277
chr4	87196895	87197341	1.7	ATZ	NA	Slc24a2	320451	Mllt3	218488
chr6	18817948	18818577	1.7	ATZ	Ankrd7	Naa38	13896	Kcnd2	2347532
chr18	22969705	22970634	1.7	ATZ	Nol4	Asxl3	280977	Dtna	603282
chr6	40848538	40850874	1.7	ATZ	Prss58	Moxd2	11045	1700074P13Rik	19585
chr15	50189298	50190448	1.7	ATZ	NA	Csmd3	1565763	Trps1	295857
chr9	55661663	55662115	1.7	ATZ	Scaper	Isl2	267678	Rfpl3s	148281
chr16	38894108	38894591	1.7	ATZ	NA	4930435E12Rik	65246	Igsf11	7867
chr6	40877973	40878730	1.7	ATZ	1700074P13Rik	Prss58	27587	1810009J06Rik	36041
chr12	82478891	82479238	1.7	ATZ	Gm4787	Slc8a3	44724	Adam4	41298
chr15	41563247	41564593	1.7	ATZ	Oxr1	Zfpm2	627109	Abra	132246
chr1	179921652	179921924	1.7	ATZ	Gm16432	Adss	195012	Desi2	195624
chr1	46723911	46724242	1.7	ATZ	NA	Dnahc7b	293516	Slc39a10	140147
chr4	102413398	102415183	1.7	ATZ	NA	Pde4b	133531	Sgip1	17785
chr18	45861158	45861734	1.7	ATZ	A330093E20Rik	Kcnn2	15621	Trim36	463220
chr7	134491512	134492379	1.7	ATZ	NA	Zfp768	2684	Zfp747	23672
chr9	55858768	55859124	1.7	ATZ	NA	Rfpl3s	30029	Gm7444	16319
chr8	123225295	123226578	1.7	ATZ	NA	Cox4i1	27186	Irf8	33698
chr16	24721439	24723477	1.7	ATZ	Lpp	A730098P11Rik	186881	A230028O05Rik	336248
chr1	182991730	182992858	1.7	ATZ	NA	9130409I23Rik	932	Nvl	30696
chr8	26700821	26701414	1.7	ATZ	Letm2	Fgfr1	14635	Whsc1l1	11364
chr14	44377752	44378086	1.7	ATZ	NA	Gm10375	192074	Ear1	18345
chr15	45808319	45809425	1.7	ATZ	NA	Kcnv1	861839	1700022A22Rik	346706
chr1	146597447	146598780	1.7	ATZ	NA	Rgs1	501213	Rgs18	1191
chr9	118241610	118242468	1.7	ATZ	NA	Cmc1	182296	4933432G23Rik	96489
chr11	25740027	25740661	1.7	ATZ	5730522E02Rik	4933427E13Rik	472890	Fanci1	546423
chr3	157512913	157515312	1.7	ATZ	NA	Ptger3	205191	Cth	41900
chr17	7151832	7152054	1.7	ATZ	Rsph3b	Mir692-1	52146	Tagap1	7260
chr2	74145133	74145843	1.7	ATZ	4930441J16Rik	Atp5g3	395782	Lnp	207051
chr2	41350136	41351239	1.7	ATZ	Lrp1b Mir684-1	Ppp6c	2268278	Kynu	2059610
chr7	46570637	46571072	1.7	ATZ	NA	Gm21276	50733	Gm5114	91592
chr10	76920427	76921708	1.7	ATZ	NA	Gm17769	36743	Fam207a	27692
chr8	94093291	94095124	1.7	ATZ	Fto	Rpgrip1l	256170	Irx3	227286
chr8	84730718	84732474	1.7	ATZ	NA	Inpp4b	84258	Il15	123049
chr5	39239690	39240402	1.7	ATZ	Clnk	Zfp518b	163625	4930513D17Rik	612586
chr5	5076030	5076398	1.7	ATZ	Cdk14	Fzd1	317814	1700015F17Rik	361429

chr2	146113613	146115587	1.7	ATZ	Ralgapa2	A930019D19Rik	20717	4933406D12Rik	253080
chr14	15942542	15943519	1.7	ATZ	NA	Nek10	103335	Lrrc3b	246512
chr10	70409180	70409842	1.7	cont	Bicc1	D630013N20Rik	290469	C730027H18Rik	221643
chr7	53682403	53683553	1.7	ATZ	Kcnc1	Myod1	47941	Sergef	14976
chr6	6243671	6244169	1.7	ATZ	NA	Slc25a13	76498	Shfm1	264106
chr11	11364223	11364954	1.7	ATZ	NA	Zpbp	1801	4930415F15Rik	24315
chr4	84509387	84510265	1.7	ATZ	NA	Bnc2	188397	Cntln	19966
chr14	45120024	45120479	1.7	ATZ	BC061237	1700047E10Rik	329122	Gm8267	216363
chr7	74187318	74189756	1.7	ATZ	Adamts17	Cers3	218740	Lysmd4	177674
chr15	51829878	51832906	1.7	ATZ	NA	Rad21	6572	Aard	38747
chr12	65048892	65050025	1.7	ATZ	NA	Lrfn5	2102647	Fscb	522295
chr5	20149397	20150712	1.7	ATZ	Magi2	Gnai1	2283166	Phtf2	113770
chr2	68494659	68497174	1.7	ATZ	4932414N04Rik	4933409G03Rik	40139	Cers6	202440
chr2	65107486	65108183	1.7	ATZ	Mir684-1	Cobll1	30803	Slc38a11	46507
chr5	84241499	84242309	1.7	ATZ	NA	Tecrl	457279	Epha5	241479
chr9	67542172	67543343	1.7	ATZ	NA	Tln2	134662	C2cd4b	63901
chr17	22655565	22656648	1.7	ATZ	NA	Zfp946	61909	Vmn2r111	28260
chr13	112277401	112278213	1.7	ATZ	Gpbp1	Actbl2	229444	Mier3	198173
chr3	28792548	28794186	1.7	ATZ	Gm1527	Rpl22l1	86211	Egfem1	187313
chr16	9035020	9036278	1.7	ATZ	NA	1810013L24Rik	176003	Grin2a	541525
chr5	79011809	79012603	1.7	ATZ	NA	Pea15b	1071036	Lphn3	2438015
chr8	68943451	68944005	1.7	ATZ	March1	BC030870	1290015	Tma16	56240
chr14	99488842	99489368	1.7	ATZ	Dis3	Bora	15516	Pibf1	9284
chr6	40878942	40880372	1.7	ATZ	1700074P13Rik	Prss58	28556	1810009J06Rik	34399
chr17	46469000	46469865	1.7	ATZ	NA	Abcc10	4028	Zfp318	50850
chr17	38088958	38089459	1.7	ATZ	Olfr761	Olfr128	27519	Olfr129	102085
chr3	135213575	135213834	1.7	ATZ	Manba	Ube2d3	83433	Nfkb1	33785
chr11	72423270	72423799	1.7	ATZ	Ube2g1	Spns3	59522	Ankfy1	79705
chr4	34501000	34501901	1.7	ATZ	Akirin2	Spaca1	363958	Orc3	12129
chr17	62796310	62798491	1.7	ATZ	NA	Nudt12	3643565	Efna5	153815
chr13	95317580	95319459	1.7	ATZ	Ap3b1	Gm9776	188702	Tbca	239439
chr10	70412049	70413235	1.6	ATZ	Bicc1	D630013N20Rik	293338	C730027H18Rik	218250
chr7	48409328	48409749	1.6	ATZ	NA	Gm4884	108656	Gm5592	129948
chr11	74744736	74745811	1.6	ATZ	Smg6	Srr	5436	Hic1	232256
chr6	127749306	127749457	1.6	cont	NA	Prmt8	30129	Tspan11	88183
chr12	17613628	17613934	1.6	ATZ	NA	Odc1	55320	Hpcal1	83686
chr13	8856679	8858877	1.6	ATZ	Wdr37	Adarb2	97125	Idi1	25975
chr2	16838314	16839115	1.6	ATZ	NA	Plxdc2	164572	4930515L03Rik	1190
chr16	58719238	58719934	1.6	ATZ	NA	Gpr15	401	Cldn25	8089
chr13	49999668	50000245	1.6	ATZ	NA	lars	170032	Gm906	340305
chr13	76408015	76408452	1.6	ATZ	NA	Ttc37	82584	Mctp1	113957
chr5	8178113	8178615	1.6	ATZ	Adam22	Sri	108868	Dbf4	218354
chr16	4658820	4659610	1.6	ATZ	Coro7	Vasn	7654	Dnaja3	24460
chr6	116537492	116539733	1.6	ATZ	NA	Olfr215	4530	Zfp422	34301
chr8	60007688	60008195	1.6	ATZ	Galnt7	Hmgb2	12892	AW046200	122355
chr3	107350845	107351688	1.6	ATZ	NA	Slc6a17	29909	Ubl4b	4928
chr2	80475903	80476675	1.6	ATZ	NA	Dusp19	4085	Nup35	2294
chr5	134825120	134825489	1.6	ATZ	NA	Gtf2i	34504	Gtf2ird1	8042
chr7	142448929	142450184	1.6	ATZ	NA	1700120G07Rik	61244	Nps	10118
chr14	24937827	24938301	1.6	ATZ	NA	Kcnma1	114400	Dlg5	14874
chr9	13105243	13106913	1.6	ATZ	4930568E12Rik	Cntn5	3120999	Phxr4	127668
chr1	120331257	120332801	1.6	ATZ	Clasp1	Mki67ip	100849	2900060B14Rik	22445

chr5	107350031	107350874	1.6	ATZ	Hfm1	Zfp644	224182	Cdc7	42467
chr5	88406205	88407873	1.6	ATZ	1700066N21Rik	Csn3	44916	Cabs1	603
chr11	74574346	74575455	1.6	ATZ	NA	Pafah1b1	36460	Mettl16	8910
chr13	21530870	21531309	1.6	ATZ	Pgbd1	Zkscan3	36246	Zscan26	2735
chr8	44611514	44612333	1.6	ATZ	Adam26b	Zfp42	219151	Adam26a	41297
chr14	20237394	20237681	1.6	ATZ	NA	Ube2e2	511253	Gm5458	175679
chr9	83137753	83139451	1.6	ATZ	NA	Hmgn3	97539	Lca5	145511
chr16	69877225	69878723	1.6	ATZ	NA	Speer2	13236	Gbe1	435471
chr6	57552754	57553137	1.6	ATZ	Herc6	Ppm1k	67334	Pyurf	81596
chr13	94992671	94993215	1.6	ATZ	Scamp1	Lhfpl2	27307	Gm9776	133489
chr9	43873127	43873502	1.6	ATZ	NA	Thy1	16465	Usp2	1602
chr5	134606521	134606885	1.6	ATZ	Gatsl2	Auts2	1588308	Wbscr16	17043
chr4	22864951	22866296	1.6	ATZ	NA	Pou3f2	449438	Mms22l	1557313
chr7	28759663	28760232	1.6	ATZ	Zfp780b	1700049G17Rik	45214	Gm4636	9258
chr14	8949459	8950279	1.6	ATZ	Pxk	Rpp14	25099	Pdhb	48226
chr5	74431394	74432548	1.6	ATZ	Usp46	Spata18	360671	Dancr	56560
chr1	44230172	44232146	1.6	ATZ	Ercc5	Bivm	28556	Mettl21e	28769
chr16	52830168	52831144	1.6	ATZ	NA	4930404A05Rik	14311	Zpld1	2394144
chr1	120332946	120334062	1.6	ATZ	Clasp1	Mki67ip	102538	2900060B14Rik	21184
chr8	10252032	10253526	1.6	ATZ	Myo16	Tnfsf13b	216033	B930025P03Rik	616896
chr17	45163975	45164490	1.6	ATZ	Supt3	4930564C03Rik	146141	Cdc5l	364349
chr19	49162662	49163903	1.6	ATZ	NA	Sorcs3	282667	Sorcs1	1053888
chr8	46680457	46682056	1.6	ATZ	Sorbs2	Tlr3	184564	D330022K07Rik	126623
chr1	166393413	166394153	1.6	ATZ	NA	Atp1b1	4927	Dpt	332710
chr10	87824865	87826154	1.6	ATZ	NA	Dram1	5045	Gnptab	16003
chr5	120774856	120777230	1.6	ATZ	NA	Rbm19	125876	Lhx5	104665
chr14	108037820	108038686	1.6	ATZ	NA	1700128A07Rik	1152119	Slitrk1	1270520
chr4	41812954	41813176	1.6	cont	Ccl21b Ccl21c G	Ccl27a	91905	Gm13298	23608
chr6	82626168	82626993	1.6	ATZ	NA	Pole4	23309	Hk2	48028
chr8	90696788	90698048	1.6	ATZ	NA	Heatr3	946	Papd5	25064
chr14	39058166	39059289	1.6	ATZ	NA	Ghitm	1109658	Nrg3	122848
chr6	12368862	12370122	1.6	ATZ	Thsd7a	Gm6578	309282	Tmem106b	649637
chr14	68721030	68722113	1.6	ATZ	NA	Nefl	15236	Nefm	15489
chr10	66648327	66649130	1.6	ATZ	Jmjd1c	Reep3	88591	Nrbf2	80307
chrX	43644518	43646823	1.6	ATZ	4930515L19Rik	1110059M19Rik	1198551	Actrt1	35361
chr14	38419541	38420588	1.6	ATZ	NA	Ghitm	471033	Nrg3	761549
chr8	9130192	9132700	1.6	ATZ	4933430N04Rik	Arglu1	439655	4930453L07Rik	11969
chr16	5371790	5372387	1.6	ATZ	NA	Fam86	115741	Rbfox1	512499
chr2	150953111	150953355	1.6	ATZ	NA	Gm14151	23566	4930442J19Rik	174420
chr1	53026378	53028680	1.6	ATZ	NA	1700019D03Rik	16694	Mstn	89827
chr12	52682405	52682696	1.6	ATZ	NA	Scfd1	131322	Coch	11632
chr10	74480164	74481999	1.6	ATZ	Rtdr1	Gnaz	1542	Rab36	17835
chr11	97717320	97718508	1.6	ATZ	Fbxo47	B230217C12Rik	12963	Plxdc1	66043
chr9	41693469	41696705	1.6	ATZ	NA	2610203C20Rik	292899	Sorl1	79867
chr10	87826393	87828103	1.6	ATZ	NA	Dram1	6573	Gnptab	14054
chr18	68632270	68632851	1.6	ATZ	NA	Mc2r	43296	4930546C10Rik	416290
chr3	152605501	152607236	1.6	ATZ	St6galnac5	Pigk	153524	St6galnac3	258237
chr13	104613543	104614517	1.6	ATZ	Erbp2ip	Srek1	58881	Nln	199002
chr7	66399861	66400855	1.6	ATZ	NA	Atp10a	315065	Ube3a	83265
chr13	118030868	118031963	1.6	ATZ	Emb	Gm6416	106177	Hcn1	359164
chr1	36949934	36950875	1.6	ATZ	Tmem131	Zap70	110273	Cnga3	325231
chr4	9843506	9845081	1.6	ATZ	4930448K20Rik	Gdf6	54014	1700123O12Rik	590097

chr15	19323881	19325737	1.6	ATZ	NA	Cdh10	379892	Acot10	1269232
chr11	48153968	48154521	1.6	ATZ	NA	Sgcd	961164	Gnb2l1	459341
chr6	20918577	20920432	1.6	ATZ	NA	Ankrd7	2088993	Kcnd2	245677
chr1	75328604	75329190	1.6	ATZ	NA	Dnpep	14392	Des	27729
chr10	114385442	114386711	1.6	ATZ	NA	Trhde	147016	Tph2	128986
chr5	31652113	31653775	1.6	ATZ	NA	Gckr	22438	Zfp512	101034
chr2	21990672	21991106	1.6	ATZ	NA	Gpr158	238503	Myo3a	158024
chr1	139862747	139865400	1.6	ATZ	Mir181a-1<br>Mir181b-1	Nr5a2	1005722	Ptpcr	94036
chr3	6135400	6135726	1.6	ATZ	NA	Pex2	559152	1700008P02Rik	479687
chr9	54029137	54032749	1.6	ATZ	Cyp19a1	Tnfaip8l3	112919	1700104A03Rik	83638
chr2	41148892	41149310	1.6	ATZ	Lrp1b Mir684-1	Ppp6c	2067034	Kynu	2261539
chr10	18505419	18505982	1.6	ATZ	Gm4922	D10Bwg1379e	41855	4930444F02Rik	11123
chr14	69945546	69947016	1.6	cont	NA	Synb	33190	Gm16677	748
chr1	98209645	98211343	1.6	ATZ	NA	1700063A18Rik	291310	4930533P14Rik	297291
chr11	22240512	22242795	1.6	ATZ	NA	Ehbp1	53714	Tmem17	169491
chr12	82477513	82478815	1.6	ATZ	Gm4787	Slc8a3	43346	Adam4	41721
chr3	112453294	112453967	1.6	ATZ	NA	Gm6602	568375	Amy2b	496607
chr17	21196609	21196852	1.6	ATZ	NA	Zfp160	30789	Vmn1r234	168938
chr2	180448493	180449788	1.6	ATZ	Gid8	Dido1	3789	Slc17a9	10256
chr8	68941269	68941744	1.6	ATZ	March1	BC030870	1287833	Tma16	58501
chr5	43353841	43354778	1.6	ATZ	NA	Bod1l	1118287	Gm7854	188147
chr5	99931672	99932974	1.6	ATZ	NA	Rasgef1b	249726	A930011G23Rik	224789
chr12	97900104	97901520	1.6	ATZ	NA	1700019M22Rik	614672	Galc	1538990
chr3	31587088	31588012	1.6	ATZ	NA	Slc7a14	377847	Kcnmb2	213613
chr17	55786056	55787477	1.6	ATZ	NA	Vmn2r118	22086	Pot1b	3846
chr1	56075363	56076486	1.6	ATZ	NA	9130227L01Rik	46421	Hsfy2	616407
chr12	16678833	16679902	1.6	ATZ	Greb1	Ntsr2	11791	E2f6	137869
chr1	37551357	37551905	1.6	ATZ	Mgat4a	4930594C11Rik	5907	2010300C02Rik	116616
chr2	14440276	14440729	1.6	ATZ	NA	Slc39a12	23672	Cacnb2	85204
chr7	90858891	90859704	1.6	ATZ	Il16	Stard5	68053	1700026D08Rik	64423
chr10	113304846	113305486	1.6	ATZ	NA	Atxn7l3b	938764	Trhde	530391
chr1	178683009	178684995	1.6	ATZ	Cep170	Pld5	477566	Mir350	17461
chrX	73630557	73631572	1.6	ATZ	NA	Gm4937	117545	4930428D18Rik	7117
chr9	18201386	18202465	1.6	ATZ	NA	Naalad2	11014	Ubtfl1	6397
chr13	63535647	63537044	1.6	ATZ	NA	Fancc	2594	Ptch1	75797
chr18	37096578	37096895	1.6	ATZ	Pcdha1	Gm6756	14717	Pcdha2	1964
chr2	169211582	169212945	1.6	ATZ	NA	1700017J07Rik	407176	Tshz2	246201
chr11	52001398	52001672	1.6	ATZ	NA	Olfr1372-ps1	29989	Olfr1371	24882
chr14	30174836	30175968	1.6	ATZ	Cacna2d3	Lrtm1	328008	Selk	605598
chr7	112561108	112563264	1.6	ATZ	NA	Cnga4	3856	Cckbr	11070
chr13	59662098	59662989	1.6	ATZ	NA	Agtbp1	3418	A230056J06Rik	18548
chr14	40893330	40894320	1.6	ATZ	NA	1700109I08Rik	394749	Sh2d4b	734837
chr10	86003246	86004212	1.6	ATZ	NA	Syn3	41605	1810014B01Rik	144060
chr10	18379500	18380762	1.6	ATZ	D10Bwg1379e	Hebp2	113618	Gm4922	118771
chr5	145803958	145804158	1.6	ATZ	1700018F24Rik	Gm4871	10325	Arpc1a	40580
chr2	65104578	65106311	1.6	ATZ	Mir684-1	Cobll1	27895	Slc38a11	48379
chr13	34831407	34832525	1.6	ATZ	Fam50b	Pxdc1	86857	Prpf4b	134838
chr9	79086113	79086819	1.6	ATZ	NA	Cd109	522046	Gm10635	205025
chr18	9099216	9100050	1.6	ATZ	NA	Wac	1170191	Fzd8	112804
chr2	91409914	91412149	1.6	ATZ	Ckap5	Lrp4	55856	Snord67	24089
chr16	89218841	89220386	1.6	ATZ	NA	Krtap20-2	12202	Krtap21-1	182886

chr5	99936364	99941799	1.6	ATZ	NA	Rasgef1b	254418	A930011G23Rik	215964
chr5	122963541	122965172	1.6	ATZ	NA	Atp2a2	11307	lft81	35041
chr12	101394420	101396363	1.6	ATZ	Nrde2	Psmc1	32846	Gm10433	29815
chr9	67271644	67272791	1.6	ATZ	Tln2	Mir190	187111	C2cd4b	334453
chr2	14438803	14440215	1.6	ATZ	NA	Slc39a12	22199	Cacnb2	85718
chr7	59270117	59273916	1.6	ATZ	1700015G11Rik	Svip	8729	Luzp2	2816699
chrX	6646464	6648080	1.6	ATZ	Akap4	Ccnb3	27719	Clcn5	87458
chr6	85851209	85852966	1.6	ATZ	1700019G17Rik	Cml2	32078	Cml1	7182
chr1	47001556	47001892	1.6	ATZ	NA	Slc39a10	91202	Tmeff2	3982475
chr4	153950493	153951283	1.6	ATZ	Prdm16	Arhgef16	276489	5930403L14Rik	53517
chr18	52805133	52808718	1.6	ATZ	1700034E13Rik	Zfp474	5649	Gykl1	44615
chr11	73009115	73009904	1.6	ATZ	Ctns	Tax1bp3	13567	Shpk	3080
chrX	108305850	108307063	1.6	ATZ	Cylc1	Pou3f4	294961	Rps6ka6	194738
chr1	136444842	136447126	1.6	ATZ	NA	4931440L10Rik	1243	Kdm5b	9629
chr11	52401493	52402567	1.6	ATZ	NA	9530068E07Rik	179268	Fstl4	175641
chr6	124321395	124323904	1.6	ATZ	NA	1700013D24Rik	14291	Pex5	22930
chr2	180468358	180468938	1.6	ATZ	Slc17a9	Gid8	15136	Bhlhe23	40148
chr4	12338454	12340968	1.6	ATZ	NA	Fam92a	239292	Triqk	493016
chr12	52511919	52512887	1.6	ATZ	Scfd1	G2e3	33946	Coch	181441
chr13	111358642	111360026	1.6	ATZ	NA	Plk2	167591	3110015C05Rik	641651
chr6	49058374	49062140	1.6	ATZ	Igf2bp3	Malsu1	23658	Tra2a	131780
chr1	61896744	61898503	1.6	ATZ	Pard3b	9530026F06Rik	443996	Nrp2	851388
chr12	55595247	55596187	1.6	ATZ	NA	Gm7550	102942	Sptssa	150174
chr1	44135221	44137021	1.6	ATZ	NA	Mettl21c	58370	Tex30	6441
chr16	9036426	9036980	1.6	ATZ	NA	1810013L24Rik	177409	Grin2a	540823
chr4	88083525	88085293	1.6	ATZ	Ptplad2	Focad	26610	Ifnb1	82636
chr11	113033560	113034397	1.6	ATZ	2610035D17Rik	Sox9	384489	4732490B19Rik	30232
chr4	114058845	114062625	1.6	ATZ	NA	Skint11	141212	Trabd2b	16704
chr15	46453727	46455632	1.6	ATZ	4930548G14Rik	4930523O13Rik	126002	Csmd3	956552
chr17	88042884	88046827	1.6	ATZ	Epcam	Calm2	196609	Msh2	25070
chr10	42536242	42538212	1.6	ATZ	Sec63	Ostm1	113974	Scml4	42106
chr8	48029942	48030864	1.6	cont	NA	Irf2	97130	Enpp6	41415
chr11	54342222	54345178	1.6	ATZ	Rapgef6	Fnip1	10479	Cdc42se2	185739
chr5	88407937	88410039	1.6	ATZ	1700066N21Rik	Csn3	46648	Smr3a	21511
chr11	19781164	19782366	1.6	ATZ	NA	4933406G16Rik	805421	Spred2	42079
chr12	55829169	55829992	1.6	ATZ	NA	Eapp	32317	Snx6	17352
chr16	77352432	77353915	1.6	ATZ	2810055G20Rik	Usp25	235407	Mir99a	245266
chr17	92270629	92271539	1.6	ATZ	NA	Nrxn1	778487	Adcyap1	1327223
chr1	3863106	3864563	1.6	ATZ	NA	Xkr4	201527	Rp1	416364
chr11	19776886	19780305	1.6	ATZ	NA	4933406G16Rik	801143	Spred2	44140
chr5	65669826	65671345	1.6	ATZ	Rfc1	Wdr19	18172	Klb	68305
chr3	40420089	40420643	1.6	ATZ	1700017G19Rik	Fat4	1509184	Intu	19046
chr5	146165768	146167402	1.6	ATZ	NA	Cyp3a57	14387	Cyp3a16	29776
chr15	63929790	63931060	1.6	ATZ	Asap1	Fam49b	37780	Adcy8	599537
chr5	5535576	5537390	1.6	ATZ	NA	Cldn12	20600	Gtpbp10	67
chr1	163826944	163828064	1.6	ATZ	NA	Suco	20152	4930558K02Rik	44156
chr3	127560829	127562685	1.6	ATZ	NA	Ap1ar	20419	5730508B09Rik	9921
chr17	53336301	53336496	1.6	ATZ	NA	Kcnh8	214971	Efhhb	201718
chr17	89006628	89008251	1.6	ATZ	NA	Ppp1r21	18921	Ston1	17644
chr9	106527235	106528105	1.6	ATZ	NA	Iqcf4	53937	Iqcf6	808
chr16	80855671	80858113	1.6	ATZ	NA	Tmprss15	1764329	Ncam2	342829
chr13	5914743	5916150	1.6	ATZ	NA	Klf6	45104	Pitrm1	631253

chr4	39072668	39074341	1.6	ATZ	NA	Lingo2	2173891	1700009N14Rik	322985
chr16	70224317	70225132	1.6	ATZ	NA	Speer2	360328	Gbe1	89062
chr15	34063900	34064479	1.6	ATZ	Mtdh	Tspyl5	446262	Laptm4b	103302
chr14	44303828	44304113	1.6	ATZ	NA	Gm10375	118150	Ear1	92318
chr17	56799050	56800042	1.6	ATZ	Catsperd	Lonp1	32724	Ranbp3	12606
chr5	146165101	146165570	1.6	ATZ	NA	Cyp3a57	13720	Cyp3a16	31608
chr14	109328532	109329494	1.6	ATZ	NA	Slitrk1	15076	Slitrk6	1818306
chr18	33092226	33094945	1.6	ATZ	NA	Wdr36	66152	Camk4	3750
chr1	80443685	80444454	1.6	ATZ	1700016L21Rik	Cul3	106680	Dock10	53194
chr14	88085314	88086646	1.6	ATZ	NA	Tdrd3	139999	Pcdh20	777908
chr14	67794248	67797039	1.6	ATZ	NA	Ppp2r2a	102940	Ebf2	55090
chr8	86386142	86387026	1.6	cont	NA	Cd97	120932	Lphn1	36971
chr2	131259274	131261015	1.6	ATZ	NA	Rnf24	80646	Smox	56583
chr10	33311882	33312689	1.6	ATZ	Clvs2	Trdn	115367	Gm4794	173541
chr1	166231125	166234481	1.6	ATZ	Blzf1	4930455F23Rik	13147	Nme7	3325
chr10	18022229	18023433	1.6	ATZ	NA	Ccdc28a	67442	Nhs1	104048
chr14	39709772	39712153	1.6	ATZ	4930529F24Rik	Ghitm	1761264	1700109I08Rik	756798
chr14	41880946	41883064	1.6	ATZ	Dydc2	Fam213a	53882	Dydc1	3136
chr2	57117256	57119105	1.6	ATZ	Gpd2 Mir684-1	4930555B11Rik	76588	Galnt5	731461
chr2	163936298	163936894	1.6	ATZ	Stk4	Tomm34	39460	Kcns1	52461
chr17	8358047	8358274	1.6	ATZ	NA	Rnaset2b	17350	Fgfr1op	109
chr5	27519210	27520168	1.6	ATZ	Dpp6	4930584F24Rik	699356	Speer4b	302181
chr5	39992854	39995206	1.6	ATZ	4930513D17Rik	Clnk	724922	Hs3st1	9968
chr4	31107987	31109437	1.6	ATZ	NA	4930556G01Rik	325093	Map3k7	941645
chr17	91256505	91257806	1.6	ATZ	Nrxn1	Gm4719	1472172	4930480K15Rik	2703
chr11	110013985	110017553	1.6	ATZ	Abca9	Abca8a	56734	Abca6	20583
chr4	147749117	147752825	1.6	ATZ	NA	Ptchd2	87043	Ubiad1	55781
chr8	24370007	24370808	1.6	ATZ	NA	Golga7	2455	Sfrp1	151166
chr10	112163896	112165736	1.6	ATZ	1700010J16Rik	Kcnc2	260536	Atxn7l3b	196748
chr12	118256153	118256847	1.6	ATZ	Ptprn2	Ncapg2	554149	Gm10421	126149
chr7	137450670	137453377	1.6	ATZ	NA	Fgfr2	40348	Ate1	81631
chr18	29601900	29602366	1.6	ATZ	4930527G23Rik	4930474G06Rik	445223	Pik3c3	830184
chr6	111535597	111536845	1.6	ATZ	NA	Grm7	18373	1700054K19Rik	623857
chr5	103776481	103777357	1.6	ATZ	NA	4930429D17Rik	48433	Ptpn13	76854
chr1	177627574	177631706	1.6	ATZ	Wdr64	Opn3	4853	Exo1	179203
chr11	58042466	58043713	1.6	ATZ	NA	Irgm2	6181	Zfp692	76858
chr13	3600200	3600695	1.6	ATZ	BC016423	Gdi2	34693	Asb13	32583
chr18	12475508	12477454	1.6	ATZ	NA	Ankrd29	11279	Lama3	15079
chr8	80149017	80149879	1.6	ATZ	1700092C02Rik	Tmem184c	14465	Ednra	37049
chr19	43462819	43464289	1.6	ATZ	Hpse2	Hps1	608353	Cnnm1	50637
chr11	34407916	34408617	1.6	ATZ	Dock2	Fam196b	85276	Spdl1	214070
chr3	68844906	68846485	1.6	ATZ	Trim59	Smc4	6361	Kpna4	29658
chr13	20296341	20297626	1.6	ATZ	Elmo1	Gpr141	380215	Aoah	588362
chr15	92316941	92318248	1.6	ATZ	Pdzn4	Cntn1	144543	Gxy1t1	751925
chr1	92478872	92479891	1.6	ATZ	NA	Cxcr7	366575	Cops8	20109
chr11	30473676	30474837	1.6	ATZ	Acyp2	4930505A04Rik	101847	Psme4	196938
chr18	74019038	74020484	1.6	ATZ	Mro	Me2	43992	Mapk4	67657
chr14	60109522	60110640	1.6	ATZ	Cab39l	Setdb2	49808	Cdad1	67585
chr16	85780740	85781736	1.6	ATZ	NA	Cyyr1	230122	Adamts1	12337
chr4	101133226	101134681	1.6	ATZ	Ak4	0610043K17Rik	61436	Dnajc6	34572
chr18	67939131	67940566	1.6	ATZ	4930549G23Rik	Ptpn2	54856	Cep192	19195
chr15	44918078	44918502	1.6	ATZ	NA	A930017M01Rik	201789	Kcnv1	19328

chr15	6750434	6751473	1.6	ATZ	NA	Rictor	34	Osmr	12104
chr4	129528398	129529623	1.6	ATZ	NA	Ptp4a2	1151	E330017L17Rik	53847
chr5	17855699	17855942	1.6	ATZ	Gnai1	Gnat3	330213	Magi2	876922
chr19	34350846	34351468	1.6	ATZ	NA	Acta2	20983	Fas	13681
chr1	179718036	179719146	1.6	ATZ	Adss	1700016C15Rik	34600	Gm16432	202420
chr9	65743924	65745966	1.6	ATZ	2810417H13Rik	Zfp609	68553	Csnk1g1	10851
chr8	93683948	93686295	1.6	ATZ	NA	Aktip	24553	Rpgrip1l	54634
chr17	33527002	33527816	1.6	ATZ	Zfp101	Zfp81	31179	Actl9	42028
chr16	78693995	78696231	1.6	ATZ	NA	D16Ertd472e	117062	Chodl	234962
chr6	116626598	116627142	1.6	cont	NA	Rassf4	2744	Tmem72	15601
chr4	146772593	146772876	1.6	ATZ	Gm13152	Znf41-ps	215869	Gm13154	154510
chr18	62736124	62737834	1.6	ATZ	Spink10	Fbxo38	27727	Spink7	14233
chr17	72086420	72086985	1.6	ATZ	NA	Fam179a	7411	BC027072	5910
chr15	92151946	92153755	1.6	ATZ	Cntn1	Muc19	386960	Pdzrn4	73486
chr3	40828205	40830119	1.6	ATZ	NA	Larp1b	46490	Pgrmc2	40129
chr6	120887740	120890151	1.6	ATZ	Mical3	Bid	20902	Pex26	243534
chr18	3308528	3310750	1.6	ATZ	Crem	Vmn1r238	185116	Gm6225	25664
chr17	70271616	70273437	1.6	ATZ	NA	A330050F15Rik	433043	Dlgap1	500695
chr1	23913723	23918723	1.6	ATZ	Smap1	B3gat2	59026	1110058L19Rik	84055
chr6	100709918	100711585	1.6	ATZ	Gxytl2	Shq1	88767	Ppp4r2	72047
chr17	54090728	54092206	1.6	ATZ	NA	Sult1c2	105445	Sult1c1	8734
chr7	134759875	134760736	1.6	ATZ	NA	Zfp629	1928	Bcl7c	87756
chr7	91899350	91899655	1.6	ATZ	2610206C17Rik	Zfand6	71489	Olfr291	102426
chr10	41752122	41753478	1.6	ATZ	NA	Armc2	13934	Foxo3	152114
chr9	103106302	103106930	1.6	ATZ	NA	Srprb	1907	Trf	4276
chr10	66651827	66652297	1.6	ATZ	Jmjd1c	Reep3	92091	Nrbf2	77140
chr17	51018412	51019064	1.6	ATZ	Tbc1d5	Plcl2	190593	C330011F03Rik	545470
chr1	179738679	179738958	1.6	ATZ	NA	Adss	12039	Gm16432	182608
chr13	99632264	99634279	1.6	ATZ	Tnp01	Fcho2	46860	1700024P04Rik	119766
chr1	73068851	73070239	1.6	ATZ	1700027A15Rik	Tnp1	6378	Pinc	367720
chr6	101148078	101149384	1.6	ATZ	Pdzrn3	Ppp4r2	329367	Gm9871	574859
chr6	57428432	57428732	1.6	ATZ	NA	Vmn1r20	45836	Ppm1k	27764
chr17	47805248	47806057	1.6	ATZ	Usp49	Med20	43881	Tomm6	17537
chr1	121831354	121833990	1.5	ATZ	Gm101	Tmem177	21609	Sctr	69567
chr5	22196284	22197114	1.5	ATZ	NA	Orc5	140135	A930003O13Rik	47615
chr3	35560908	35562973	1.5	ATZ	Gm6639	Gm3143	945324	Atp11b	90087
chr15	94721788	94722841	1.5	ATZ	Tmem117	Twf1	301533	LOC100043315	205212
chr17	66124831	66127833	1.5	ATZ	NA	Rab31	2739	Ppp4r1	4862
chrY	1425238	1426447	1.5	ATZ	Zfy2	Usp9y	629013	Gm16501 Gm60	428562
chr6	119827101	119827825	1.5	ATZ	NA	3110021A11Rik	28067	Rad52	24891
chr6	42963463	42964676	1.5	ATZ	NA	Olfr444	57032	Olfr441	101067
chr1	43443259	43444640	1.5	ATZ	NA	Fhl2	222453	Nck2	57956
chr15	32997644	33001375	1.5	ATZ	NA	Sdc2	33168	Cpq	11509
chr1	102147573	102150583	1.5	ATZ	Cntnap5b	Slco6d1	1741616	Gm20268	901762
chr13	56697328	56699001	1.5	ATZ	NA	Lect2	47429	Tgfb1	11963
chr1	73070386	73075293	1.5	ATZ	1700027A15Rik	Tnp1	7913	Pinc	362666
chr6	75365232	75366425	1.5	ATZ	NA	4931417E11Rik	1945571	Ctnna2	1465206
chr11	43163888	43168383	1.5	ATZ	NA	Atp10b	88101	Mir146	19516
chr3	126764873	126765134	1.5	ATZ	NA	Ank2	63503	Larp7	474498
chr3	87800724	87801493	1.5	cont	Bcan	Nes	16351	Hapln2	24179
chr14	51576098	51577107	1.5	ATZ	Pnp2	Pnp	3011	Rnase10	50319
chr16	91114834	91115707	1.5	ATZ	NA	4932438H23Rik	45444	Olig2	110088

chr8	68942164	68943361	1.5	ATZ	March1	BC030870	1288728	Tma16	56884
chr9	99758152	99759659	1.5	ATZ	NA	Cldn18	140466	Sox14	14866
chr6	58533179	58534481	1.5	ATZ	NA	Vmn1r31	110307	Abcg2	12185
chr5	15219200	15219659	1.5	ATZ	Speer7-ps1	4930572O03Rik	56323	4930519H02Rik	150087
chr14	52314452	52314908	1.5	ATZ	NA	Gm5622	31824	Gm5800	16411
chr3	6138058	6141087	1.5	ATZ	NA	Pex2	561810	1700008P02Rik	474326
chr5	31786214	31789316	1.5	ATZ	4930548H24Rik	Zfp512	2088	Gpn1	7818
chr12	52529990	52531701	1.5	ATZ	Scfd1	G2e3	52017	Coch	162627
chr7	36323530	36324115	1.5	ATZ	NA	Tdrd12	767	Nudt19	8089
chr16	5935830	5936772	1.5	ATZ	Rbfox1	Fam86	679781	1700123O21Rik	38908
chr8	69369695	69370290	1.5	ATZ	NA	Npy1r	138998	Naf1	13826
chr14	68399464	68401609	1.5	ATZ	Dock5	Gnrh1	31971	Nefl	300332
chr6	106724132	106724867	1.5	ATZ	Trnt1	Il5ra	25101	Crbn	3372
chr17	38061240	38061501	1.5	ATZ	Olfr128	Olfr127	19776	Olfr761	27495
chr16	85381208	85384669	1.5	ATZ	NA	App	207256	Cyyr1	71821
chr11	85007133	85009470	1.5	ATZ	Appbp2	1700125H20Rik	12477	D630032N06Rik	39198
chr7	134601623	134602216	1.5	ATZ	NA	Zfp689	8951	Prr14	12912
chr4	154497273	154499951	1.5	ATZ	Morn1	Rer1	36867	Ski	28233
chr12	32516108	32517129	1.5	ATZ	Cog5	Gpr22	117317	Hbp1	94191
chr2	17480553	17481838	1.5	ATZ	Nebi	4930515L03Rik	545200	H2afb1	436211
chr18	8065854	8066373	1.5	ATZ	NA	Wac	136829	Fzd8	1146481
chr4	155357810	155358889	1.5	ATZ	NA	Fam132a	17072	B3galt6	4686
chr6	30463134	30465316	1.5	ATZ	1700025E21Rik	Tmem209	3428	Cpa2	26326
chr14	67754173	67756356	1.5	ATZ	NA	Ppp2r2a	62865	Ebf2	95773
chr3	153662210	153664921	1.5	ATZ	Slc44a5	Acadm	54603	Lhx8	304337
chr13	46704017	46704754	1.5	ATZ	Cap2	Rbm24	177549	C78339	60137
chr18	31483746	31484530	1.5	ATZ	NA	Rit2	6964	Syt4	112932
chr8	106126477	106127420	1.5	ATZ	NA	Cdh11	817466	4933400L20Rik	279
chr8	74381173	74381501	1.5	ATZ	NA	Fcho1	131593	Zfp709	24466
chr4	129334160	129335268	1.5	ATZ	Kpna6	Txlna	15851	Tmem39b	18331
chr14	25184485	25184992	1.5	ATZ	NA	E330034G19Rik	55304	Polr3a	82924
chr13	113925845	113927272	1.5	ATZ	NA	Gzma	34656	Gzmk	34810
chr2	57116472	57117169	1.5	ATZ	Gpd2 Mir684-1	4930555B11Rik	75804	Galnt5	733397
chr12	93515509	93517327	1.5	ATZ	NA	Sel1l	427912	Flrt2	3413109
chr13	43096173	43097453	1.5	ATZ	Phactr1	Edn1	692815	Tbc1d7	149656
chr14	8722714	8725405	1.5	ATZ	Flnb	Gm3558	321634	Dnase1l3	72299
chr6	76850004	76854371	1.5	ATZ	Ctnna2	4931417E11Rik	3430343	Lrrtm1	338340
chr8	80292881	80293418	1.5	ATZ	NA	Ednra	44530	Ttc29	443823
chr2	78106181	78107423	1.5	ATZ	Gm14461 Mir684-1	Cwc22	321771	Ube2e3	601781
chr17	29618846	29621276	1.5	ATZ	NA	Fgd2	102366	Pim1	6714
chr2	113547277	113549881	1.5	ATZ	4930533B01Rik	Tmco5b	409930	Grem1	38951
chr15	20654789	20655616	1.5	ATZ	NA	Acot10	58284	Cdh12	385591
chr10	70329020	70330549	1.5	ATZ	NA	D630013N20Rik	210309	Bicc1	57299
chr1	89300936	89304641	1.5	ATZ	Gigyf2	Kcnj13	9632	3110079O15Rik	62198
chr2	130927816	130931127	1.5	ATZ	NA	Siglec1	15315	Hspa12b	22021
chr12	106760848	106762225	1.5	ATZ	NA	D430019H16Rik	29543	Bdkrb2	39157
chr3	154857634	154859958	1.5	ATZ	NA	Lrriq3	392	9330178D15Rik	779360
chr16	85379583	85381134	1.5	ATZ	NA	App	205631	Cyyr1	75356
chr3	84779320	84781469	1.5	ATZ	Fbxw7	Dear1	9818	1700036G14Rik	339972
chr1	102150647	102151865	1.5	ATZ	Cntnap5b	Slco6d1	1744690	Gm20268	900480
chr2	66008407	66009677	1.5	ATZ	Mir684-1	Galnt3	45557	Ttc21b	12709
chr17	53401273	53404024	1.5	ATZ	NA	Kcnh8	279943	Efhh	134190

chr17	7165663	7165883	1.5	ATZ	NA	Tagap1	158	Rnaset2b	17326
chr2	68404302	68404660	1.5	ATZ	Mir684-1	Stk39	94264	4933409G03Rik	15810
chr13	14410813	14411407	1.5	ATZ	Hecw1	Arid4b	118943	Mrpl32	291161
chr1	100315716	100316649	1.5	ATZ	NA	1810006J02Rik	274484	Slco6d1	1052
chr8	27193113	27195987	1.5	ATZ	Hook3	Fnta	67040	Rnf170	33865
chr7	123138634	123140994	1.5	ATZ	Sox6	A730082K24Rik	1011153	1700003G18Rik	84282
chr4	25897828	25898830	1.5	ATZ	NA	Fut9	170678	Manea	352823
chr1	26743638	26745273	1.5	ATZ	4931408C20Rik	Bai3	857086	Gm597	2087694
chr12	15732682	15733128	1.5	ATZ	NA	4930448C13Rik	675487	Trib2	65405
chr2	131987236	131988410	1.5	ATZ	NA	Slc23a2	16392	Tmem230	76818
chr5	109047928	109049391	1.5	ATZ	Gak	Cplx1	68882	Tmem175	9438
chr17	22635875	22636124	1.5	ATZ	NA	Zfp946	42219	Vmn2r111	48784
chr10	74740993	74741477	1.5	ATZ	Specc1l	Bcr	93325	Adora2a	38211
chr1	72267282	72268971	1.5	ATZ	NA	Mreg	8401	Pecr	36776
chr6	136578670	136579593	1.5	ATZ	Plbd1	Atf7ip	22770	Gucy2c	66212
chr10	67781298	67784930	1.5	ATZ	4930545H06Rik	Arid5b	39824	1700040L02Rik	108774
chr13	112274352	112277228	1.5	ATZ	Gbp1	Actbl2	226395	Mier3	199158
chr6	8470054	8471999	1.5	ATZ	Glcc1	A430035B10Rik	10893	Ica1	108528
chr14	76974728	76975162	1.5	ATZ	NA	Serp2	18032	1700108F19Rik	102213
chr1	21894797	21895501	1.5	ATZ	Kcnq5	Khdc1b	518332	Rims1	383002
chr15	13521348	13524140	1.5	ATZ	NA	Cdh6	417954	Cdh9	3183716
chr9	18580228	18580918	1.5	ATZ	NA	Olfr24	20151	Olfr828	38880
chr13	46835783	46837319	1.5	ATZ	NA	Nup153	12565	Kif13a	7138
chr2	180469146	180470126	1.5	ATZ	Slc17a9	Gid8	15924	Bhlhe23	38960
chr11	18732535	18734592	1.5	ATZ	NA	Etaa1	878657	Meis1	45839
chr11	37558643	37561887	1.5	ATZ	NA	Tenm2	800898	Gm12130	743163
chr3	38907597	38910533	1.5	ATZ	Fat4	Ankrd50	523859	1700017G19Rik	1493254
chr4	114236968	114237616	1.5	ATZ	Trab2b	Skint11	319335	Gm12830	256709
chr4	34702464	34705282	1.5	ATZ	Gm136	1700003M02Rik	25009	Smim8	10639
chr6	24323214	24324245	1.5	ATZ	NA	Slc13a1	205122	Iqub	70620
chr2	164541288	164541817	1.5	cont	Spint5	Spint4	13340	Wfdc3	14909
chr2	151257312	151257829	1.5	ATZ	NA	4930442J19Rik	115573	4921509C19Rik	38449
chr5	120256540	120259103	1.5	ATZ	NA	Gm16065	115313	Tbx5	25569
chr18	80825641	80827436	1.5	ATZ	Nfatc1	Gm2176	84356	Atp9b	103444
chr13	21827166	21827656	1.5	cont	Hist1h4j	Hist1h2bm	12819	Hist1h4k	14407
chr4	135545636	135547261	1.5	ATZ	NA	Pithd1	2477	Tceb3	12024
chr15	81235364	81239268	1.5	ATZ	Dnajb7 Xpnpep3	St13	5240	Rbx1	57478
chr11	114285677	114289258	1.5	ATZ	4932435O22Rik	1700092K14Rik	225164	Rpl38	240599
chr9	54113404	54116365	1.5	ATZ	NA	Cyp19a1	72155	1700104A03Rik	22
chr3	105816172	105818608	1.5	ATZ	Pifo	Ovgp1	25831	Chia	97692
chr3	108546456	108547816	1.5	ATZ	Aknad1	Gpsm2	21239	Stxbp3a	48282
chr2	65874093	65877791	1.5	ATZ	Mir684-1	Csrnp3	4490	Galnt3	43032
chr2	56362235	56363002	1.5	ATZ	Mir684-1	Kcnj3	914299	Nr4a2	596635
chr1	10045163	10049274	1.5	ATZ	Cspp1	Cops5	17184	Arfgef1	78314
chr2	105316048	105317564	1.5	ATZ	NA	Rcn1	76572	Pax6os1	58673
chr5	6412462	6414852	1.5	ATZ	NA	Steap1	663145	Zfp804b	354178
chr15	46154816	46157698	1.5	ATZ	1700022A22Rik	Kcnv1	1208336	4930523O13Rik	109714
chr18	70266548	70267698	1.5	ATZ	Rab27b	Ccdc68	137410	Dynap	132385
chr6	29229398	29232014	1.5	ATZ	Fam71f2	Hilpda	3949	Fam71f1	37126
chr4	134467453	134468059	1.5	ATZ	Tmem50a	Rhd	15366	D4Wsu53e	11481
chr4	35850671	35851768	1.5	ATZ	Lingo2	3110043O21Rik	677542	Mir876	740638
chr14	97785706	97786879	1.5	ATZ	NA	Klhl1	867453	Dach1	399187

chr3	120984323	120987281	1.5	ATZ	NA	Tmem56	18089	Alg14	7454
chr5	115762182	115764218	1.5	ATZ	NA	Dynll1	11183	Srsf9	12968
chr5	120408002	120411227	1.5	ATZ	NA	Tbx5	72775	Rbm19	155295
chr6	100711658	100712565	1.5	ATZ	Gxylt2	Shq1	90507	Ppp4r2	71067
chr12	92206866	92209910	1.5	ATZ	NA	Dio2	229988	Cep128	27022
chr16	78223331	78225037	1.5	ATZ	NA	Mir125b-2	576743	E330011O21Rik	26071
chr1	78736788	78737776	1.5	ATZ	NA	Acsl3	32470	Kcne4	75748
chr15	77258312	77258667	1.5	ATZ	Apol7b	Apol9a	16802	Apol10a	48810
chrX	166216007	166217706	1.5	ATZ	4933400A11Rik	Hccs	457732	G530011O06Rik	195269
chr14	27512438	27513933	1.5	ATZ	NA	Pde12	23106	Asb14	193857
chr7	145745184	145748582	1.5	ATZ	NA	Tcerg1l	155771	Mapk1ip1	278919
chr12	84039774	84041685	1.5	ATZ	1700085C21Rik	Sipa1l1	487003	Dpf3	273053
chr2	160683158	160684959	1.5	ATZ	Zhx3	Plcg1	81662	Lpin3	21447
chr5	135085197	135086545	1.5	ATZ	Lat2	Rfc2	10999	Eif4h	9201
chr6	17680702	17682125	1.5	ATZ	NA	Capza2	64166	St7	17091
chr9	15168131	15170997	1.5	ATZ	NA	5830418K08Rik	5899	BC017612	138942
chr1	53028782	53030459	1.5	ATZ	NA	1700019D03Rik	19098	Mstn	88048
chr12	100344742	100345934	1.5	ATZ	NA	Ttc8	123294	4930474N09Rik	53553
chr6	76698124	76699913	1.5	ATZ	NA	4931417E11Rik	3278463	Ctnna2	131718
chr15	47152348	47154164	1.5	ATZ	NA	4930548G14Rik	680944	Csmd3	258020
chr9	104058978	104060633	1.5	ATZ	Dnajc13	Acad11	29002	Acpp	129937
chr1	103098235	103098939	1.5	ATZ	NA	Gm20268	26456	Cdh20	3566457
chr10	51508798	51510190	1.5	ATZ	NA	4933411G06Rik	31798	Vgll2	232302
chr13	65133951	65136740	1.5	ATZ	Spata31d1c	Spata31	109448	Hiatl1	29598
chr11	43709544	43711144	1.5	ATZ	NA	Adra1b	59710	Il12b	502421
chr2	91169357	91170906	1.5	ATZ	1110051M20Rik	Arfgap2	51829	Lrp4	126782
chr16	38143268	38145388	1.5	ATZ	Gsk3b	BC031361	53922	Nr1i2	103047
chr5	118859163	118860589	1.5	ATZ	NA	2410131K14Rik	146040	Med13l	150139
chr2	169213184	169216002	1.5	ATZ	NA	1700017J07Rik	408778	Tshz2	243144
chr1	179719227	179721422	1.5	ATZ	Adss	1700016C15Rik	35791	Gm16432	200144
chr14	44325776	44326406	1.5	ATZ	NA	Gm10375	140098	Ear1	70025
chr15	33478522	33481973	1.5	ATZ	Cpq	1700084J12Rik	142828	4930592A05Rik	41663
chr16	77351769	77352351	1.5	ATZ	2810055G20Rik	Usp25	234744	Mir99a	246830
chr6	83769113	83771153	1.5	ATZ	Paip2b	Nagk	16563	Zfml	93194
chr16	73073139	73074918	1.5	ATZ	NA	Robo1	26794	Robo2	817633
chr18	54414837	54416982	1.5	ATZ	NA	Csnk1g3	299499	9430076G02Rik	164967
chr3	79434015	79434823	1.5	ATZ	4930579G24Rik	Etfdh	1326	Rxfp1	13815
chr16	76121327	76124571	1.5	ATZ	4930578N18Rik	Samsn1	211816	Nrip1	166536
chr14	120073185	120075326	1.5	ATZ	Hs6st3	Uggt2	574529	1700006F04Rik	73123
chr7	39236281	39237164	1.5	ATZ	NA	Pop4	179914	Gm5591	65994
chr7	102701387	102703215	1.5	ATZ	NA	Fam181b	2471156	Tenm4	655932
chr1	83269421	83271713	1.5	ATZ	Sphkap	Wdr69	62274	Pid1	761155
chr1	188748980	188752013	1.5	ATZ	NA	Rrp15	175743	D1Pas1	39282
chr11	97399858	97402736	1.5	ATZ	Srcin1	Arhgap23	36144	2410003L11Rik	57089
chr14	20236574	20237182	1.5	ATZ	NA	Ube2e2	510433	Gm5458	176178
chr1	46723370	46723870	1.5	ATZ	NA	Dnahc7b	292975	Slc39a10	140519
chr4	62254381	62257090	1.5	ATZ	Rgs3	4933430I17Rik	45354	Zfp618	369518
chr18	64435266	64437459	1.5	ATZ	1700091E21Rik	Wdr7	285853	Onecut2	62559
chr15	36210487	36211270	1.5	ATZ	Rnf19a	Spag1	45555	Ankrd46	196153
chr1	96073418	96074300	1.5	ATZ	NA	Pdcd1	124288	4930440C22Rik	619719
chr1	72688411	72689129	1.5	ATZ	NA	Smarcal1	5047	Ankar	425
chr13	43516964	43518660	1.5	ATZ	Ranbp9	Nol7	18737	Ccdc90a	115115

chr5	60793819	60795369	1.5	ATZ	NA	4933402J10Rik	416578	G6pd2	1404713
chr17	7830162	7830648	1.5	ATZ	Gm1604b<br>Rnaset2b	Gm9992	240508	Fndc1	100785
chr11	53167212	53167639	1.5	ATZ	Aff4	Zcchc10	20409	Leap2	68044
chr3	88270656	88271562	1.5	ATZ	NA	Sema4a	5552	Lmna	13509
chr11	14076142	14079835	1.5	ATZ	NA	Cobl	1711179	1700046C09Rik	380504
chr12	71969215	71970467	1.5	ATZ	Frmd6	Tmx1	400604	Actr10	68377
chr1	121794857	121796989	1.5	ATZ	NA	Ptpn4	61209	Tmem177	7489
chr15	79152586	79153554	1.5	ATZ	Pla2g6	Baiap2l2	36647	Maff	24554
chr8	121428540	121430759	1.5	ATZ	Cdh13	Mphosph6	1102711	Hsbp1	437679
chr1	32603342	32603906	1.5	ATZ	Gm5415 Khdrbs	Gm9839	25498	Prim2	906750
chr18	74845541	74846827	1.5	ATZ	Myo5b	1700120E14Rik	154763	Scarna17	91221
chr1	107049585	107050999	1.5	ATZ	NA	Cdh20	157527	Rnf152	122495
chr1	39906633	39910311	1.5	ATZ	NA	1700066B17Rik	2458	Map4k4	47447
chr16	90078445	90080971	1.5	ATZ	NA	Tiam1	103501	Gm10789	61511
chr3	8746016	8747542	1.5	ATZ	NA	Hey1	78978	Mrps28	54604
chr1	163088279	163091187	1.5	ATZ	4930469G21Rik	Klhl20	26669	Prdx6	79056
chr17	77713382	77713839	1.5	ATZ	NA	Gm4710	1425003	Crim1	885749
chr17	54506433	54507634	1.5	ATZ	1700025K24Rik	Slc5a7	68074	Stgal2	1077381
chr7	6339562	6340122	1.5	ATZ	Zfp28	Zfp78	4247	Gm16532	27764
chr3	84764802	84765719	1.5	ATZ	Fbxw7	Tmem154	256305	Dear1	3259
chr2	91167204	91169196	1.5	ATZ	1110051M20Rik	Arfgap2	49676	Lrp4	128492
chr8	104222329	104223498	1.5	ATZ	NA	Cdh8	2281972	Cdh11	933397
chr14	119133727	119134083	1.5	ATZ	NA	Abcc4	28286	Cldn10	53010
chr5	147611949	147614607	1.5	ATZ	NA	Usp12	5417	Rpl21	29859
chr14	124386474	124387683	1.5	ATZ	1700024B18Rik	Itgbl1	13173	NA	NA
chr8	109981247	109983205	1.5	ATZ	Wwp2	Nob1	32309	Mir140	91939
chr15	13083611	13086538	1.5	ATZ	Cdh6	Drosha	218565	Cdh9	3621318
chr17	38039794	38040356	1.5	ATZ	NA	Olfr126	51296	Olfr127	137
chr6	60671499	60672765	1.5	ATZ	NA	A530053G22Rik	317798	Snca	8802
chr8	107949864	107954258	1.5	ATZ	Lrrc36	Kctd19	12477	Tppp3	37134
chr4	10724045	10725306	1.5	ATZ	1700123O12Rik	4930448K20Rik	879501	2610301B20Rik	76339
chrX	133510187	133510761	1.5	ATZ	Tmsb15b1 Tmsl	Tmsb15b2	17669	Slc25a53	4894
chr7	31946862	31947971	1.5	ATZ	Gm10640	Gramd1a	10793	Scgb1b2	127567
chr3	91944426	91947263	1.5	ATZ	Lelp1	Prr9	16557	Sprr2a1 Sprr2a2	72494
chr14	123112957	123114393	1.5	ATZ	Pcca	Zic2	233407	Ggact	175689
chr7	26344210	26345678	1.5	ATZ	4732471J01Rik	Ceacam2	19187	Gm7092	53962
chr6	24682670	24685027	1.5	ATZ	Hyal6	Wasl	67675	Hyal4	13340
chr1	57444308	57445162	1.5	ATZ	Tyw5	1700066M21Rik	2042	9430016H08Rik	18230
chr13	86282937	86283492	1.5	ATZ	NA	Cox7c	96537	Edil3	2677585
chr7	48923080	48925378	1.5	ATZ	Vmn2r-ps54	Zfp788	16178	Vmn2r58	166873
chr1	166121859	166124896	1.5	ATZ	F5	Gm16548	39511	Slc19a2	54281
chr14	76836063	76838028	1.5	ATZ	Tsc22d1	Nufip1	298877	4930444M15Rik	76337
chr9	118295966	118296323	1.5	ATZ	NA	Cmc1	236652	4933432G23Rik	42634
chr15	27785275	27787545	1.5	ATZ	Trio	Fam105a	173978	Dnahc5	345976
chr2	113186581	113188402	1.5	ATZ	Fmn1	Tmco5b	49234	4930533B01Rik	342808
chr12	88070977	88071638	1.5	ATZ	NA	Angel1	3567	Gm6772	3681
chr17	29621499	29625073	1.5	ATZ	NA	Fgd2	105019	Pim1	2917
chr8	37237878	37239551	1.5	ATZ	NA	D8Ertd82e	27037	Lonrf1	39567
chr2	148644721	148647637	1.5	ATZ	Cst13	Cst8	13401	Cst9	13246
chr1	142551975	142553020	1.5	ATZ	4930590L20Rik	Kcnt2	45137	Cdc73	2901609
chr14	52925226	52925605	1.5	ATZ	NA	Mettl3	427	Sall2	5247

chr5	88410379	88410605	1.5	ATZ	Cabs1	1700066N21Rik	2003	Smr3a	20945
chr16	17346471	17347225	1.5	ATZ	Pi4ka	Serpind1	2806	Snap29	58868
chr2	17891682	17892155	1.5	ATZ	NA	Nebi	238987	H2afb1	25894
chr4	125513890	125515501	1.5	ATZ	NA	Grik3	122473	2610028E06Rik	49594
chr3	151838439	151839913	1.5	ATZ	NA	Gipc2	9575	Dnajib4	7006
chr17	71663816	71665047	1.5	ATZ	NA	Emilin2	3511	Gm4566	17494
chr3	6619475	6621077	1.5	ATZ	1700008P02Rik	Pex2	1043227	Pkia	745527
chr1	50162420	50163313	1.5	ATZ	NA	Slc39a10	3252066	Tmeff2	821054
chr10	63282280	63284908	1.5	ATZ	Ctnna3	Dnajc12	410692	Lrrtm3	106337
chr4	19931320	19933069	1.5	ATZ	4930480G23Rik	Atp6v0d2	81607	Ttpa	2506
chr5	22819825	22821040	1.5	ATZ	NA	Lhfp13	38410	5031425E22Rik	116586
chr8	74968274	74970035	1.5	ATZ	1700030K09Rik	Calr3	597	Cherp	14347
chr17	7830926	7832450	1.5	ATZ	Gm1604b Rnase	Gm9992	241272	Fndc1	98983
chr14	48955198	48957426	1.5	ATZ	NA	Peli2	74640	6720456H20Rik	108601
chr3	34638608	34639558	1.5	ATZ	NA	Gm3143	23024	Gm6639	856516
chr12	88112547	88113375	1.5	ATZ	NA	Gm6772	7802	Irf2bpl	108278
chr10	62709337	62710692	1.5	ATZ	Herc4	Mypn	42637	Sirt1	71061
chr4	103331071	103333167	1.5	ATZ	NA	Gm12718	166278	Dab1	706998

Supplemental file 2. Differential H3K4me3 peaks associated with DSBs

Chromosome	Start	End	Fold_Change	H3K4me3_Accumulated	H3K4me3_Within_genes	H3K4me3_nearest_upstream_gene	Distance_to_nearest_upstream_gene	H3K4me3_nearest_downstream_gene	Distance_to_nearest_downstream_gene
chr13	120278317	120279418	4.1	ATZ	Gm7120	3110070M22Rik	1126	NA	NA
chr8	74543719	74544319	2.2	ATZ	NA	Cyp4f18	10194	Olf372	37240
chr10	92038881	92039318	2.1	ATZ	NA	Gm20757	200763	Nedd1	108172
chr12	46228758	46229166	2.0	ATZ	NA	Stxbp6	53288	Nova1	1566338
chr14	123339870	123340244	2.0	ATZ	Tmtc4	Ggact	27483	AA536875	227481
chr12	47689674	47689940	1.9	ATZ	NA	Stxbp6	1514204	Nova1	105564
chr1	30910083	30910617	1.9	ATZ	Phf3	Gm597	2072986	Ptp4a1	86531
chr1	174105806	174106269	1.8	ATZ	Dcaf8	Pex19	39178	Pea15a	20591
chr14	37739850	37740196	1.8	ATZ	Ccser2	4930474N05Rik	829809	Rgr	110480
chr7	53090957	53091451	1.8	ATZ	Grin2d	Grwd1	4798	Kdelr1	36759
chr3	61022256	61022818	1.8	ATZ	NA	P2ry1	209355	Rap2b	145611
chr14	55298531	55299105	1.8	ATZ	Acin1	4930579G18Rik	24594	1700123O20Rik	5903
chr1	68983601	68983891	1.7	ATZ	ErbB4	Cps1	1706579	Ikzf2	593893
chr14	69947094	69948831	1.7	Cont	Gm16677	Synb	34738	Entpd4	6377
chr1	165736065	165736909	1.7	ATZ	Kifap3	Mettl11b	80702	Scyl3	123286
chr14	119711630	119713140	1.7	ATZ	Hs6st3	Uggt2	212974	1700006F04Rik	435309
chr7	121631675	121632201	1.7	ATZ	Pde3b	4933406I18Rik	73000	Cyp2r1	61481
chr16	96682408	96683439	1.7	ATZ	NA	Itgb2l	17187	Pcp4	5774
chr2	35040527	35041713	1.7	ATZ	Rab14	Cep110	6185	Gsn	70166
chr4	94976976	94977630	1.7	ATZ	NA	Jun	258063	Fggy	246568
chr1	58613144	58613581	1.7	ATZ	Fam126b	Orc2	51191	Ndufb3	29862
chr1	130430361	130430647	1.7	ATZ	NA	Dars	116368	Cxcr4	54129
chr11	117519434	117520027	1.7	ATZ	Tnrc6c	2900041M22Rik	44703	Tmc6	107272
chr14	87560483	87560755	1.6	ATZ	NA	Diap3	19562	Tdrd3	255635
chr13	3598530	3600130	1.6	ATZ	BC016423	Gdi2	33023	Asb13	33148
chr6	58798485	58799408	1.6	ATZ	Herc3	Abcg2	156040	Nap1l5	55819
chr18	49526007	49526544	1.6	ATZ	NA	G630055G22Rik	1258373	1700044K03Rik	156399
chr4	96197763	96198380	1.6	ATZ	Cyp2j6	Cyp2j8	23686	Cyp2j9	36740
chr19	60615205	60616654	1.6	ATZ	Cacul1	Prhr	70998	Nanos1	215236
chr19	24457474	24458303	1.6	ATZ	Pip5k1b	Fxn	102398	Fam122a	91966
chr19	43218118	43218916	1.6	ATZ	Hps2	Hps1	363652	Cnnm1	296010
chr1	157540616	157541159	1.6	ATZ	NA	Acbd6	6253	Lhx4	7665
chr13	32360875	32361606	1.6	ATZ	Gm6s	Foxc1	458371	Mylk4	431090
chr3	88353557	88354454	1.6	ATZ	Lamtor2	Rab25	1356	Ubqln4	3184
chr7	104792205	104794646	1.6	ATZ	Rsf1	Aamdc	64198	Clns1a	50521
chr4	48463079	48463756	1.6	ATZ	Tex10	Invs	18254	Msantd3	89062
chr3	36909884	36911272	1.6	ATZ	4932438A13Rik	Trpc3	320795	Adad1	51306
chr10	51679917	51681035	1.6	ATZ	NA	4933411G06Rik	202917	Vgll2	61457
chr15	85204494	85205197	1.6	ATZ	Atxn10	Fbln1	87770	7530416G11Rik	117969
chr17	91164415	91164943	1.6	ATZ	Nrxn1	Gm4719	1380082	4930480K15Rik	95566
chr6	122368081	122368616	1.6	ATZ	NA	Phc1	77836	Rimklb	35011
chr14	106883569	106887643	1.6	ATZ	1700128A07Rik	Trim52	348490	Slitrk1	2421563
chr7	125360206	125361504	1.6	ATZ	Smg1	Arl6ip1	87067	4930583K01Rik	25917

How the deposited data were processed for this re-analysis (not part of the article)

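Whole testes of C57BL/6J mice were measured on Affymetrix mouse gene 2.0 st arrays, 3 for samples treated with ATZ (100 mg/l in the drinking water, close to 25 mg/kg per day, for 3 weeks and then 2 weeks without ATZ) and 3 for control samples, all taken at 10 weeks of age. The values used are those of the authors, 1 log2 value per probe set and array, made by RMA in the Affymetrix Expression Console, whose versions are not given. They hold 41345 probe sets, rounded to 2 decimals. Background correction, normalization between arrays and the summary of probes into probe sets are already included in them. The paper names the AMEN software, a fold-change threshold of 1.5 and an unadjusted p under 0.05 for its list of genes. The paper's text does not name the test behind that p, although it names Student's test for qPCR, nor a filter on dim probe sets.

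ATZ-treated and control samples were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes on the log2 values, two-sided, with Benjamini-Hochberg adjustment over all 41345 probe sets. No probe set was left out in the main comparison. The criterion of the paper was applied to the unadjusted p of this test and the fold change from the means of log2 values, at folds of 1.5 and 2. The annotation of the arrays gives 1 gene symbol to 23521 probe sets, and for each of 22180 genes the probe set with 1 symbol and the highest mean over all 6 arrays was used in the tests of gene lists. The paper's own probe sets were taken by the identifiers in Table 2 and Fig. S5. Table S1 prints no identifiers, so its genes were matched through Table 2 and Fig. S5.

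Genes are named in the text by a rule written ahead of the analysis, although the values of Table 2, Table S1 and Fig. S5 had been seen in the paper by then. It takes every probe set of Table 2 and Table S1, the genes that the array paragraphs, Fig. 5a or Fig. 7d of the paper name, the 10 highest and 10 lowest log2 changes among genes with a mean above the median of all probe sets, an unadjusted p under 0.05 and no overlap between the groups, and up to 4 genes with the smallest p in each gene list with any further member at an adjusted p under 0.05. There were 29 lists with enough measured genes. They cover Leydig cell steroidogenesis, cholesterol synthesis and uptake, the mitochondrially encoded and the nuclear respiratory chain, antioxidant defence, xenobiotic metabolism, GTPase regulators, the Speer family, Kallikrein 1-related peptidases, androgen-responsive genes of Sertoli cells, meiotic double-strand breaks, crossover formation, the synaptonemal complex, H3K4 methylation and demethylation, apoptosis and p53 targets, and genes near putative Nr5a2 sites. They also cover markers of spermatogonia, leptotene and zygotene spermatocytes, pachytene and diplotene spermatocytes, round spermatids, elongating spermatids, Sertoli cells, peritubular cells, leukocytes, endothelial cells and epididymal epithelium, and 3 lists of genes with differential H3K4me3 peaks that the paper gives. A list of red blood cell genes had 2 measured genes of 12 and was not tested. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (statmod 1.5.0), each with Benjamini-Hochberg adjustment over the lists. Medians of lists have 95% bootstrap intervals, which resample genes and not arrays. Array changes were correlated with the ChIP-seq folds of Table 2 across genes, with two-sided permutation p-values. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

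The test was tried on simulated data of the same size, in which 100 probe sets had a true fold of 1.5 and 100 a fold of 2. The criterion of the paper found 53% of the first and 99% of the second, and an adjusted p under 0.05 found 6% and 57%. Of 41145 unchanged probe sets, 312 met the criterion and 2 had an adjusted p under 0.05. All 3 list tests found a shifted list and called 0 of 20 unchanged ones. The simulated noise was independent between probe sets, so this does not test lists whose genes vary together. On the real arrays, a split other than the real one gave 12 lists at the preset correlation.

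The alternatives were a replicate block, fold changes from linear means, a test of each probe set on its own, limma with a variance trend and robust settings, array weights, quantile normalization again, arrays centred on their medians, probe sets with a mean above the median of all probe sets alone, probe sets with 1 gene symbol alone, the probe set with the largest spread for each gene in the list tests, and each array left out in turn. The replicate numbers were not taken as pairs, since deviations of samples with the same number correlated at 0.02, 0.11 and 0.26. Chosen after seeing the data were the comparison without the unnamed block of 5333 probe sets, 2 filters on the group means (both, or either, above the median of all probe sets), the filter on either mean together with quantile normalization, and correlations with ChIP-seq folds within groups of genes. The counts were also made for each of the 10 splits of the arrays into equal groups. The ChIP-seq, qPCR, ChIP-qPCR, sperm, hormone and meiosis experiments of the paper were not analysed here, because the values used here come from the arrays alone. The array values of 1 gene of Table 2 are not reported on their own here.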

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

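In this part, the count over other splits of the arrays was chosen only after its result was seen.

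The Kallikrein 1-related peptidases, a cluster of serine proteases of which the paper names Klk1b22 alone, stood out as a group that the paper does not discuss. All 11 measured genes had higher values in ATZ-treated samples, with a median log2 change of 0.18 and an adjusted p of 0.000597 (adjusted p = 0.396 with an estimated correlation). The changes ranged from 0.007 to 0.817, the latter for Klk1b22, which the paper chose on these arrays. Whether these related genes share probes was not tested, so the 11 need not be independent. Klk1 had 0.36 (standard error 0.15), Klk1b16 0.32 (standard error 0.19) and Klk1b9 0.22 (standard error 0.13). Klk1b22 was higher with p-values adjusted over the list alone and was the 1 member with an unadjusted p under 0.05, and none passed over all probe sets with limma. Without single arrays the adjusted p ranged from 7.34e-08 to 0.0471, the latter without ATZ replicate 2.

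Of 15 measured genes of crossover formation, a group that the paper does not discuss, 13 had lower values in ATZ-treated samples, with a median log2 change of -0.12 and an adjusted p of 0.00216 (adjusted p = 0.396 with an estimated correlation). The endonuclease subunit Eme1 had -0.24 (standard error 0.09), the ligase Rnf212 -0.21 (standard error 0.10), Msh4 -0.18 (standard error 0.10) and Brip1 -0.19 (standard error 0.13). Eme1 alone had an unadjusted p under 0.05, and none passed with limma over all probe sets or adjusted over the list alone. Without single arrays the adjusted p ranged from 0.00198 to 0.0281. Markers of spermatogonia and of leptotene and zygotene spermatocytes, which come before or in the stages that express these genes, also had lower values. These are RNA levels in whole testis. The paper's own cell counts in adult mice found more zygotene and early pachytene spermatocytes after ATZ and no significant change in undifferentiated spermatogonia. Whether the crossover genes differ beyond shifts in cell types was not tested.

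Of 29 lists, 14 passed in the real split of the arrays, and the highest other split gave 12, so the count of splits with a result as large is 1 of 10, and 10 splits are too few for a share under 0.05. With an estimated correlation 0 lists passed in every split.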

How the results depend on the processing

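In this part, the settings without the unnamed block, with both or either group mean above the median of all probe sets, with the latter after quantile normalization, and the correlations within groups of genes were chosen only after the results were seen.

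The count of 416 probe sets at a fold of 1.5 was 193 with a test of each probe set on its own, 50 with a mean above the median, 51 with 1 gene symbol, 160 without the unnamed block, 38 with both group means above the median, 64 with either above it, 60 with either above it after quantile normalization, and 483 to 699 without single arrays. At a fold of 2 the same settings gave 24, 4, 3, 13, 3, 5 and 6, array weights gave 82, and leaving out single arrays 78 to 133, against 52. Probe sets with an adjusted p under 0.05 were 2 with a variance trend and robust settings (Speer4cos and a probe set shared by Entpd4 and Entpd4b, singled out after its values were seen, both at 0.0495), 2 with a mean above the median, 1 with 1 symbol (Speer4cos, 0.0318), 1 with both group means above the median, 2 with either above it, 2 with either above it after quantile normalization, and 0 without any single array. Of the 46 probe sets of Table 2, 43 met the criterion in the main comparison, against 14 of 15 tested with 1 symbol, 27 of 28 without the unnamed block, 27 of 28 with both group means above the median, and 28 to 40 without single arrays. The 1 gene whose other annotated probe set met it became 2 with fold changes from linear means, 0 with a test of each probe set on its own, 0 with a mean, both group means or either group mean above the median (0 also after quantile normalization), and 0 to 2 without single arrays.

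Of the fixed lists, 12 passed, against 4 with array weights, 7 with quantile normalization, 5 with a mean above the median, 5 with both group means above it, 6 with either above it, 7 with either above it after quantile normalization, 0 with an estimated correlation, 0 with fry, and 3 (without control replicate 2) to 15 without single arrays. Of the H3K4me3 lists, 2 passed, against 0 with an estimated correlation, 1 with fry and 1 to 2 without single arrays. The adjusted p of the Leydig list was 0.0541 with a test of each probe set on its own, 0.076 with array weights, 0.727 with an estimated correlation, 0.846 with fry and 4.58e-05 to 0.712 without single arrays. That of the nuclear respiratory chain was 0.0217 to 0.97 without single arrays and 0.0474 with either group mean above the median after quantile normalization. That of the GTPase regulators was 0.0557 with array weights, 0.0767 with quantile normalization, 0.0529 with a mean above the median, 0.0562 with both group means above it, 0.0546 with either above it after quantile normalization, 0.727 with an estimated correlation, 0.82 with fry and 0.00286 to 0.341 without single arrays. The Sertoli list had 0.00024 without control replicate 3 and turned to the higher direction without control replicate 2 (adjusted p = 0.758). The correlation of array and ChIP-seq changes (r 0.53, rho 0.44) had a rho of 0.15 without the Speer family, an r of -0.25 and a rho of -0.51 in the unnamed block, an r of 0.28 and a rho of -0.07 for lower genes and a rho of 0.39 for higher genes.

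Of 47 named probe sets that met the criterion, 0 changed sign in 19 alternatives, 28 met it in each alternative with all arrays that tested them and 20 without each single array. Of 132 that did not meet it, 14 changed sign in some alternative. Only 4 lists passed in every alternative chosen beforehand other than the estimated correlation and fry, namely Speer, Kallikrein, crossover formation and the genes nearest to the H3K4me3 peaks of Table S2. The 3 arrays per group limit what can be told for any probe set.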

Differences from the paper's values

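In this part, the settings with a filter on the group means and those without the unnamed block were chosen only after the results were seen, and the filter on either group mean was chosen after the paper's list in Fig. S5 had been looked at.

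The paper gives 51 differentially expressed genes, and 416 probe sets met the same fold change and unadjusted p here, where the test behind the p of the paper is not named. Of the alternatives set before the data were examined, 50 probe sets met it with a mean above the median of all probe sets and 51 with 1 gene symbol alone. The gap stayed with a replicate block (499), fold changes from linear means (421), a test of each probe set on its own (193), a variance trend (454), array weights (498), quantile normalization (408), centred arrays (410) and without each single array (483 to 699). Of the probe sets of Table 2, the setting with a mean above the median tests 37 and that with 1 gene symbol 15 of 46. Chosen after seeing the values, a filter on both group means gave 38 and drops 18 of the 46 probe sets of Table 2 (28 tested), and a filter on either group mean gave 64 as deposited and 60 after quantile normalization and drops 0 of the 46. This last filter was tried in 6 forms, which gave 56 to 64 probe sets and called 43 to 46 of the 46, with values as deposited or normalized again, before or after the fit and with either kind of fold. The array folds of Table 2 equal the ratio of linear means at 1 decimal for 36 of 46 with values as deposited and for 45 of 46 after quantile normalization.

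At a fold of 2, the paper gives 9 genes and 52 probe sets met the criterion. The gap stayed in every alternative set before the data were examined, with 56 for a replicate block, 56 for linear means, 24 for a test of each probe set on its own, 65 for a variance trend, 82 for array weights, 54 for quantile normalization, 53 for centred arrays, 4 for a mean above the median, 3 for 1 gene symbol and 78 to 133 without single arrays. Chosen after seeing the values, the comparison without the unnamed block gave 13, which is within 1.5 times of 9, and drops 2 of the 9 genes, Kif18b and Xpo7. Filters on both group means and on either one gave 3 and 5, and the latter after quantile normalization gave 6. Of the 9 genes, Entpd4, Speer7-ps1, Gm17019 and the second probe set of Xpo7 met the criterion of a fold of 2 here. Xpo7 lost this with a test of each probe set on its own, with array weights, and without ATZ replicate 1, ATZ replicate 2, control replicate 2 or control replicate 3, and Gm17019 without ATZ replicate 3 or control replicate 2. Acsm2 (1.95) met it with linear means, without ATZ replicate 1 and without ATZ replicate 3. Speer4e (1.98) met it with quantile normalization, also with the filter on either group mean, and without ATZ replicate 1, control replicate 1 or control replicate 3. The gene 9230104L09Rik (0.542) met it with array weights and without control replicate 3.

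Nd6 had a fold of 2.01 and an unadjusted p of 0.051 and missed the criterion at both folds. It met both with a variance trend, quantile normalization, a mean above the median, 1 gene symbol alone, without ATZ replicate 1 and in each of the settings chosen after seeing the values. At a fold of 1.5, Speer4c (log2 change 0.583) also missed it by its fold and met it with linear means, quantile normalization, this with the filter on either group mean, and without ATZ replicate 1, ATZ replicate 3 or control replicate 3. Pkd1 (0.672) missed it and met it with array weights, quantile normalization, this with the filter on either group mean, centred arrays and without ATZ replicate 2.

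Table S1 of the paper gives Kif18b a fold of 0.5, and the fold of its listed probe set was 1.57, as an increase, as in Table 2 of the paper. Table S1 prints no identifiers, and the value was set against the 1 Kif18b probe set in Fig. S5. The gap stayed in every alternative set before the data were examined that tests this probe set, with folds from 1.38 to 1.77, and Kif18b did not reach a fold of 2 in any setting. The probe set annotated as Kif18b had a fold of 0.986. The fold of Xpo7 in Table S1 was set against its second probe set in Fig. S5 in the same way.

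The paper states that genes of oxidative phosphorylation increased, and the listed probe sets of Nd6, Cox18 and Dhrs1 had higher values here. The probe sets annotated as Cox18 and Dhrs1 had log2 changes of -0.04 and 0.07, and neither list of respiratory chain genes passed its test. The paper names Tbx18, Fryl and Rrn3 together as transcription factors that differ, and the probe sets annotated as Fryl and Rrn3 had log2 changes of -0.09 and -0.02. The paper also gives qPCR primers for Dhrs1, Fryl and Rrn3, and its qPCR values were not analysed here. The count of genes in both datasets in the text of the paper differs from its Table 2, in which 40 genes have a ChIP-seq fold. Of these, 27 have a fold in the direction of the array change, 9 in the opposite one and 4 a fold of 1. The paper's count of genes without a change in H3K4me3 equals the opposite and unchanged ones together.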

Other observations

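In this part, the tests of the unnamed block and the counts over other splits of the arrays were chosen only after the results were seen, and so was the rule that voids the test of neighbouring genes.

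The paper lists genes nearest to H3K4me3 peaks that differ at least 2-fold (Table S2), and 27 of these were measured on the arrays. Of these, 17 had higher and 10 lower values in ATZ-treated samples, with a median log2 change of 0.04, an adjusted p of 0.000432 in the higher direction and an adjusted p = 0.273 with an estimated correlation. The fry test called this list at an adjusted p of 0.00614. The list joins genes near peaks higher and genes near peaks lower in ATZ-treated samples, such as Ncoa2 and Synb. A call in the higher direction is therefore no measure of agreement with the peaks. Several of its Speer family genes lie in 1 stretch of chromosome 5 and share sequence, so they need not be independent. With p-values adjusted over the list alone, 6 genes were higher, Speer4cos, Trim45, Speer4d and Gm17019 first among them, and none passed over all probe sets with limma, at 9 unadjusted p-values under 0.05. Of 14 genes with a peak that the paper finds higher in control samples, 9 had lower values, with a median of -0.05, an adjusted p of 0.00763 and an adjusted p = 0.396 with an estimated correlation. In this list, Synb had -0.32 (standard error 0.13), 4933409K07Rik -0.19 (standard error 0.08) and Ncoa2, a coactivator of steroid receptors, -0.30 (standard error 0.11). Gm16677 alone was lower with p-values adjusted over the list alone, and 3 had an unadjusted p under 0.05. Of 324 genes with a peak higher in ATZ-treated samples, 151 were above 0 and 173 below, with a median of -0.007, a mean of 0.004 of opposite sign and an adjusted p of 0.771 in the lower direction. The H3K4me3 lists come from other samples, but the paper names several of their genes from these arrays too.

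Genes of H3K4 methylation and demethylation had lower values, 22 of 28, with a median of -0.07, an adjusted p of 0.0142 and an adjusted p = 0.727 with an estimated correlation. Kmt2a had -0.19 (standard error 0.11), Kdm2a -0.15 (standard error 0.09), Cxxc1 -0.14 (standard error 0.09) and Smyd1 0.18 (standard error 0.11). Of 41 genes of meiotic double-strand breaks, 28 were below 0, with a median of -0.05, an adjusted p of 0.0483 and an adjusted p = 0.727 with an estimated correlation. Atm had -0.22 (standard error 0.14) and Hells -0.23 (standard error 0.16). Of 22 genes of leptotene and zygotene spermatocytes, 17 were below 0, with a median of -0.07, an adjusted p of 0.0364 and an adjusted p = 0.727 with an estimated correlation. Stra8, which starts meiosis, had -0.24 (standard error 0.18). These 3 calls were each lost without control replicate 2, at an adjusted p of 0.712, 0.862 and 0.712, and also without ATZ replicate 3, with array weights, with quantile normalization and with a mean above the median of all probe sets. The lists of double-strand breaks and of leptotene and zygotene spermatocytes share Meiob and other genes, so their calls are not independent. The leptotene and zygotene list also shares Smc1b and Hormad1 with that of the synaptonemal complex. The paper's cell counts in adult mice found more zygotene and early pachytene spermatocytes after ATZ. The synaptonemal complex (13 of 21 below 0, median -0.03, adjusted p of 0.436), elongating spermatids (14 of 27 below 0, median -0.003, adjusted p of 0.563), endothelial cells (9 of 14 below 0, median -0.04, adjusted p of 0.687) and androgen-responsive genes of Sertoli cells (13 of 16 below 0, median -0.08, adjusted p of 0.349) did not pass. Neither did the epididymal epithelium (14 of 19 above 0, median 0.04, adjusted p of 0.123) nor genes near putative Nr5a2 sites (5 of 11 above 0, median -0.013, mean 0.04 of opposite sign, adjusted p of 0.436 in the higher direction). No gene of these lists passed with limma over all probe sets or adjusted over the list alone. The red blood cell genes Slc4a1 and Bpgm had 0.10 and 0.03. Over all genes, those with a mean log2 value from 8 to 9 had a median change of -0.04 and those with a mean under 5 had 0.05.

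Star had lower values in ATZ-treated samples. If fewer Leydig cells were the source of all of this change, the other Leydig genes would be lower by a like amount. The other 15 measured ones had a median of -0.073 (95% bootstrap interval over genes -0.153 to -0.04). This argues against a loss of Leydig cells as large as the change in Star only as far as these genes are specific to those cells. Their specificity was not tested, and the interval leaves out the spread between arrays. A smaller loss stays open, as does an effect of ATZ on Star itself, which no further test separates here. Markers of Sertoli cells and spermatogonia were lower by a like amount as the other Leydig genes. All genes with a mean log2 value of 8 to 9 had a median of -0.043, which the list tests do not allow for. Why so many lists lean low was not tested.

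Genes of the Speer family, expressed in spermatids, had higher values in ATZ-treated samples. A larger share of round spermatids would raise the other genes of these cells, but the upper end of the 95% interval of their median was 0.037, under the limit of 0.038 set from the Speer median of 0.153 by a thin margin. Probes shared between the paralogs may let the family move as 1 measurement, and the median pairwise r of their deviations from the group means, 0.33, lies between the values set for and against this. A search for runs of neighbouring genes, which a copy number or strain variant that differs between the mice would give, decides nothing, since it found 0 further runs (at most 1 in other splits) but also none in the Speer cluster itself. It also leaves out probe sets without a symbol, such as the listed one of Entpd4, which met the criterion in the lower direction like that of its neighbour Gm16677, with Synb near both, a pair singled out after its values were seen, so such a variant, shared probes and an effect of ATZ cannot be told apart with these arrays.

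Probe sets of the unnamed block, which include 18 of the 46 in Table 2, met the criterion more often than others (5.03% against 0.2% of those with 1 symbol). Their spread between arrays is larger, and a split of the arrays other than the real one gave 452 against the real 268, so larger spread is a candidate explanation that fits these counts. A change in the whole transcript of the named genes would give like changes at the annotated probe sets. The median there in the direction of the paper was -0.027 (95% bootstrap interval -0.107 to 0.033, n = 17 genes). On these arrays, this argues against a change of the whole transcript. The paper reports that qPCR bore out its differential expression, with primers for Dhrs1, Gbf1, Kif18b, Smim7 and Hdac5 among these genes. Those qPCR values were not analysed here. A change in a part of the transcript, such as 1 exon or isoform, stays open, since the paper lists more than 1 probe set of the block for 1 gene alone, Xpo7. The genes that the paper assigns to these probe sets could not be checked, since the annotation gives them no name.

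With 10 splits of the arrays into equal groups there are too few for a share under 0.05. At a fold of 1.5 the real count was 416 and the highest other 719, with 8 of 10 splits as large as the real one. At a fold of 2 the real count was 52 and the highest other 125, with 10 of 10 as large. With either group mean above the median of all probe sets, the real count was 64 and the highest other 103. No split gave a probe set with an adjusted p under 0.05 from limma.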
